# The Photorespiratory *BOU* Gene Mutation Alters Sulfur Assimilation and Its Crosstalk With Carbon and Nitrogen Metabolism in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2018.01709

**Published:** 2018-11-27

**Authors:** Sladjana Samuilov, Dominik Brilhaus, Nadine Rademacher, Samantha Flachbart, Leila Arab, Saleh Alfarraj, Franziska Kuhnert, Stanislav Kopriva, Andreas P. M. Weber, Tabea Mettler-Altmann, Heinz Rennenberg

**Keywords:** cysteine synthesis, glutathione, glycine, glycolysis, nitrogen assimilation, photorespiration, serine production, TCA cycle

## Abstract

This study was aimed at elucidating the significance of photorespiratory serine (Ser) production for cysteine (Cys) biosynthesis. For this purpose, sulfur (S) metabolism and its crosstalk with nitrogen (N) and carbon (C) metabolism were analyzed in wildtype *Arabidopsis* and its photorespiratory *bou-2* mutant with impaired glycine decarboxylase (GDC) activity. Foliar glycine and Ser contents were enhanced in the mutant at day and night. The high Ser levels in the mutant cannot be explained by transcript abundances of genes of the photorespiratory pathway or two alternative pathways of Ser biosynthesis. Despite enhanced foliar Ser, reduced GDC activity mediated a decline in sulfur flux into major sulfur pools in the mutant, as a result of deregulation of genes of sulfur reduction and assimilation. Still, foliar Cys and glutathione contents in the mutant were enhanced. The use of Cys for methionine and glucosinolates synthesis was reduced in the mutant. Reduced GDC activity in the mutant downregulated Calvin Cycle and nitrogen assimilation genes, upregulated key enzymes of glycolysis and the tricarboxylic acid (TCA) pathway and modified accumulation of sugars and TCA intermediates. Thus, photorespiratory Ser production can be replaced by other metabolic Ser sources, but this replacement deregulates the cross-talk between S, N, and C metabolism.

## Introduction

Sulfate assimilation constitutes the source of reduced sulfur for the synthesis of cysteine and numerous primary and secondary metabolites (Koprivova and Kopriva, 2014). Therefore, sulfate acquired by the roots is transported in the xylem sap to the leaves and allocated to the chloroplasts for reduction and assimilation (Takahashi et al., 2011). Cysteine (Cys) is the terminal product of sulfur assimilation. It is synthesized in the chloroplast, the mitochondria and the cytosol (Takahashi et al., 2011) from sulfide in a two-step reaction: In the first step, serine acetyltransferase (SAT) catalyses the synthesis of O-acetylserine (OAS) from serine (Ser) and acetyl CoA, while in the second step O-acetyl-serine (thiol) lyase (OAS-TL) mediates the synthesis of Cys by incorporation of sulfide into OAS (Takahashi et al., 2011; Rennenberg and Herschbach, 2014). SAT and OAS-TL form the Cys synthetase complex (CSC), which plays a regulatory role in Cys synthesis by protein–protein interactions of its constituent enzymes (Wirtz et al., 2012).

Beside its requirement for protein synthesis, Cys is an important precursor of all thiol containing organic sulfur compounds, including glutathione (GSH), methionine (Met), and glucosinolates (GLS). With its thiol group, GSH is involved in numerous redox reactions (Foyer and Noctor, 2000), but also constitutes the storage and long-distance transport form of reduced sulfur (Herschbach et al., 2012). In addition, it plays an important role in scavenging reactive oxygen species in the ascorbate-glutathione cycle (Noctor et al., 2012), in the detoxification of xenobiotics by conjugation *via* GSH-S transferases (Gullner et al., 2001) and for the sequestration of heavy metals as metabolic precursor of phytochelatins that function as heavy metal chelators (Gupta et al., 2010; He et al., 2015). Met is another important sink of Cys from its cytosolic, plastidic and/or mitochondrial pool. It serves as a building block for protein, *S*-adenosyl methionine (SAM) and S-methylmethionine (SMM) biosynthesis (Amir et al., 2002). Glucosinolates are secondary sulfur-rich metabolites with a defense function against herbivores and pathogens (Brader et al., 2006), characteristic for *Brassicaceae* (Huseby et al., 2013).

Cys synthesis requires a cross talk of sulfur assimilation with nitrogen and carbon metabolism (Kopriva and Rennenberg, 2004). The carbon skeleton and the nitrogen in Cys both originate from Ser. 3-phosphoglycerate (3-PGA), an intermediate of glycolysis and 2-phospoglycolate, a product of photorespiration, are sources of the carbon skeleton in Ser, while nitrogen is a product of nitrate reduction and assimilation (Kopriva and Rennenberg, 2004). Since nitrogen assimilation is catalyzed by the GS-GOGAT pathway that requires 2-oxoglutarate for glutamate synthesis, reactions of the tricarboxylic acid (TCA) cycle in mitochondria are also involved in providing Ser for Cys synthesis (Kopriva and Rennenberg, 2004). Ser biosynthesis takes place in different cellular compartments, i.e., in plastids, the mitochondria and the cytosol. Its synthesis is achieved by three distinct alternative routes, a photorespiratory and two non-photorespiratory pathways, i.e., the phosphorylated pathway and the glycerate pathway (Ros et al., 2013). The mitochondrial photorespiratory pathway of Ser biosynthesis is currently considered the dominant biosynthetic route of Ser synthesis in photosynthetic cells, while the phosphorylated pathway is supposed to predominantly proceed in plastids of non-photosynthetic tissues or in photosynthetic tissue during night (Benstein et al., 2013). An *Arabidopsis* transgenic line, deficient in phosphoglycerate dehydrogenase (PGDH) activity showed reduced growth that can be restored by external provision of Ser. In addition, when this mutant was cultivated at high CO_2_ conditions, which suppresses photorespiration, reduced growth and development of new leaves were observed (Benstein et al., 2013). This finding supports the idea that photorespiratory Ser production is the dominant route of Ser biosynthesis in leaves. The *Arabidopsis* mutant *shm1-1*, defective in mitochondrial Ser hydroxymethyltransferase (*SHMT*), can survive only in elevated CO_2_ (Voll et al., 2006). The *SHM2* isozyme of the *SHMT* gene is expressed in vascular tissue of leaves and, in contrast to the *shmt1-1* mutant, the *shm2-2* mutant, deficient in the *SHM2* gene, does not display a visible phenotype in ambient air (Engel et al., 2011). However, the double mutant (*shm1* × *shm2*) cannot survive without Suc supplementation even at elevated CO_2_, indicating that the presence of at least one isozyme, either *SHMT1* or *SHMT2*, is essential for non-photorespiratory carbon metabolism (Engel et al., 2011).

For studying the significance of the photorespiratory pathway of Ser biosynthesis in Cys production, the *Arabidopsis* “*a bout de soufflé*” (*bou-2*) mutant, with reduced activity of the mitochondrial glycine decarboxylase (GDC) multi-enzyme due to knock-down of mitochondrial BOU transporter protein, seems to be a suitable subject. The *BOU* gene is strongly co-expressed with the genes *GDP2*, *GDP1*, *GDT*, and *HGDH3* encoding subunits of the *GDC* multi-enzyme complex, and *SHM1*, encoding mitochondrial *SHM1* (Eisenhut et al., 2013). In experiments with the *Arabidopsis bou-2* mutant, the level of *GDP* protein was decreased, which led to a strongly reduced *GDC* activity (Eisenhut et al., 2013). Although *bou-2* plants are not lethal, they show severe growth defects at ambient CO_2_, such as slow shoot apical meristem cell cycle activity and cell division (Eisenhut et al., 2013). After 2 days of growth at elevated CO_2_, cell division was resumed in *bou-2* mutants, indicating the requirement of suppression of photorespiration by elevated CO_2_ for growth and development of the mutant (Eisenhut et al., 2013).

The aim of the present study was (1) to elucidate the significance of chloroplastic and mitochondrial pathways of Ser production for Cys biosynthesis, and its use for protein, GSH and GLS production and (2) to identify genes involved in the crosstalk between sulfur and nitrogen metabolism. Experiments were conducted with *Arabidopsis* wild type (WT) plants as control in comparison to *bou-2* plants with impaired photorespiration. It is hypothesized that despite different cellular localization of Cys biosynthesis (chloroplast, mitochondria, and cytosol), photorespiratory (mitochondrial) Ser is the dominant precursor of Cys synthesis in photosynthetic tissue during light (hypothesis 1). Further it is hypothesized that Ser biosynthesis in chloroplasts/plastids takes over Ser production for Cys biosynthesis in photosynthetic tissue in the dark (hypothesis 2). As third hypothesis it is assumed that these differences in Ser supply for Cys biosynthesis between day and night are regulated by gene expression. To address these hypotheses, S-flux experiments combined with metabolome and RNAseq analyses were performed.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* Heynh. Col–0 and its mutant *bou-2* (Li et al., 2003; Rosso et al., 2003), available from the Nottingham *Arabidopsis* Stock Centre as N370142 and harboring a T-DNA insertion in the second exon of the *BOU* gene sequence, were used in this study. Bioinformatic analysis confirmed that the *bou-2* mutant line contains a single T-DNA insertion exclusively for the locus At5g46800 encoding *BOU* transporter protein (see Supplementary Method S1). For sterilization, *Arabidopsis* seeds were washed twice with 70% (v/v) ethanol, containing 1% (v/v) Triton X-100, twice with 100% ethanol and dried. Seeds were grown on 0.5 Murashige and Skoog (MS) medium (Murashige and Skoog, 1962) with 0.8% (w/v) agar at pH 5.8. After cold stratification at 4°C to synchronize germination, seedlings were grown at 60% relative humidity, 100–150 μmol photons m^-2^ s^-1^, 12 h light / 12 h dark, 22°C / 18°C in a 3,000 ppm CO_2_-enriched atmosphere. Seedlings with two developed leaves were transferred to soil and cultivated 4 more weeks under the conditions indicated above. Experiments were conducted with plants of similar developmental stage.

### Experimental Design

*Arabidopsis wildtype* (WT) *and bou-2 mutant plants* were transferred to ambient CO_2_ (400 ppm) 24 h prior to harvest. Two sets of plants were harvested (1) ca. 10 min after light onset and (2) 3 h before light onset. The whole rosette of the first set of plants was used for quantification of metabolites and for RNAseq analyses. From the other set of plants fully mature leaves (number 5 to 7 counted by the order of emergence from the rosette) were cut. Half of these leaves were exposed to [^35^S]-sulfate for analysis of total sulfate uptake, the flux into the pools of sulfate, proteins, GSH and GLS, as well as GSH and GLS contents. The other half of the leaves was treated in the same way with non-radioactive Hoagland solution and was used for the determination of sulfate and protein contents. Leaf samples were frozen in liquid nitrogen and stored at -80°C until further use.

### [^35^S]-Sulfate Feeding Experiment and Analysis of [^35^S]-Uptake

Before conducting [^35^S]-sulfate feeding experiments, a preliminary test with tree time points (2, 4, and 6 h) of incubation with labeled SO_4_^2-^ was performed in order to confirm linearity of uptake (data not shown). From these preliminary tests, a 4 h incubation time was found to be well in the linear phase of sulfate uptake. For [^35^S]-sulfate feeding experiments, leaves were transferred into tubes (Sarstedt AG & Co., Nümbrecht, Germany) with 10 mL of Hoagland solution (5 mM KNO_3_, 5 mM Ca(NO_3_)_2_, 2.5 mM KH_2_PO_4_, 2.5 mM KOH, 25 μM MnCl_2_, 2.5 μM ZnSO_4_, 1.25 μM CuSO_4_, 0.075 mM H_3_BO_3_, 2.5 μM Na_2_MoO_4_, 1.25 μM Co(NO_3_)_2_, and 0.0675 mM Fe-EDTA) adjusted to 0.2 mM SO_4_^2-^ for 2 h of pre-incubation. Thereafter, leaves were placed for 4 h in new Hoagland solution with [^35^S]-SO_4_^2-^ (Hartman Analytic, Braunschweig, Germany) at 50 μCi (1.85 × 10^-6^ Bq) for day and 100 μCi (3.7 × 10^-7^ Bq) for night. At the beginning of the incubation, leaves were placed in a desiccator and infiltrated with a vacuum pump to exchange air from the apoplastic space with radioactive Hoagland solution. At the end, sulfate uptake was stopped by washing the leaves with 10 mL non-radioactive incubation solution. For night experiments, pre-incubation and incubation were performed in the dark; night harvests were carried out under green light (GreenHornet LED, 3.5W; Dutch-Headshop Services, Beverwijk, Netherlands). Leaf tissue was homogenized with a micro pestle and mortar, extracted with 0.1 M HCl at a ratio of 1:10 (w/v). Aliquots of 10 μL extract were mixed with 2 mL of Rotiszint^®^ eco plus (Carl Roth, Karlsruhe, Germany) scintillation cocktail and radioactivity was determined with a scintillation counter (LS 6500 Multi-Purpose Scintillation Counter, Beckman Coulter, Brea, CA, United States). From the data obtained and the specific radioactivity of the incubation solution, sulfate uptake was calculated.

### [^35^S]-Metabolite Analyses and Determination of Flux Through the Sulfate Assimilation Pathway

The flux through the sulfate assimilation pathway was calculated as incorporation of ^35^[S]-sulfate into GSH, proteins and GLS, as previously described by Scheerer et al. (2010) and Mugford et al. (2011).

### Protein Contents and [^35^S] Flux Into Proteins

For protein analysis, 30 μL of a fresh prepared solution containing dithiothreitol (DTT, 500 mM), phenylmethylsulfonylchloride (PMSF, 100 mM) and 10% Triton x-100 were added into 2 mL micro tubes (Sarstedt, Nümbrecht, Germany) containing a mixture of 50 mg of pre-washed polyvinylpolypyrrolidone (PVP 6755, Merck, Darmstadt, Germany) and 500 μL buffer solution (50 mM Tris–HCl, pH 8.0, 1 mM EDTA, 15% glycerol (v/v)) previously incubated overnight at 4°C. Approximately 30 mg ground leaf material were added, suspended by vortexing and incubated for 30 min at 4°C. After centrifugation at 15,000 × *g* for 10 min at 4°C, 200 μL supernatant were transferred into new tubes and 200 μL trichloroacetic acid (TCA, 10%) were added. Samples were incubated at room temperature for 10 min and centrifuged at 15,000 × *g* and 4°C. The supernatant was discarded. The pellet was dissolved in 500 μL 1 M KOH by shaking for 30 min at 4°C. The protein content was determined as described by Bradford (1976) using dilutions of 1 mg mL^-1^ bovine serum album (BSA) (Merck, Darmstadt, Germany), dissolved in 1 M KOH as a standard. Micro test plates (96 Well, Sarstedt, Nümbrecht, Germany) were filled with 200 μL Bradford Reagent (Merck, Darmstadt, Germany) and aliquots of 10 μL samples and standards were added in triplicates. After 10 min incubation at room temperature in the dark, the optical density was measured at a wavelength of 595 nm using an ELISA reader (Rainbow Thermo Reader, Tecan, Crailsheim, Germany). To determine radioactivity in proteins, aliquots of 50 μL supernatant previously extracted with 0.1 M HCl (see: [^35^S]-sulfate feeding experiment and analysis of [^35^S]-uptake) were transferred into new 1.5 mL micro tubes (Sarstedt, Nümbrecht, Germany). Protein was precipitated with 12.5 μL 100% trichloracetic acid (TCA) as described by Kopriva et al. (1999). After 15 min on ice, 100 μl 100% TCA was added and the precipitate was collected by centrifugation (at 15,000 × *g* for 10 min). The supernatants were discarded and the pellets were washed with 200 μL 100% ethanol. Subsequently, pellets were dissolved in 100 μL 0.1 M NaOH. Radioactivity was determined in 200 μL supernatant mixed with 2 mL Rotiszint^®^ eco plus scintillation cocktail (Carl Roth, Karlsruhe, Germany).

### Thiol Contents and [^35^S] Flux Into Thiols

Total thiol contents were determined as previously described by Schupp and Rennenberg (1988) and modified by Strohm et al. (1995). For this purpose, aliquots of 25 μL supernatant extracted with 0.1 M HCl (see: [^35^S] sulfate feeding experiment and analysis of [^35^S] uptake) were transferred into 1.5 mL micro tubes (Sarstedt, Nümbrecht, Germany) and neutralized by adding an equal volume of 0.1 M NaOH. Reduction of thiols was performed with dithiothreitol (DTT; 1 μl, 100 mM) for 15 min in the dark at 37°C. Aliquots of 11.5 μL 1 M Tris buffer and 35 μl distilled water were added. After 15 min of derivatization with monobromobimane (5 μl, 100 mM) in the dark at 37°C, thiols were stabilized by adding 100 μL acetic acid (9%, v / v). Aliquots of 100 μL derivatized solution were injected into a HPLC system (Dionex UltiMate 3000; Thermo Fisher, Waltham, United States) and thiol derivatives were separated on a Spherisorb^®^ ODS2(C_18_) (250 × 4.6 mm, 5 μm particle size) column (Waters, Milford, CT, United States), using a solution of 0.25% (v / v) acetic acid and 10% (v / v) methanol as buffer A and 0.25% acetic acid and 90% (v / v) methanol as buffer B. Thiols were detected fluorometrically (474 Fluorescence detector; Waters, Milford, CT, United States) with excitation at 390 nm and emission at 480 nm. ^35^[S] incorporation into thiols was detected by a radioactivity detector module (FlowStar LB 513; Berthold Technologies, Bad Wildbad, Germany) connected to the HPLC.

### GLS Analysis and [^35^S] Flux Into GLS

The ^35^[S] flux into GLS and GLS contents were quantified after extraction of leaf tissue with 500 μL 70% (v/v) methanol as described by Brown et al. (2003). Aliquots of 10 μL sinigrin hydrate (Merck, Darmstadt, Germany) were added to leaf extracts as internal standard. After 45 min incubation at 70°C, supernatants were placed on previously prepared sephadex columns (DEAE Sephadex^TM^ A-25, GE Healthcare Bio-Sciences, Uppsala, Sweden) and washed with sterile ddH_2_O. Then 75 μL sulfatase (Sigma-Aldrich, Steinheim, Germany) were added to the columns and left overnight at room temperature. Subsequently, GLS were eluted with 1 mL sterile ddH_2_O. The eluate was collected in 1.5 mL micro tubes with caps (Sarstedt, Nümbrecht, Germany), vortexed and centrifuged 5 min at 15,000 × *g*. For determination of GLS, 50 μL supernatant were injected into a HPLC system (Dionex UltiMate 3000; Thermo Fisher, Dreieich, Germany) and separated on a Spherisorb^®^ ODS2(C18) (250 × 4.6 mm, 5 μm particle size) column, using distilled water (solvent A) and 100 % acetonitrile (solvent B) for elution. Quantification was based on UV absorption at 229 nm and the response factor of the internal standard. To determine ^35^[S] incorporation into GLS, 300 μL supernatant were mixed with 3 mL Rotiszint^®^eco plus scintillation cocktail (Carl Roth, Karlsruhe, Germany) and radioactivity was determined by scintillation counting.

### Quantification of Sulfate

Sulfate contents were analyzed by anion exchange chromatography as described by Herschbach et al. (2000). For this purpose, 20–30 mg homogenized frozen leaf tissue were added to a mixture of ∼20 mg of pre-washed polyvinylpolypyrrolidone (PVP 6755, Sigma-Aldrich, Steinheim, Germany) and 1 mL distilled water previously incubated overnight at 4°C and suspended by shaking. Samples were incubated for 1 h at 4°C and afterward boiled for 15 min at 95°C in a water bath (Julabo, Seelbach, Germany). After centrifugation for 15 min at 15,000 × *g* and 4°C, supernatants were transferred into new tubes. Aliquots of 150 μL were pipetted into glass vials (1.5 mL, 32 × 11.6 mm; VWR International, Darmstadt, Germany) and subjected to anion analysis using an automatic ion analyser (DX 120, Dionex, Sunnyvale, CA, United States), equipped with an IonPac^TM^ column (AS9-SC, 4 × 250 mm; Dionex, Thermo Fisher, Waltham, MA, United States). Anions were eluted with a mixture of 2.0 mM Na_2_CO_3_ and 0.75 mM NaHCO_3_. Sulfate was detected by a conductivity detector module (Dionex, Sunnyvale, CA, United States).

### Metabolite Measurements

#### Metabolite Measurement by GC-MS

Aliquots of 50–80 mg frozen leaf material were extracted with a mixture of chloroform-methanol-water for analysis of sugars, organic acids and amino acids by gas chromatography-mass-spectrometry (GC-MS) according to Fiehn et al. (2000), using a 7200 GC-QTOF (Agilent, Milford, CT, United States). Peak integration was conducted with MassHunter Software from Agilent. For relative quantification, metabolite peak areas were normalized to the amount of extracted plant material and the peak area of the internal standard ribitol added to the extraction solution.

#### Met and Ser Quantification by UHPLC-DAD

Extracts, as prepared for GC-MS analysis (described above), were dried and resolved in 50 μL HCl (0.1 M). Aliquots of 10 μL were derivatized with AccQ-Tag Ultra Reagent Powder (Waters, Milford, CT, United States) according to the manufacturer’s instructions. Derivatized samples were separated by liquid chromatography and amino acids were detected at 260 nm, using a 1290 UHPLC system coupled to a diode array detector (Agilent, Santa Clara, CA, United States) according to Rademacher et al. (2016). Peaks were integrated using the Chemstation software from Agilent and quantified by external standards after normalization to the internal standard norvaline, added prior to derivatization and the amount of extracted plant material.

### Statistical Analysis of Metabolite and Metabolite Flux Data

Metabolite and [^35^S] flux data were statistically analyzed using the software package SigmaPlot V. 11.0 (Systat, Erkrath, Germany). Prior to the analysis of variance, normality of the data was tested with the Shapiro–Wilk test. To determine significant differences between the WT and the *bou-2* mutant within the same time point and between day and night within the same plant genotype, Student’s *t*-test was performed. Sulfate uptake and flux into sulfur pools were determined with 4, metabolite contents with 3 replicates. All data shown represent means + SD. Principal component analysis (PCA, Supplementary Figure S1) was produced with function prcomp (%) implemented in the R statistics software. Adapted venn diagram (Supplementary Figure S1) was calculated with an in-house R script. The evaluation of data in Venn diagrams and PCA plots are provided with Supplementary Figure S1. The graphic work was performed either in OriginPro V.9.1. (Additive, Friedrichsdorf, Germany) (Figures 1, 6 and Supplementary Figure S3) or R statistics software (R version 3.3.0 provided by the CRAN project^1^).

**FIGURE 1:**
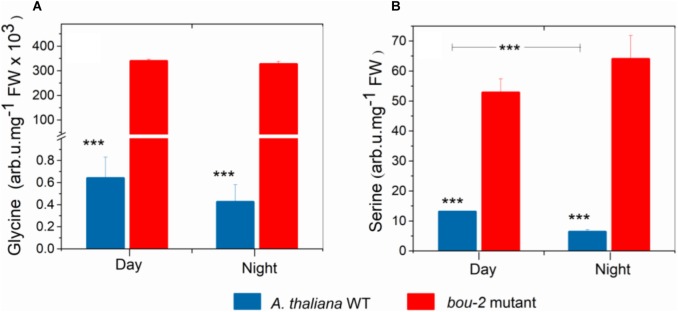
Content of Glycine **(A)**, Serine **(B)** in leaves of *A. thaliana* WT and the *bou-2* mutant at day and night. Plants were grown at elevated (3000 ppm) CO_2_ and harvested after 24h at ambient CO_2_ ca. 10 min after light onset and 3 h before light onset. Asterisks indicate significant differences as determined by Student’s *t*-test (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001). All values are means ± standard deviation of 3 replicates.

### Next Generation Sequencing of RNA

#### RNA Extraction, Preparation, and Sequencing of Illumina Libraries

Whole rosettes were harvested and immediately frozen in liquid nitrogen. RNA was isolated from ground tissue using the RNeasy Plant Mini Kit (QIAGEN, Hilden, Germany). Residues of DNA were removed with DNase (New England Biolabs, Ipswitch, MA, United States). RNA integrity, sequencing library, and fragment size were analyzed on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). Libraries were prepared using the TruSeq RNA Sample Prep Kit v2 (Illumina, San Diego, CA, United States) and quantified with a Qubit 2.0 (Invitrogen, Waltham, MA, United States). Samples were multiplexed with 12 libraries per lane and sequenced in paired-end mode (Rapid Run, 150 bp read length) on an Illumina HiSeq 3000 platform, yielding on average ∼26 million reads per library.

#### Read Mapping and mRNA-Seq Data Analysis

After successful quality control with the Fast QC software^2^ (v0.11.5), Illumina reads were quantified by mapping against the *Arabidopsis* TAIR10 reference transcriptome including primary and secondary transcripts^3^ using Kallisto v 0.43.0 (Bray et al., 2016) in default mode with 30 times bootstrapping for sleuth. Kallisto provides normalized gene expression in transcripts per million (tpm). Primary transcripts for heat maps were chosen based on highest average tpm in the WT.

Wald test implemented in sleuth v0.28.1 (Pimentel et al., 2016) was employed to test for differential gene expression between WT and *bou-2* at day and night or between day and night within each genotype. If not indicated otherwise, *p*-values were corrected for multiple sampling by Benjamini–Hochberg correction (Benjamini and Hochberg, 1995) as implemented in sleuth and an alpha of 0.01 was chosen. Log_2_ expression ratios between genotypes or time points were calculated after addition of a pseudo-count of 1 to prevent infinite values.

## Results

### Consequences of Reduced GDC Activity and Day/Night on Gly and Ser Synthesis

Despite pre-cultivation at elevated CO_2_ to suppress photorespiratory Gly production, leaves of the *bou-2* mutant with impaired GDC activity (Eisenhut et al., 2013) had accumulated large amounts of Gly after 24 h growth at ambient CO_2_ at both, day and night (Figure 1A). Leaves of the *bou*-2 mutant also contained higher levels of Ser at both time points, although Ser synthesis via SHMT is downstream of GDC (Figure 1B). In leaves of the WT, but not of the *bou-2* mutant, Ser levels were reduced in the night compared to day (Figure 1B). Transcript level for three of the four *GDC* isoforms (namely GDC-H, -P and -T) were significantly down-regulated in *bou-2* compared to the WT at night (Figure 2). 

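RNA-Seq was run on rosettes of WT (Col-0) and of bou-2, a line in which a T-DNA interrupts exon 2 of BOU, the gene of a mitochondrial carrier, at day and at night. The 4 groups held 3 libraries each, 12 in all, from plants grown at 3000 ppm CO2 and moved to 400 ppm 24 h before harvest. The paper gives the harvests as about 10 min after and 3 h before light onset and the tissue as whole rosettes, while the sample labels give 2 h after and 2 h before light onset and mature leaves, after 35 days of growth. The authors sequenced 12 libraries per lane as paired reads of 150 bp, assigned the reads to the TAIR10 transcripts with kallisto 0.43.0 and tested the transcripts with sleuth 0.28.1. Their deposited table gives estimated counts and TPM per library, with log2 ratios and q-values. Estimated counts summed to 26561237 to 33046562 per library in WT at day, 15911356 to 20952513 per library in bou-2 at day, 20553974 to 28313982 per library in WT at night and 24691089 to 30278172 per library in bou-2 at night. From here, the counts were rounded, scaled by TMM and tested per transcript with edgeR's quasi-likelihood test over all 12 libraries, with Benjamini-Hochberg adjustment over the 26153 transcripts that passed the filter on low counts. Each of the 20458 genes tested is represented by the transcript with the highest mean TPM in WT, the rule of the paper, and is called at an adjusted p under 0.05. In bou-2 compared to WT, 3021 higher and 2627 lower genes were called at day and 3022 higher and 2499 lower at night. For each transcript all groups shared the estimate of the spread, so these counts do not rank day against night. The authors' sleuth q-value was under 0.05 for 4024 genes at day and 8150 at night. Day compared to night called 1142 higher and 794 lower genes in WT and 1572 higher and 1574 lower in bou-2, and the bou-2 effect itself differed between day and night for 110 genes upwards and 132 downwards. The bou-2 day group had the lowest median total. By chi-square per transcript, which grows with depth, the WT day libraries differed most among themselves. The 10 most abundant transcripts took 4.83% ± 0.236 in bou-2 and 7.25% ± 0.895 in WT at day (SD, n = 3) and 4.55% ± 0.180 in bou-2 and 7.05% ± 0.146 in WT at night (exact permutation test, two-sided, p = 0.1 at each time, the smallest that 3 against 3 libraries can give). An rRNA-like transcript, AT2G01021, ranged from 6924 to 69527 TPM between libraries. The labels call the libraries of a group biological replicates but no source used here says which plants went into each, so the p-values measure the spread between these libraries. Gene positions are those of TAIR10.1.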

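GDC splits glycine in the mitochondrion through its P, H, T and L proteins. Of the H-protein genes, GDC-H (AT1G32470, chromosome 1, 11739304 to 11740399) was lower in bou-2 at day, with a log2 fold change of -0.82 (standard error 0.18, adjusted p = 0.00772) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and lower at night, with a log2 fold change of -0.91 (standard error 0.18, adjusted p = 0.00459). Its transcript level at night was 1085 ± 29.1 TPM (SD, n = 3) in WT and 625 ± 31.9 TPM in bou-2. A second H-protein gene, GDC-H (AT2G35370), fell at night by 0.55 on the log2 scale (adjusted p = 0.0401). GDC-P2 (AT2G26080, chromosome 2, 11109003 to 11114291) encodes a P protein and was lower at night, with a log2 fold change of -0.40 (standard error 0.13, adjusted p = 0.0476), and gave 0.39 (adjusted p = 0.0517) at day. The T-protein gene GDC-T (AT1G11860) was lower at night, with a log2 fold change of -0.55 (standard error 0.16, adjusted p = 0.0341). In bou-2, GDC-P2 was higher at day than at night, at 1.04 (adjusted p = 0.000493), and the bou-2 effect on it differed between day and night by 0.79 (adjusted p = 0.08). GDC-H (AT1G32470) at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0709), and GDC-H (AT2G35370) at night without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with no filter on low counts or with the replicate number as a block (adjusted p up to 0.111), and GDC-P2 at night without bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts or with the replicate number as a block (adjusted p up to 0.159), and GDC-T at night without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.106). GDC-P2 at day passed the threshold without WT day replicate 3, with DESeq2's Wald test, with limma on log2(TPM + 1), with counts summed per gene, with organelle transcripts left out or with counts thinned to the lowest library total (adjusted p down to 0.0115), and GDC-P2 in the difference between the times without WT day replicate 3 or with DESeq2's Wald test (adjusted p down to 0.000686).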

*SHMT3* gene was up-regulated at day and night, while *SHMT1* was down-regulated at the night in the *bou-2* mutant (Figure 2). In addition, transcript abundances of genes encoding for one or multiple isoforms of seven key enzymes and transporters of photorespiration (*GOX1*, glycolate oxidase; *PLGG1*, plastidic glycolate glycerate transporter; *HPR1*, hydroxypyruvate reductase; *GLYK*, glycerate kinase) (Supplementary Figure S2) as well as the associated nitrogen assimilation (major isoforms of Fd-GOGAT and GS) were reduced in the *bou-2* mutant (Figure 3). 

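SHMT converts glycine and a one-carbon unit to serine. SHMT3 (AT4G32520, chromosome 4, 15689436 to 15692989), the plastidial isoform, rose from 37.4 ± 2.69 TPM (SD, n = 3) in WT to 73.2 ± 12.2 TPM in bou-2 at day, a log2 fold change of 0.87 (standard error 0.11, adjusted p = 0.000556) from edgeR's quasi-likelihood test. At night it rose from 46.5 ± 2.93 TPM to 76.1 ± 3.54 TPM, a log2 fold change of 0.61 (standard error 0.11, adjusted p = 0.00374). The mitochondrial photorespiratory isoform SHMT1 (AT4G37930, chromosome 4, 17831731 to 17835017) was the far more abundant of the pair and fell at night from 2203 ± 96.8 TPM (SD, n = 3) to 1499.6 ± 62.8 TPM, with a log2 fold change of -0.66 (standard error 0.15, adjusted p = 0.0108). At day SHMT1 gave -0.46 (standard error 0.15, adjusted p = 0.0511), and the 2 effects differed by 0.20 (adjusted p = 0.721). SHMT1 at day passed the threshold without WT day replicates 1 or 2, with DESeq2's Wald test, with counts summed per gene or with the 10 most abundant transcripts left out (adjusted p down to 0.0127).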

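The plastidial carrier of glycolate and glycerate, PLGG1 (AT1G32080, chromosome 1, 11537242 to 11539896), was lower in bou-2 at day, at -0.65 (standard error 0.16, adjusted p = 0.0145) on the log2 scale by edgeR's quasi-likelihood test, and at night, at -0.69 (standard error 0.16, adjusted p = 0.0108). GLYK (AT1G80380), which returns glycerate to the Calvin cycle, fell at night with a log2 fold change of -0.45 (standard error 0.13, adjusted p = 0.0256). HPR3 (AT1G12550), a minor hydroxypyruvate reductase at 8.58 ± 0.164 TPM (SD, n = 3) in WT at night, was also lower at both times (-0.97, adjusted p = 0.012, and -1.06, adjusted p = 0.00743). The glycolate oxidase gene GOX1 (AT3G14420, chromosome 3, 4821391 to 4824178) and the peroxisomal hydroxypyruvate reductase gene HPR1 (AT1G68010) did not pass the test at night, with -0.43 (standard error 0.16, adjusted p = 0.0804) and -0.42 (standard error 0.15, adjusted p = 0.0659). PLGG1 at day lost its call without bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.0992), and GLYK at night without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0885), and HPR3 at day without bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.0766). GOX1 at night passed the threshold without WT day replicates 1 or 3, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.00253), and HPR1 at night without WT day replicates 1 or 3, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.00247).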

Three genes encoding photorespiratory enzymes exhibited elevated transcript abundances in *bou-2*, including the major isoform of Ser-glutamate amino transferase (*SGAT*), *SHMT3* and catalase 1 (*CAT1*) and 3 (*CAT3*), but not *CAT2*, which is the primary isoform in WT plants (Supplementary Figure S2). These data indicated that the high level of Ser in leaves of the *bou-2* mutant cannot be explained by transcript abundances of genes of the photorespiratory pathway, and other processes including post-transcriptional and post-translational modifications cannot be excluded.

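Catalases remove the hydrogen peroxide formed by glycolate oxidase. CAT1 (AT1G20630, chromosome 1, 7146636 to 7150180) rose in bou-2 from 9.51 ± 1.16 TPM (SD, n = 3) to 44.4 ± 6.54 TPM at day, a log2 fold change of 2.14 (standard error 0.10, adjusted p = 3.45e-06) by edgeR's quasi-likelihood test, and from 16.7 ± 0.884 TPM to 52.6 ± 2.46 TPM at night, a log2 fold change of 1.55 (standard error 0.10, adjusted p = 2.1e-05). CAT3 (AT1G20620, chromosome 1, 7142972 to 7146540) was higher at night, at 1.26 (standard error 0.30, adjusted p = 0.0114), and gave 0.60 (standard error 0.29, adjusted p = 0.169) at day. CAT2 (AT4G35090, chromosome 4, 16700312 to 16703504), the most abundant catalase transcript at 1656 ± 162 TPM in WT at day, was higher in bou-2 at day (0.46, standard error 0.10, adjusted p = 0.0102) and gave -0.05 (adjusted p = 0.77) at night. In bou-2 it was also higher at day than at night (1.00, adjusted p = 0.000137). SGAT (AT2G13360), which transfers the amino group of serine to glyoxylate, was higher at day, at 0.55 (standard error 0.15, adjusted p = 0.0254), and gave -0.02 (adjusted p = 0.96) at night, and the effects at the 2 times differed by 0.57 (adjusted p = 0.251). CAT2 at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0963), and SGAT at day without WT day replicate 2 or bou-2 day replicates 2 or 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.126). CAT3 at day passed the threshold without WT day replicate 2 (adjusted p = 0.000476), and SGAT in the difference between the times without WT day replicate 3 (adjusted p = 0.0243).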

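Of the 28 photorespiratory genes in the authors' category, 5 were higher and 7 lower in bou-2 at day, and 4 were higher and 10 lower at night by edgeR's quasi-likelihood test. Adjusted over the list alone, 6 were higher and 9 lower at day, and 4 and 12 at night, which is not independent evidence, since the category comes from the authors' table of these samples. The median log2 fold change at night was -0.29 (adjusted p = 0.049 by camera, and adjusted p = 0.7 with an estimated correlation, and 0.0524 by camera with the replicate number as a block). At day the median was 0.07 (adjusted p = 0.868 by camera, and adjusted p = 0.983 with an estimated correlation). GOX3 (AT4G18360), a glycolate oxidase of low abundance, was higher at night (1.87, adjusted p = 0.0257). Photorespiratory genes higher at day numbered 10 with limma on log2(TPM + 1), 2 in a fit of only the 6 libraries compared, 9 without WT day replicate 3 and 3 without bou-2 day replicate 3, lower at day numbered 3 without WT day replicate 3 or with limma on log2(TPM + 1), 0 in a fit of only the 6 libraries compared, 4 without bou-2 day replicate 2, WT night replicate 1 or bou-2 night replicates 1, 2 or 3 and 2 without bou-2 day replicate 3 and lower at night numbered 5 without WT night replicate 3 or with the replicate number as a block and 4 without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3. GOX3 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0922). From these transcript levels, the paper reasons that the high serine level of bou-2 leaves is not explained by expression of photorespiratory genes and that regulation after transcription or translation cannot be excluded.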

**FIGURE 2:**
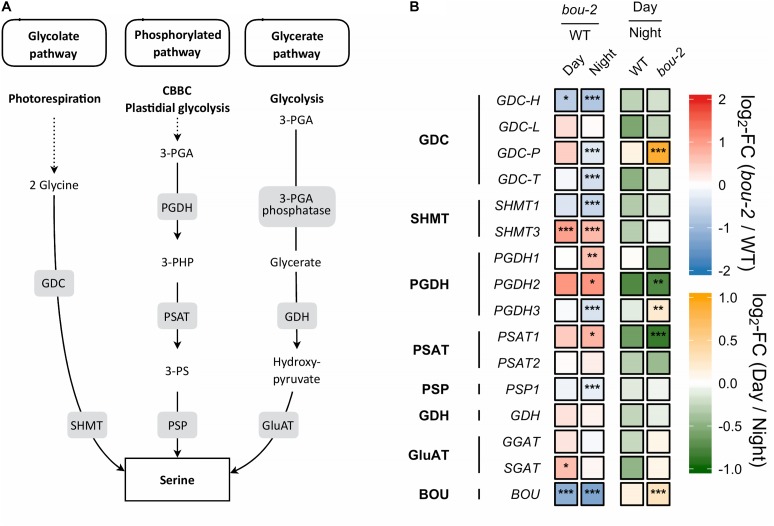
Photorespiratory and non-photorespiratory pathways of serine biosynthesis. **(A)** Schematic presentation of three pathways of serine biosynthesis (adapted from Ros et al., 2013) **(B)** transcript levels (*n* = 3) of genes involved in pathways depicted in panel **A**. Left two tiles of each gene represent the log2-fold change (FC) between the *bou-2* mutant and WT plants under both day (D) and night (N) with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night within WT plants and *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate differential gene expression as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). Levels of BOU (A BOUT DE SOUFFLE) shown for reference. GDC, glycine decarboxylase; SHMT, serine hydroxymethyltransferase; PGDH, phosphoglycerate dehydrogenase; PSAT, 3-phosphoserine aminotransferase; PSP, 3-phosphoserine phosphatase; GDH, glycerate dehydrogenase; GluAT, hydroxypyruvate aminotransferase.

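BOU (AT5G46800) lies on the minus strand of chromosome 5 from 18988588 to 18990867 (2280 bp, TAIR10.1). In its first annotated transcript model, exon 1 (18990495 to 18990867) holds 5′ UTR, exon 2 (18989419 to 18989812) holds the start of the coding sequence and exon 3 (18988588 to 18989289) the rest. The T-DNA of bou-2 is in the second exon, and its exact position was not used here. At day BOU had 180.2 ± 46.4 TPM (SD, n = 3) in WT, and the 3 bou-2 libraries had 80.6, 80.7 and 80.2 TPM. At night WT had 153, 162 and 176 TPM and bou-2 65.2, 67.0 and 65.5 TPM. BOU was lower in each bou-2 library than in each WT library of the same time, with a log2 fold change of -1.25 (standard error 0.14, adjusted p = 0.000235) at day and -1.41 (standard error 0.14, adjusted p = 0.000162) at night from edgeR's quasi-likelihood test. Between day and night it gave 0.26 (adjusted p = 0.313) in WT and 0.43 (adjusted p = 0.0663) in bou-2. The counts sum reads over the whole transcript, on both sides of the insertion. BOU between day and night in WT passed the threshold without WT day replicate 2 (adjusted p = 0.0267), and BOU between day and night in bou-2 without WT day replicates 1 or 2, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.00767).

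**Figure D1:**
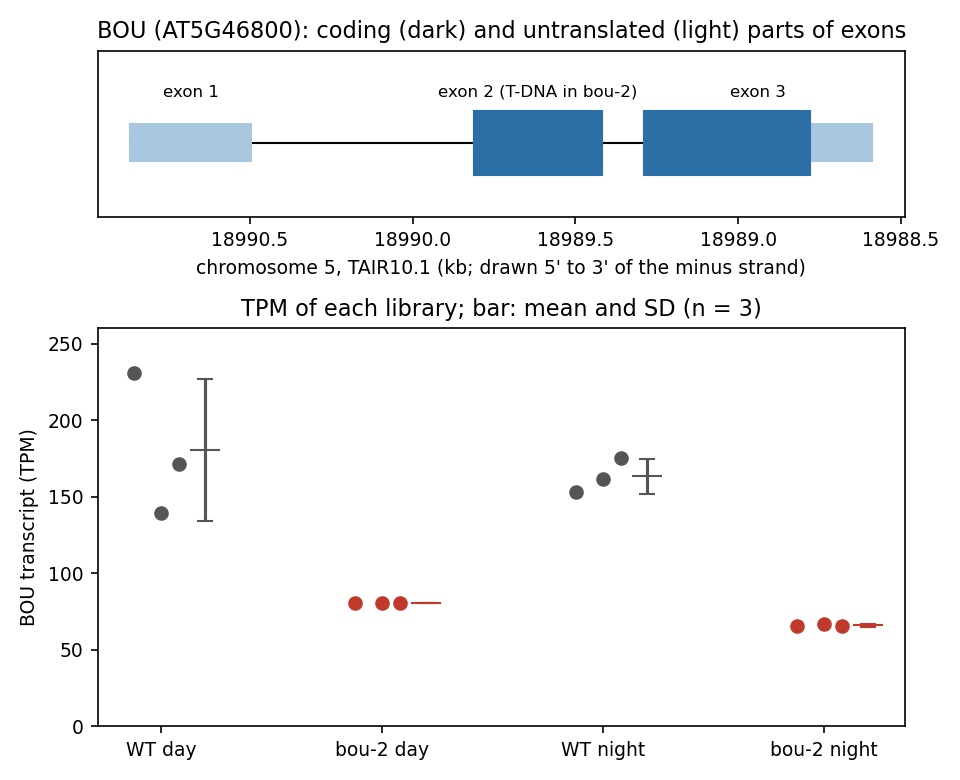
BOU transcript level in TPM in each of the 12 libraries (points, 3 per group), with the group mean and SD (bars), in WT and bou-2 at day and at night. The bou-2 libraries lie between 65.2 and 80.7 TPM, below each of the 6 WT libraries.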

**FIGURE 3:**
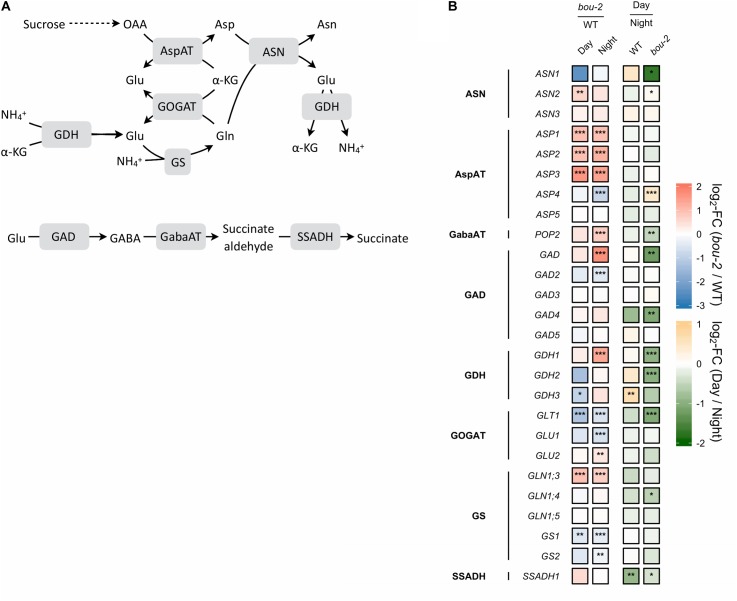
Nitrogen assimilation and the GABA shunt. **(A)** Schematic presentation of the pathways; **(B)** Transcript levels (*n* = 3) of genes encoding for enzymes highlighted in gray boxes in panel **A**. Left two tiles of gene represent the log2-fold change (FC) between the *bou-2* mutant and WT plants under both day (D) and night (N) with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night within WT plants and the *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate differential gene expression as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). AspAT, aspartate aminotransferase; ASN, asparagine synthetase; GABA, gamma-Aminobutyric acid; GabaAT, GABA aminotransferase; GDH, glutamate dehydrogenase; GOGAT, glutamate synthase; GS, glutamine synthase; SSADH, succinate semialdehyde dehydrogenase.

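Serine can also be made from 3-phosphoglycerate, by the glycerate pathway in the cytosol and by the phosphorylated pathway in plastids. Of the 19 tested genes in the authors' serine category, which also holds BOU and genes of the photorespiratory route, 4 were higher and 3 lower in bou-2 at day, and 2 were higher and 7 lower at night by edgeR's quasi-likelihood test. Adjusted over the list alone, 5 were higher and 4 lower at day, which is not independent evidence because the category comes from the same table. The alanine aminotransferase gene ALAAT1 (AT1G17290, chromosome 1, 5922332 to 5926400) was higher at day (0.41, adjusted p = 0.0442) and at night (1.05, standard error 0.13, adjusted p = 0.000513), and ALAAT2 (AT1G72330) was higher at day (0.74, adjusted p = 0.023). Serine category genes higher at day numbered 7 with limma on log2(TPM + 1), 1 without bou-2 day replicate 3 or in a fit of only the 6 libraries compared and 2 without bou-2 day replicates 1 or 2, lower at day numbered 1 in a fit of only the 6 libraries compared, higher at night numbered 5 without WT day replicate 2 or in a fit of only the 6 libraries compared and lower at night numbered 4 without WT night replicates 1 or 2 or bou-2 night replicates 1 or 3. ALAAT1 at day lost its call without WT day replicates 1 or 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with no filter on low counts, in a fit of only the 6 libraries compared, with the replicate number as a block or with counts thinned to the lowest library total (adjusted p up to 0.165), and ALAAT2 at day without bou-2 day replicates 1 or 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.109).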

Gene expression of the other two pathways of Ser biosynthesis in the leaves were not as strongly altered in the *bou-2* mutant as gene expression of the photorespiratory pathway, with the glycerate pathway being the least affected. In the phosphorylated pathway of Ser synthesis, 3-phosphoglycerate (3-PGA) is converted to 3-phosphohydroxypyruvate (3-PHP) by 3-PGA dehydrogenase (PGDH) and further to phosphoserine by 3-PS aminotransferase (PSAT). While transcript abundances of *PGDH1*, *PGDH2*, and *PSAT1* encoding these enzymes were higher in the *bou-2* mutant at night, abundance of 3-phosphoserine phosphatase (*PSP1*), encoding the protein catalyzing the final step of Ser synthesis, was depleted in the *bou-2* mutant compared to the WT (Figure 2). This plastidial pathway is dependent on the precursor molecule 3-PGA sourcing from the Calvin–Benson–Bassham Cycle (CBBC) or plastidal glycolysis. 

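3-PGA dehydrogenase commits 3-PGA to the phosphorylated pathway. At night PGDH1 (AT4G34200, chromosome 4, 16373731 to 16376666) was at 103 ± 15.8 TPM (SD, n = 3) in WT and 160.4 ± 18.5 TPM in bou-2, a log2 fold change of 0.54 (standard error 0.29, adjusted p = 0.227) from edgeR's quasi-likelihood test. PGDH2 (AT1G17745) was at 92.6 ± 43.5 TPM in WT and gave a log2 fold change of 0.98 (standard error 0.45, adjusted p = 0.149). PSAT1 (AT4G35630), encoding the aminotransferase, gave 0.66 (standard error 0.37, adjusted p = 0.23), so that none of these 3 passed the test at night. PSP1 (AT1G18640, chromosome 1, 6416169 to 6418693), encoding the phosphatase of the last step, fell slightly, from 29.4 ± 1.03 TPM (SD, n = 3) to 25.0 ± 0.277 TPM at night (-0.34, standard error 0.08, adjusted p = 0.00853) and at day (-0.26, adjusted p = 0.0284). PSP1 at night lost its call with limma on log2(TPM + 1) (adjusted p = 0.0604), and PSP1 at day without WT day replicate 3, bou-2 day replicates 1, 2 or 3 or WT night replicate 2, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.202). PGDH1 at night passed the threshold without WT day replicate 2 or in a fit of only the 6 libraries compared (adjusted p down to 0.0229), and PGDH2 at night without WT day replicate 2 (adjusted p = 0.0249), and PSAT1 at night without WT day replicate 2 or in a fit of only the 6 libraries compared (adjusted p down to 0.0305).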

Out of 33 genes encoding for enzymes of these pathways 22 were downregulated at one or both time points in *bou-2*, including most subunits of rubisco (Figure 4).

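The Calvin–Benson–Bassham cycle fixes CO2 in the chloroplast. Of the 37 tested genes of the authors' CBBC category, 9 were lower in bou-2 at day and 16 at night by edgeR's quasi-likelihood test, which makes 17 lower at one or both times, while 1 was higher at day and 1 at night (1 and 1 adjusted over the list alone). Adjusted over the list alone, 10 were lower at day and 19 at night, which is not independent evidence, since the category comes from the same table. The median log2 fold change was -0.18 at day (adjusted p = 0.0479 by camera, and adjusted p = 0.962 with an estimated correlation, and 0.0557 by camera with the replicate number as a block) and -0.48 at night (adjusted p = 2.58e-05 by camera, and adjusted p = 0.609 with an estimated correlation). The most abundant rubisco small subunit gene, RBCS1A (AT1G67090, chromosome 1, 25048158 to 25049667), fell from 23369 ± 3319 TPM (SD, n = 3) to 14475 ± 1046 TPM at day, a log2 fold change of -0.80 (standard error 0.14, adjusted p = 0.00295), and fell at night with a log2 fold change of -0.74 (standard error 0.14, adjusted p = 0.00435). The other small subunit genes RBCS1B (-0.57, adjusted p = 0.0249), RBCS2B (-0.68, adjusted p = 0.0342) and RBCS3B (-0.87, adjusted p = 0.0139) were lower at day, but reads can be shared between these near-identical copies. The large subunit gene RBCL (ATCG00490), of the chloroplast genome, gave 0.57 (standard error 0.57, adjusted p = 0.522) at day and -0.97 (standard error 0.58, adjusted p = 0.269) at night in these libraries. Chloroplast transcripts took only 0.0172% (bou-2 night replicate 2) to 0.102% (bou-2 day replicate 2) of a library's counts. The RBCL values rest on that small and uneven share and are a weak measure of its expression. CBBC genes lower at day numbered 3 without bou-2 day replicate 3 or in a fit of only the 6 libraries compared and 5 without WT day replicate 3, lower at night numbered 10 without WT night replicate 2 or bou-2 night replicate 3 and higher at day numbered 3 with limma on log2(TPM + 1), none without bou-2 day replicates 1, 2 or 3, WT night replicate 3 or bou-2 night replicate 2, with no filter on low counts or in a fit of only the 6 libraries compared and 4 without WT day replicate 3. RBCS1A at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0527), and RBCS1B at day without WT day replicates 1 or 3 or bou-2 day replicates 1 or 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p up to 0.112), and RBCS2B at day without WT day replicates 1 or 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.146), and RBCS3B at day without bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.0885). RBCL at night gave -0.33 without WT night replicate 2.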

**FIGURE 4:**
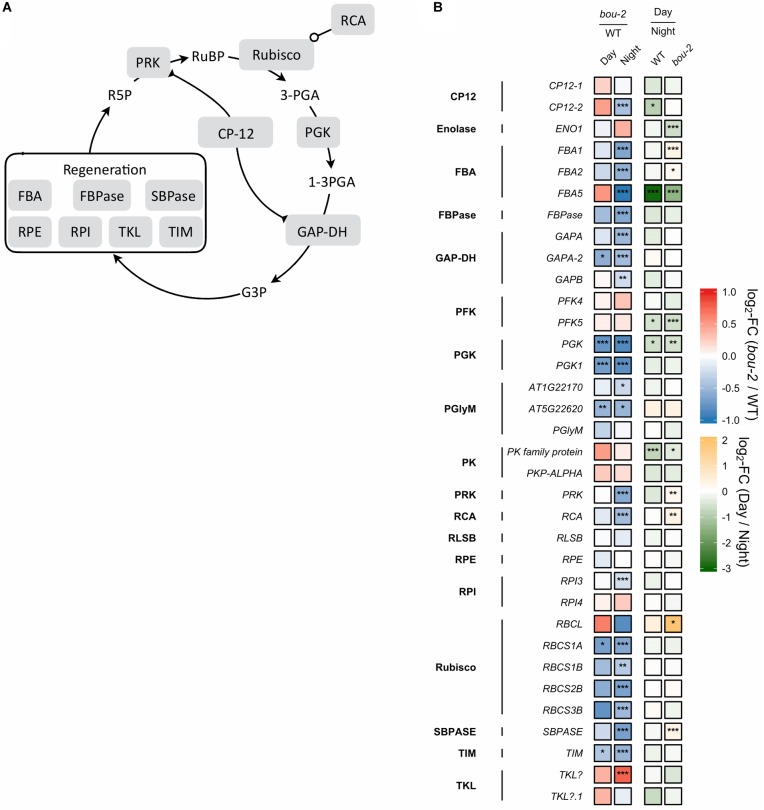
**(A)** Schematic presentation of the Calvin–Benson–Bassham cycle (CBBC). **(B)** Transcript levels (*n* = 3) of genes involved in CBBC. Left two tiles of each gene represent the log2-fold change (FC) between the *bou-2* mutant and WT plants under both day (D) and night (N) with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night within WT plants and *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate differential gene expression as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). CP12, CP12 domain-containing protein; FBPase, fructose bisphosphatase; GAP-DH, glyceraldehyde 3-phosphate dehydrogenase; PGK, phosphoglycerate kinase; PRK, phosphoribulokinase; RCA, rubisco activase; RPE, ribulose-phosphate 3-epimerase; RPI, ribose-5-phosphate isomerase; Rubisco, ribulose-bisphosphate carboxylase; SBPASE, sedoheptulose-1,7-bisphosphatase; TKL, transketolase.

The glycerate route of Ser synthesis is fed by 3-PGA produced by cytosolic glycolysis. 

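In the cytosol, glycolysis turns hexoses into pyruvate. Of the 27 tested genes that the authors assigned to it, 6 were higher in bou-2 at day and 9 at night by edgeR's quasi-likelihood test (7 and 9 adjusted over the list alone, no independent evidence as the category comes from the same table), while 1 was lower at night (2). The enolase gene LOS2 (AT2G36530, chromosome 2, 15320756 to 15324129) rose from 559.7 ± 53.2 TPM (SD, n = 3) to 1038 ± 111 TPM at day, a log2 fold change of 0.79 (standard error 0.12, adjusted p = 0.00123), and at night with a log2 fold change of 0.83 (standard error 0.12, adjusted p = 0.00105). The phosphoglycerate mutase gene iPGAM2 (AT3G08590, chromosome 3, 2608308 to 2611555) was higher at day (0.82, standard error 0.09, adjusted p = 0.000183) and at night (0.85, standard error 0.09, adjusted p = 0.000181). The median of the list was 0.13 at day (adjusted p = 0.0177 by camera, and adjusted p = 0.549 with an estimated correlation) and 0.11 at night (adjusted p = 0.141 by camera, and adjusted p = 0.609 with an estimated correlation). Glycolytic genes higher at night numbered 5 without bou-2 night replicate 3 and lower at night numbered 2 without WT day replicate 3, with DESeq2's size factors, with counts summed per gene, with organelle transcripts left out, with counts thinned to the lowest library total or with the 10 most abundant transcripts left out, 3 without WT day replicate 1, with DESeq2's Wald test or in a fit of only the 6 libraries compared and none without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block.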

Ten genes encoding for enzymes of cytosolic glycolysis, including enolase, FBA, GAP-DH, PFK, phosphoglycerate mutase and pyruvate kinase were more abundant in leaves of the *bou-2* mutant (Figure 5). Apparently, also transcript abundances of the two alternative pathways of Ser synthesis cannot explain Ser accumulation in the *bou-2* mutant. Since metabolite accumulation can not only be a consequence of enhanced production, but also of reduced consumption, we assessed the use of Gly and Ser in sulfur assimilation and the flux of S into major sulfur pools, namely GSH, GLS and protein.

**FIGURE 5:**
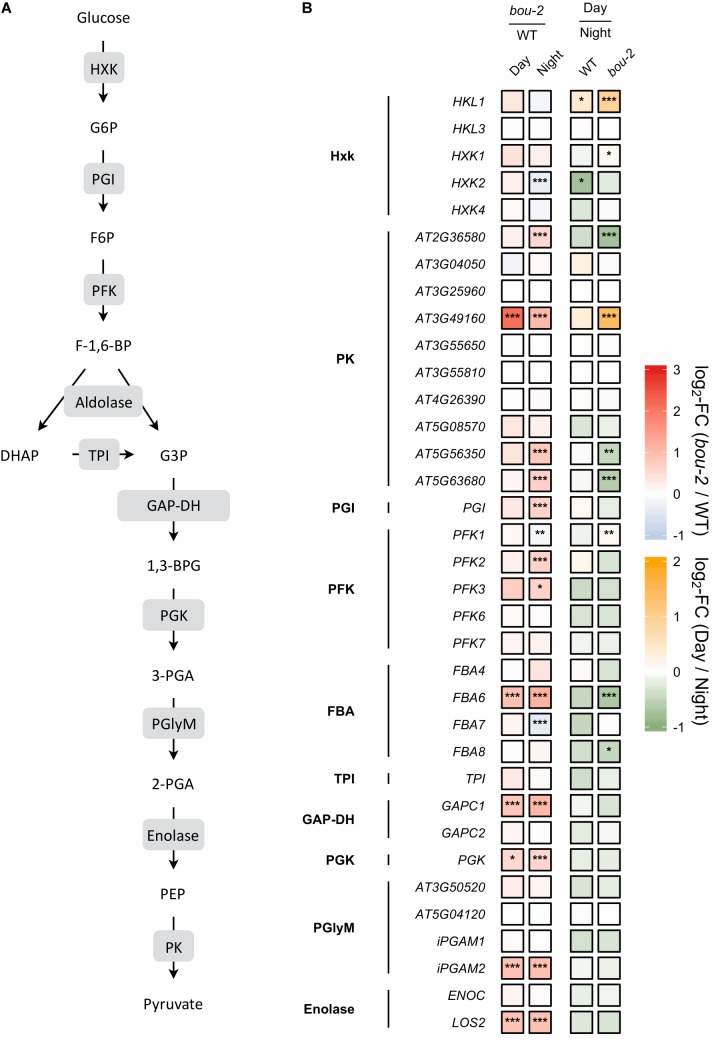
**(A)** Schematic presentation of glycolysis. **(B)** Transcript levels of genes encoding for enzymes highlighted in gray boxes in panel **A**. Left two tiles of each gene represent the log2-fold change (FC) between the *bou-2* mutant and WT plants under both day (D) and night (N) with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night within WT plants and the *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate differential gene expression as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). HXK, hexokinase; PGI, phosphoglucose isomerase; PFK, phosphofructokinase; FBA, fructose-bisphosphate aldolase; TPI, triosephosphate isomerase; GAP-DH, glyceraldehyde-3-phosphate dehydrogenase; PGK, phosphoglycerate kinase; PGlyM, phosphoglycerate/bisphosphoglycerate mutase; PK, Pyruvate kinase.

### Consequences of Reduced GDC Activity and Day/Night on Sulfur Metabolism

#### Reduced GDC Activity Mediated a Decline in Sulfur Flux Into Major Sulfur Pools in the *bou-2* Mutant

Sulfate uptake into the leaves was reduced during night compared to day and was lower in *bou-2* than in WT leaves at both, day and night (Figure 6). These significant differences were observed despite similar or even enhanced (WT, night) pool sizes of sulfate (Figure 6). In WT leaves, reduced sulfate uptake in the night also reduced the flux of sulfate into GSH, protein, and GLS. Again, this was observed at similar pool sizes of Cys, GSH, protein and GLS. During day, the flux of sulfate into the GSH, protein, and GLS pools was strongly reduced in *bou-2* compared to WT leaves. However, this was accompanied by a strongly enhanced Cys and GSH pool in *bou-2*, whereas the protein and GLS pools were only slightly affected. During the night the flux of sulfate into GLS, but not into GSH or protein was reduced in *bou-2* mutant (Figure 6). Pool sizes of Cys and GSH in *bou-2* leaves were slightly reduced in the night compared to the day but still remained significantly higher than in WT controls (Figure 6). These results suggest that a reduced flux of sulfur into GSH and protein may have contributed to the observed accumulation of Ser and Gly in *bou-2* leaves. The high pool sizes of Cys and GSH in *bou-2* at both day and night cannot be attributed to the shift from elevated to ambient CO_2_, because thiol levels were also enhanced in leaves of *bou-2* compared to the WT at similar protein content, when plants were harvested before this shift (Supplementary Figure S3). Although the sulfur flux in the *bou-2* mutant is reduced, the high pool size of GSH and Cys is presumably due to their lower consumption in anabolic and/or catabolic processes.

**FIGURE 6:**
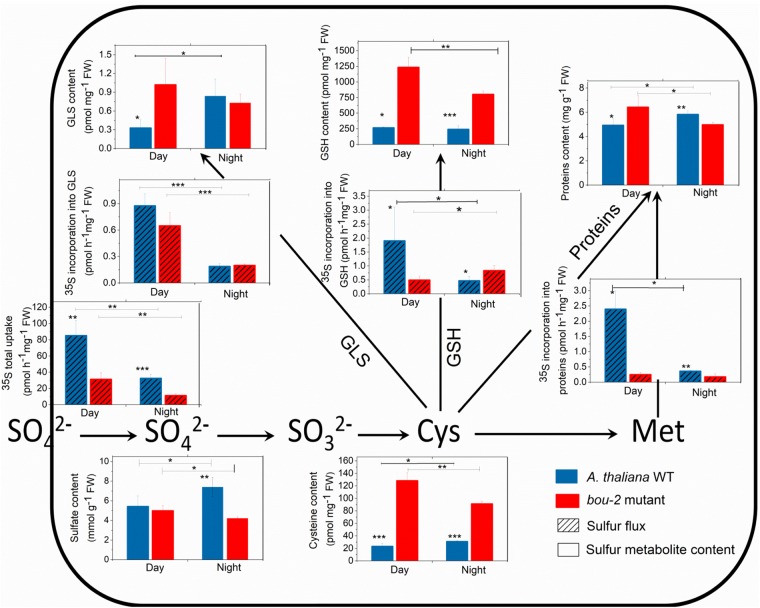
Foliar sulfur metabolite content and sulfur fluxes in the *A. thaliana* WT and the *bou-2* mutant during day and night. Asterisks indicate significant differences as determined by Student’s *t*-test (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001). All values are means ± standard deviation of 4 replicates.

#### Reduced GDC Activity in the *bou-2* Mutant Mediated Deregulation of Genes of Sulfur Reduction and Assimilation

In sulfur metabolism depicted in Figure 7, more genes were significantly changed during the night than during the day in *bou-2* compared to WT leaves. 

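The authors' sulfur category holds sulfate transporters, the enzymes of sulfate reduction and of cysteine, glutathione and methionine synthesis, glutathione S-transferases and sulfotransferases. Of its 100 tested genes, 15 were higher and 14 lower in bou-2 at day, and 19 were higher and 25 lower at night by edgeR's quasi-likelihood test. Adjusted over the list alone the counts were 16 higher and 22 lower at day and 24 higher and 26 lower at night, which is not independent evidence since the category comes from the same table. Among the glutathione S-transferases, GSTU1 (AT2G29490, chromosome 2, 12631341 to 12632538) rose from 1.41 ± 0.808 TPM (SD, n = 3) to 58.0 ± 10.6 TPM at day (5.24, standard error 0.34, adjusted p = 1.63e-05) and also at night (3.85, adjusted p = 0.000115), and GSTU24 (AT1G17170) was higher at day (3.46, adjusted p = 0.000124) and at night (3.38, adjusted p = 0.000175). GSTU20 (AT1G78370), which acts in glucosinolate synthesis, was lower at night (-2.31, adjusted p = 0.00197). Reads can be shared between GSTU copies. List genes higher at day numbered 23 without WT day replicate 2 and lower at day numbered 3 in a fit of only the 6 libraries compared, 9 without WT day replicate 3, 7 without bou-2 day replicate 2 and 5 without bou-2 day replicate 3.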

The expression of ATP sulfurylase that catalyses the activation of sulfate at the very first step of assimilatory sulfate reduction was significantly lower in the mutant at night compared to the WT (Figure 7). 

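ATP sulfurylase joins sulfate to ATP. Of its isoforms, ATPS3 (AT4G14680, chromosome 4, 8413263 to 8415650) fell at night from 40.3 ± 14.1 TPM (SD, n = 3) in WT to 17.7 ± 2.80 TPM in bou-2, a log2 fold change of -1.29 (standard error 0.29, adjusted p = 0.00969) by edgeR's quasi-likelihood test. ATPS2 (AT1G19920) was also lower at night, at -0.33 (standard error 0.09, adjusted p = 0.0201). ATPS1 (AT3G22890), the most abundant at 500.0 ± 115 TPM in WT at night, gave -0.15 (standard error 0.15, adjusted p = 0.541), and ATPS4 (AT5G43780) gave -0.11 (adjusted p = 0.796). ATPS2 at night lost its call without WT night replicates 1 or 2 or bou-2 night replicates 1 or 3 or with limma on log2(TPM + 1) (adjusted p up to 0.0709).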

The cytosolic *ATPS* gene (*ATPS2*) showed a significant increase in the transcript level in *bou-2* at day compared to night. This is in agreement with strongly reduced ^35^S uptake by the mutant compared to the WT and by both the WT and the mutant at night compared to day (Figure 7). 

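In bou-2, ATPS2 (AT1G19920, chromosome 1, 6914518 to 6916823) had 136 ± 12.6 TPM (SD, n = 3) at day and 113 ± 4.96 TPM at night, a log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.0131) for day against night by edgeR's quasi-likelihood test. In WT it gave -0.04 (adjusted p = 0.846), and the bou-2 effect differed between the times by 0.44 (adjusted p = 0.133). ATPS2 between day and night in bou-2 lost its call without bou-2 day replicate 3 (adjusted p = 0.054). ATPS2 in the difference between the times passed the threshold without WT day replicate 3 or with DESeq2's Wald test (adjusted p down to 0.00235).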

The *APR1* and *APR3* genes, which are considered the key regulatory enzyme of sulfate assimilation (Koprivova et al., 2000), did not show any significant change, neither between WT and *bou-2*, nor between day and night (Figure 7). However, transcript abundance of sulfite reductase (SiR) that converts sulfite into sulfide was significantly higher in leaves of the mutant at night compared to the WT (Figure 7). 

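APS reductase carries out the first reduction of activated sulfate. APR1 (AT4G04610, chromosome 4, 2324878 to 2327064) was lower in bou-2 at day than its 115 ± 29.8 TPM (SD, n = 3) in WT, a log2 fold change of -0.81 (standard error 0.26, adjusted p = 0.0439) by edgeR's quasi-likelihood test, and gave -0.47 (adjusted p = 0.225) at night. Between day and night it gave -0.22 (adjusted p = 0.693) in WT and -0.56 (adjusted p = 0.184) in bou-2. APR2 in the authors' table is the label of AT4G21990, the locus of APR3, and gave 0.19 (standard error 0.39, adjusted p = 0.781) at day and 0.09 (adjusted p = 0.905) at night. APR1 at day lost its call without WT day replicates 2 or 3, bou-2 day replicates 2 or 3, WT night replicate 1 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.15).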

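Sulfite reductase is encoded by 1 gene in the authors' category, SIR (AT5G04590, chromosome 5, 1319074 to 1323364). Its transcript level at night was 288 ± 51.1 TPM (SD, n = 3) in WT and 448 ± 11.8 TPM in bou-2, a log2 fold change of 0.54 (standard error 0.13, adjusted p = 0.0146) by edgeR's quasi-likelihood test. At day it gave 0.15 (standard error 0.13, adjusted p = 0.449), and the effects at the 2 times differed by -0.38 (adjusted p = 0.372). SIR at night lost its call without WT night replicate 2 or bou-2 night replicate 3 (adjusted p up to 0.0581).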

Chloroplastic *SAT* (*SAT1*) was the only isoform of SAT that showed significant upregulation in the mutant during day compared to the WT (Figure 7). 

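Serine acetyltransferase (SAT) makes O-acetylserine for cysteine synthesis. SAT1 (AT1G55920, chromosome 1, 20912116 to 20913565) rose from 52.0 ± 7.73 TPM (SD, n = 3) in WT to 152 ± 18.7 TPM in bou-2 at day, a log2 fold change of 1.45 (standard error 0.15, adjusted p = 0.000176) by edgeR's quasi-likelihood test. SAT5 (AT5G56760) was lower at day, at -0.62 (standard error 0.17, adjusted p = 0.0235), and SAT3 (AT3G13110) did not pass the test (adjusted p = 0.989). SAT5 at day lost its call without WT day replicates 1 or 2 or bou-2 day replicates 2 or 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p up to 0.0969).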

The transcript level of *SAT1* together with mitochondrial *SAT3* significantly decreased at night in the mutant compared to the WT. Nevertheless, both genes were significantly upregulated in the mutant at the day compared to the night, while cytosolic *SAT5* was slightly but significantly downregulated (Figure 7). 

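At night, SAT1 (AT1G55920) fell from 38.1 ± 1.73 TPM (SD, n = 3) in WT to 25.7 ± 2.13 TPM in bou-2, a log2 fold change of -0.67 (standard error 0.15, adjusted p = 0.00969) by edgeR's quasi-likelihood test. SAT3 (AT3G13110, chromosome 3, 4214399 to 4216302) fell from 186 ± 40.7 TPM to 94.5 ± 10.1 TPM, a log2 fold change of -1.08 (standard error 0.17, adjusted p = 0.00166). The bou-2 effect on SAT1 differed between day and night by 2.12 (standard error 0.22, adjusted p = 0.00281), and that on SAT3 by 1.07 (standard error 0.24, adjusted p = 0.0739). SAT3 in the difference between the times passed the threshold without WT day replicate 3, with DESeq2's Wald test or with counts summed per gene (adjusted p down to 0.000653).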

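In bou-2, SAT1 was higher at day than at night (2.71, standard error 0.16, adjusted p = 3.45e-06 by edgeR's quasi-likelihood test), as was SAT3 (0.85, standard error 0.17, adjusted p = 0.00864). In WT, SAT1 was also higher at day (0.58, adjusted p = 0.0389), and SAT3 gave -0.22 (adjusted p = 0.523). SAT5 (AT5G56760, chromosome 5, 22961229 to 22962713) had 43.1 ± 5.36 TPM (SD, n = 3) at day and 66.1 ± 2.90 TPM at night in bou-2, a log2 fold change of -0.48 (standard error 0.17, adjusted p = 0.0881). SAT1 between day and night in WT lost its call without WT day replicates 2 or 3, bou-2 day replicate 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.121). SAT5 between day and night in bou-2 passed the threshold without WT day replicate 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p down to 0.0301).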

In the mutant, the cytosolic *OAS-TL* gene (*OASA*) showed a significantly higher transcript level in the mutant at night compared to the day. Thus, higher Cys contents in the mutant at night and day compared to the WT cannot be explained by a change in enzyme abundances based on transcriptional changes of *SAT* and *OAS-TL* genes in the mutant. 

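OASA1 (AT4G14880, chromosome 4, 8517960 to 8520596), the cytosolic O-acetylserine (thiol)lyase, had 168 ± 12.3 TPM (SD, n = 3) at day and 174 ± 9.74 TPM at night in bou-2, a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.704) for day against night by edgeR's quasi-likelihood test. The TPM levels point the other way, since TPM and the TMM-scaled fit are offset for this contrast. The median over all genes was -0.128 by limma on log2(TPM + 1) and -0.008 by the edgeR fit. In WT, OASA1 had 136 ± 12.5 TPM at day and 171 ± 10.2 TPM at night (-0.21, adjusted p = 0.324). OASA1 between day and night in WT passed the threshold with limma on log2(TPM + 1) (adjusted p = 0.0389).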

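OASA1, which joins sulfide to O-acetylserine in the cytosol, gave 0.21 (adjusted p = 0.216) at day and -0.08 (adjusted p = 0.658) at night in bou-2 compared to WT by edgeR's quasi-likelihood test. OASA1 at day passed the threshold with limma on log2(TPM + 1) (adjusted p = 0.033). From the SAT and OAS-TL transcript levels, the paper concludes that the higher cysteine contents of the mutant are not explained by transcriptional changes of these genes.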

Apparently, the enhanced Cys content in the *bou-2* mutant is not due to transcriptional changes of genes of sulfate reduction and assimilation and presumably a result of post-transcriptional and/or post-translational regulation.

**FIGURE 7:**
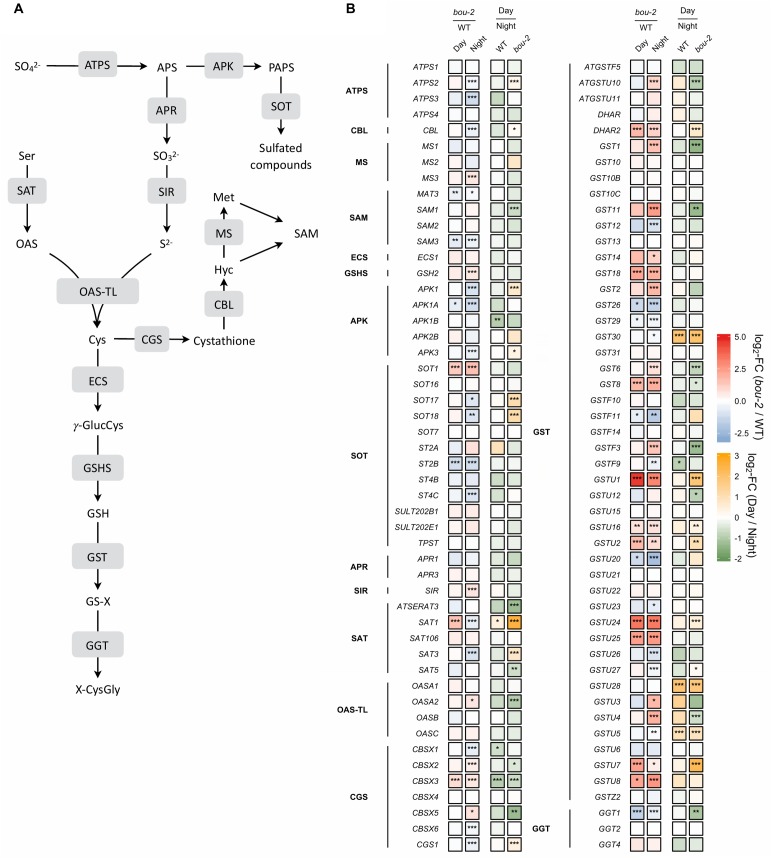
Schematic presentation **(A)** and transcript levels (**B**, *n* = 3) of genes involved in leaf sulfur metabolism. Left two tiles of each gene represent the log2- fold change (FC) between the *bou-2* mutant and the WT plants at both day (D) and night (N) with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night within the WT plants and the *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate differential gene expression as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). APS, adenosine 5′- phosphosulfate; Cys, cysteine; Cyst, cystathionine; Glu, glutamate; γ-GluCys, γ-glutamylcysteine; GSH, glutathione; GS-X, glutathione conjugate; Hcy, homocysteine; Met, methionine; OAS, O-acetylserine; OPH, O-phosphohomoserine; PAPS, 3′-phosphoadenosine 5′- phosphosulfate; ROH, hydroxylated precursor; SAH, S-adenosylhomocysteine; SAM, S-adenosylmethionine; Ser, serine; Thr, threonine; X-CysGly, cysteinylglycine conjugate. Enzymes: ATPS, ATP sulfurylase; APK, APS kinase; SOT, sulfotransferase; APR, APS reductase; SIR, sulfite reductase; SAT, serine acetyltransferase; OAS-TL, OAS(thiol)lyase; CGS, cystathionine gamma-synthase; TS, threonine synthase; CBL, cystathionine beta-lyase; MS, methionine synthase; SAM, S-adenosylmethionine synthetase; ECS, gamma -glutamylcysteine synthetase; GSHS, glutathione synthetase; GST, glutathione-S-transferase; GGT, gamma-glutamyltransferase.

#### In the *bou-2* Mutant, Cys Is Largely Used for GSH While Its Use for Met and GLS Synthesis Is Reduced

In plants, Cys is used for protein synthesis either directly or after its metabolic conversion to methionine *via* cystathionine. In addition, Cys is used for GSH and GLS synthesis. In the present study, expression of the gene encoding γ-glutamylcysteine synthetase (γ–ECS), the first step of GSH synthesis, was not significantly different between day and night for either WT or *bou-2* leaves (Figure 7). 

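γ-Glutamylcysteine synthetase is encoded by ECS1 (AT4G23100, chromosome 4, 12102135 to 12107695). It had 169 ± 27.6 TPM (SD, n = 3) at day and 206 ± 16.7 TPM at night in WT, a log2 fold change of -0.17 (standard error 0.12, adjusted p = 0.472) by edgeR's quasi-likelihood test, and 232 ± 8.52 TPM at day and 252 ± 9.21 TPM at night in bou-2, a log2 fold change of 0.02 (standard error 0.12, adjusted p = 0.925). The bou-2 TPM levels point the other way from that fit, which is scaled by TMM and is offset from TPM for this contrast. In bou-2 compared to WT, ECS1 was higher at day (0.37, adjusted p = 0.0419). ECS1 at day lost its call without WT day replicates 1 or 3, bou-2 day replicates 1, 2 or 3, WT night replicate 3 or bou-2 night replicates 1, 2 or 3, with no filter on low counts, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.156).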

In the WT, significant differences between day and night were not observed also in the transcript abundance of the gene encoding glutathione synthetase (*GSH2*) that produces GSH from γ-glutamylcysteine and glycine. However, at night the *GSH2* transcript level was significantly higher in the mutant compared to the WT. 

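GSH2 (AT5G27380, chromosome 5, 9667912 to 9671015) had 64.1 ± 19.8 TPM (SD, n = 3) at day and 72.0 ± 6.43 TPM at night in WT, a log2 fold change of -0.05 (standard error 0.17, adjusted p = 0.908) by edgeR's quasi-likelihood test.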

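At night, GSH2 had 107 ± 6.75 TPM (SD, n = 3) in bou-2, a log2 fold change of 0.47 (standard error 0.17, adjusted p = 0.0707) against WT by edgeR's quasi-likelihood test. At day it gave 0.39 (standard error 0.17, adjusted p = 0.125) with 88.7 ± 8.20 TPM. GSH2 at night passed the threshold without WT day replicates 2 or 3, with DESeq2's Wald test, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p down to 0.00525), and GSH2 at day without WT day replicate 2 (adjusted p = 0.00207).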

Upregulation of *GSH2* together with the significantly higher transcript level of *SiR* and *OASA* genes could explain the higher flux into GSH in the mutant at night (Figure 6). However, the almost five-fold higher content of GSH at day and the three-fold higher level at night in mutant compared to WT leaves as well as differences in the GSH pool of the mutant between night and day (Figure 6), could not completely be explained by changes in the transcript abundance of *GSH2*.

In the present study, it seems that Cys consumption for Met synthesis was reduced (Figures 7, 8A). Two first enzymes of Met biosynthesis, cystathionine γ-synthase (*CGS1*) and cystathionine β-lyase (*CBL*) did not show considerable differences in the transcript level between WT and *bou-2* at day, but exhibited a significant decrease in the mutant at night compared to the WT (Figure 7). 

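CGS1 commits O-phosphohomoserine to methionine and CBL forms homocysteine. CGS1 (AT3G01120, chromosome 3, 38759 to 42159) fell at night from 218 ± 10.6 TPM (SD, n = 3) in WT to 164 ± 5.33 TPM in bou-2, a log2 fold change of -0.51 (standard error 0.08, adjusted p = 0.00172) by edgeR's quasi-likelihood test, and CBL (AT3G57050, chromosome 3, 21111700 to 21114737) fell from 65.1 ± 10.8 TPM to 47.1 ± 3.19 TPM, a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.0101). At day they gave -0.16 (adjusted p = 0.19) and -0.02 (adjusted p = 0.946). The effects differed between the times by 0.35 (adjusted p = 0.194) for CGS1 and by 0.55 (adjusted p = 0.194) for CBL, and in bou-2 CGS1 was higher at day than at night (0.55, adjusted p = 0.00155). CGS1 in the difference between the times passed the threshold with DESeq2's Wald test (adjusted p = 0.00911).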

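Methionine synthase methylates homocysteine. MS3 (AT5G20980, chromosome 5, 7122800 to 7128412), the chloroplastic isoform, rose at night from 5.01 ± 0.469 TPM (SD, n = 3) in WT to 8.06 ± 0.151 TPM in bou-2, a log2 fold change of 0.58 (standard error 0.13, adjusted p = 0.00952) by edgeR's quasi-likelihood test. The cytosolic isoforms, MS1 (AT5G17920) and MS2 (AT3G03780), were far more abundant, at 713 ± 39.6 TPM and 109 ± 27.2 TPM in WT at night, and gave -0.32 (adjusted p = 0.462) and -0.61 (adjusted p = 0.164).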

Still the chloroplastic methionine synthase (*MS3*) transcript level was significantly higher in the mutant at night (Figure 7). However, it seems that *MS3* is not responsible for a major part of Met synthesis, as the Met content was significantly lower in the mutant at day and night compared to the WT. These differences in Met contents are consistent with significantly lower transcript levels of *CGS* and *CBL* genes in the mutant (Figure 7 and Table 1).

**FIGURE 8:**
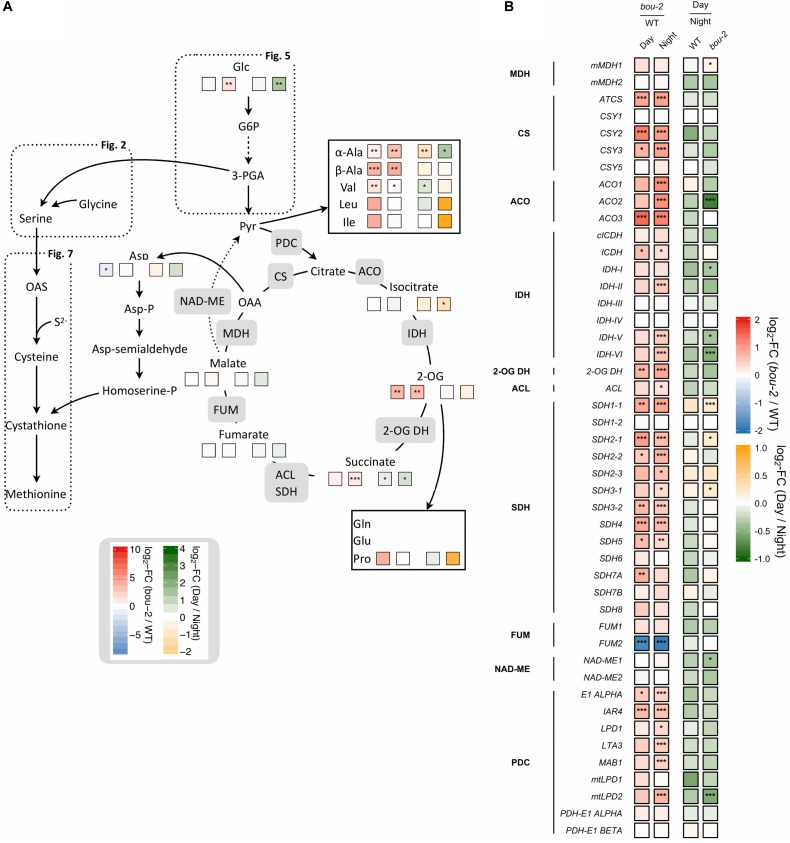
Cross-talk of sulfur with nitrogen assimilation and catabolic carbon metabolism. **(A)** Schematic presentation of amino acids and other metabolites which closely interact with sulfur metabolism in serine and cysteine biosynthesis analyzed in leaves of the *A. thaliana* WT and the *bou-2* mutant at day and night exposure (*n* = 4). **(B)** Transcript levels (*n* = 3) of genes encoding for enzymes of the tricarboxylic acid (TCA) cycle. Left two tiles represent the log2-fold change (FC) between the *bou-2* mutant and the WT plants at both day (D) and night (N) exposure with false color code ranging from red (higher in *bou-2*) to blue (higher in WT). Right two tiles represent the log2-fold change (FC) between day and night exposure within the WT plants and *bou-2* mutant with false color code ranging from green (higher at night) to yellow (higher at day). Asterisks indicate significantly different metabolite levels **(A)** as determined by Student’s *t*-test (^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.00) or differential gene expression **(B)** as determined by Sleuth (^∗^FDR < 0.05, ^∗∗^FDR < 0.01, and ^∗∗∗^FDR < 0.001). 1, malate dehydrogenase (MDH); 2, citrate synthase (CSY); 3, aconitase (ACO); 4, isocitrate dehydrogenase (IDH); 5, 2-OG dehydrogenase (2OG DH); 6, Succinate-CoA ligase (ACL); 7, succinate dehydrogenase (SDH); 8, fumarase (FUM); 9, NAD-malic enzyme (NAD-ME); 10, pyruvate dehydrogenase.

**Table 1:** Metabolite contents present in arbitrary units (arb.u. mg^-1^ FW) in leaves of *Arabidopsis thaliana* WT and the *bou-2* mutant at day and night.

	Metabolites	Day		Night	
			
		Col-0	BOU	Col-0	BOU
		Mean *SD*	Mean *SD*	Mean *SD*	Mean *SD*
Sugars	Fructose	2099.02 ± 251.05a*	3128.45 ± 830.72*	1301.38 ± 229.22^a^	7401.39 ± 1774.24^b^
	Glucose	3587.00 ± 1178.37	2804.70 ± 428.45**	2879.78 ± 400.50^a^	8374.86 ± 1683.53^b^
	Maltose	189.11 ± 67.26***	108.42 ± 10.53 ***	648.76 ± 13.94^a^	267.89 ± 11.22^b^
	Manose	45.86 ± 11.28	34.38 ± 2.27*	61.51 ± 4.59^a^	46.14 ± 5.28^b^
	Raffinose	152.52 ± 19.61^a^	0.37 ± 0.30^b^	237.985 ± 86.18^a^	0.78 ± 0.74^b^
	Sorbitol	43.79 ± 9.81^a^**	29.55 ± 3.92^b^***	17.95 ± 2.31^a^	11.59 ± 0.48^b^
	Sucrose	27661.97 ± 3859.03	25636.56 ± 1699.43*	28159.45 ± 1150.18^a^	19927.22 ± 2573.64^b^
	Xylose	88.33 ± 9.402	94.13 ± 10.99	92.26 ± 1.66	99.25 ± 7.33
Acids involved in TCA	Alpha-ketoglutarate	24.95 ± 9.46^a^	304.22 ± 56.91^b*^	19.49 ± 0.90^a^	200.92 ± 21.30^b^
	Fumaric acid	56114.14 ± 3677.00	40858.41 ± 9527.63	54647.13 ± 5059.05	51553.88 ± 2507.11
	(Iso)citric acid	1596.74 ± 664.04	1429.45 ± 387.71*	949.93 ± 272.408	580.83 ± 357.611
	Malic acid	4412.55 ± 651.93	4701.32 ± 546.39*	4509.1 ± 451.8^a^	6160.18 ± 297.17^b^
	Proline	104.85 ± 20.13*	212.29 ± 64.24	57.74 ± 2.38	111.34 ± 36.35
	Succinic acid	349.30 ± 55.03^a^	625.65 ± 148.07^b*^	436.55 ± 20.61^a^	901.08 ± 24.12^b^
Secondary metabolites	Glycolic acid	31.38 ± 2.88^a^**	40.04 ± 2.23^b^***	19.96 ± 0.62^a^	22.88 ± 0.28^b^
	Shikimate	340.53 ± 6.73^a*^	192.09 ± 22.094^b*^	411.33 ± 26.960^a^	267.06 ± 37.963^b^
	Quinic acid	1.75 ± 0.17**	1.51 ± 0.072***	2.54 ± 0.09^a^	2.86 ± 0.03^b^
Amino acids	Alfa alanine	1212.82 ± 203.49^a^**	1910.62 ± 36.03^b**^	564.43 ± 30.08^a^	5831.68 ± 1123.55^b^
	Aspartic acid	20.54 ± 3.24^a*^	8.31 ± 0.39^b^***	12.22 ± 2.33^a^	19.57 ± 2.26^b^
	Beta-alanine	34.30 ± 0.68^a^	673.08 ± 98.08^b^	35.54 ± 2.31^a^	632.54 ± 100.52^b^
	GABA	2774.76 ± 99.02^a*^	4649.08 ± 367.88^b^	2331.90 ± 182.87^a^	4597.98 ± 752.32^b^
	Glyceric acid	153.36 ± 32.22^a*^	310.06 ± 21.39^b^***	90.48 ± 8.24^a^	133.94 ± 5.85^b^
	Glycine	637.59 ± 192.41^a^	338399.99 ± 8441.71^b^	423.50 ± 157.21^a^	325863.04 ± 11640.42^b^
	(Iso)leucine	11.32 ± 0.88^a^	78.62 ± 25.44^b*^	12.00 ± 1.97^a^	16.75 ± 0.53^b^
	Leucine	11.24 ± 0.24^a^	73.48 ± 16.99^b**^	12.97 ± 2.36	15.84 ± 1.61
	Serine	13.01 ± 0.33^a***^	52.78 ± 4.64^b^	6.28 ± 0.76^a^	63.91 ± 7.93^b^
	Threonine	7.52 ± 1.09^a***^	41.38 ± 8.22^b*^	2.01 ± 0.38^a^	16.17 ± 5.34^b^
	Valine	356.05 ± 101.33^a^**	1169.77 ± 19.021^b^***	631.58 ± 8.99^a^	717.51 ± 37.84^b^
Sugar alcohols	Methionine	6.374 ± 0.761^a^	3.055 ± 0.679^b^	4.950 ± 1.162^a^	1.797 ± 0.955^b^
	Glycerol	1728.74 ± 83.86^a^	2065.05 ± 40.31^b*^	1816.16 ± 111.70^a^	3055.49 ± 415.78^b^
Organic acids	Mannitol	98.69 ± 15.51	88.92 ± 5.43***	70.20 ± 17.21	42.33 ± 7.98
	Gluconic acid	5.89 ± 0.34^a*^	9.01 ± 1.77^b^	4.39 ± 0.63	5.84 ± 0.95
	Hydroxyglutarat	28.58 ± 6.03^a^	55.15 ± 1.38^b^***	40.25 ± 7.89	36.88 ± 1.94
	Maleic acid	57.91 ± 11.28	51.36 ± 7.60	54.06 ± 4.93	48.72 ± 7.45
	Malonic acid	0.86 ± 0.17^a***^	3.85 ± 0.88^b^	2.61 ± 0.14	3.88 ± 0.78
	Myoinositol	2633.09 ± 246.98^a^**	1085.52 ± 120.82^b**^	4197.10 ± 364.20^a^	1742.63 ± 211.04^b^

*Plants were grown at elevated (3000 ppm) CO_2_ and harvested after 24 h of ambient CO_2_ level ca. 10 min after light onset and 3 h before light onset. Small letters indicate significant differences between different plant types within same treatment (*P* < 0.05). Asterisks indicate significant differences between day and night within same plant type (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001). All values are means ± standard deviation of 3 replicates.*

Apart from sulfur consumption for GSH and Met, part of the sulfur taken up is used for the synthesis of secondary metabolites such as GLS. Transcript levels of the cytosolic APS kinase isoform *APK1* were significantly downregulated in the *bou-2* mutant at day compared to the WT, and together with *APK3* also at night. Furthermore, both isoforms were significantly upregulated in the *bou-2* mutant at day compared to night (Figure 7). 

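APS kinase phosphorylates APS to PAPS, the sulfate donor of sulfotransferases. APK1 (AT2G14750, chromosome 2, 6313883 to 6316047) fell at night from 111 ± 34.8 TPM (SD, n = 3) in WT to 57.0 ± 6.86 TPM in bou-2, a log2 fold change of -1.06 (standard error 0.20, adjusted p = 0.0041) by edgeR's quasi-likelihood test, and APK3 (AT3G03900, chromosome 3, 1002765 to 1005025) fell from 18.5 ± 2.48 TPM to 13.1 ± 0.433 TPM, a log2 fold change of -0.61 (standard error 0.15, adjusted p = 0.014). At day APK1 gave -0.16 (standard error 0.20, adjusted p = 0.624) and APK3 -0.31 (adjusted p = 0.161). The difference between the times was 0.90 (adjusted p = 0.176) for APK1 and 0.30 (adjusted p = 0.553) for APK3. The authors' category also holds APK1A, APK1B and APK2B, whose symbols belong to protein kinases. APK3 at night lost its call without WT night replicate 3 or bou-2 night replicate 3 (adjusted p up to 0.0576). APK1 in the difference between the times passed the threshold with DESeq2's Wald test (adjusted p = 0.0353).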

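In bou-2, APK1 had 92.0 ± 14.8 TPM (SD, n = 3) at day, a log2 fold change of 0.83 (standard error 0.20, adjusted p = 0.0211) for day against night by edgeR's quasi-likelihood test. APK3 had 16.9 ± 1.39 TPM at day, a log2 fold change of 0.47 (standard error 0.15, adjusted p = 0.0626). In WT the same comparisons gave -0.07 (adjusted p = 0.893) for APK1 and 0.17 (adjusted p = 0.566) for APK3. APK1 between day and night in bou-2 lost its call without bou-2 day replicates 1 or 2 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0792). APK3 between day and night in bou-2 passed the threshold without WT day replicates 2 or 3, with DESeq2's size factors, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.0282).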

The sulfotransferase genes *SOT17* and *SOT18*, responsible for transferring the sulfate moiety from PAPS to the preferentially Met-derived desulfoglucosinolate (dsGS) (Piotrowski et al., 2004), showed a low transcript level in the mutant at night compared to the WT. However, this decrease did not affect the S flux into the GLS pool (Figure 6). 

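SOT17 (AT1G18590, chromosome 1, 6398531 to 6400029) fell at night from 33.1 ± 11.1 TPM (SD, n = 3) in WT to 18.6 ± 2.95 TPM in bou-2, a log2 fold change of -0.94 (standard error 0.27, adjusted p = 0.0275) by edgeR's quasi-likelihood test, and SOT18 (AT1G74090, chromosome 1, 27862814 to 27864193) fell from 70.1 ± 17.7 TPM to 36.8 ± 10.2 TPM, a log2 fold change of -1.03 (standard error 0.24, adjusted p = 0.0109). Of 31 tested genes of glucosinolate synthesis, listed in advance, 22 were lower at night (25 adjusted over the list alone) and 4 at day (3). The median log2 fold change was -1.52 at night (adjusted p = 2.26e-09 by camera, and adjusted p = 0.609 with an estimated correlation). The largest falls at night among the named members were those of GSTU20 (AT1G78370) (-2.31, adjusted p = 0.00197), IPMI-SSU2 (AT2G43100) (-2.27, adjusted p = 0.000835), BCAT4 (AT3G19710) (-2.19, adjusted p = 0.00702) and MYB29 (AT5G07690) (-2.16, adjusted p = 0.000978). On the difference between day and night the list gave adjusted p = 5.41e-07 by camera, and adjusted p = 0.912 with an estimated correlation. None of its genes was called in that difference over all transcripts tested, and 12 were when adjusted over the list alone. List genes lower at day numbered 2 without WT day replicates 1 or 3 or bou-2 day replicates 2 or 3 or in a fit of only the 6 libraries compared. SOT17 at night lost its call without WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.1).

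**Figure D2:**
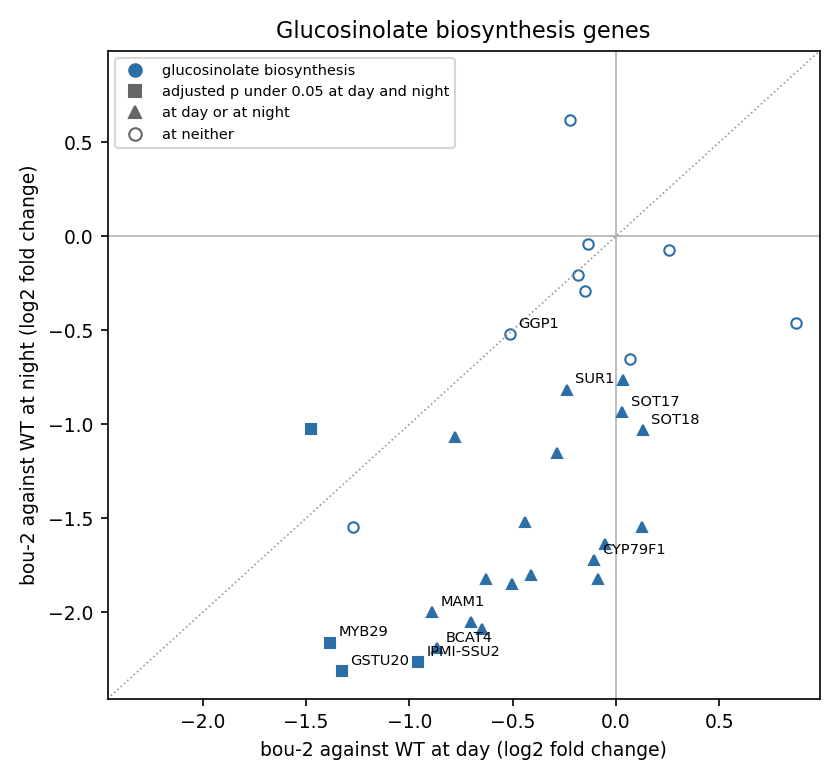
Log2 fold change in bou-2 compared to WT of the 31 tested genes of glucosinolate synthesis at day and at night. The median is -0.29 at day and -1.52 at night.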

Rather, the increased flux of S into GLS in the mutant at day compared to night might be a result of significantly higher transcript abundances of the *APK1*, *APK3*, *SOT17*, and *SOT18* genes (Figures 6, 7).

#### High Cys and GSH Contents Are Not a Result of Reduced GSH and/or Protein Degradation

The transcript level of the *GGT1* gene, encoding γ-glutamyltransferase, which catalyses the first step of GSH degradation, is significantly lower in the mutant at day and night compared to the WT at night (Figure 7). This result suggests that the high amount of Cys in the mutant is not a consequence of GSH degradation. This view is supported by high GSH contents of the mutant at day and night compared to WT leaves (Figure 6). 

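GGT1 (AT4G39640, chromosome 4, 18399923 to 18403067) fell at day from 18.4 ± 1.13 TPM (SD, n = 3) in WT to 5.75 ± 0.270 TPM in bou-2, a log2 fold change of -1.77 (standard error 0.11, adjusted p = 9.25e-06) by edgeR's quasi-likelihood test. At night it fell from 19.8 ± 0.597 TPM to 13.2 ± 1.21 TPM, a log2 fold change of -0.69 (standard error 0.10, adjusted p = 0.00113). The fall was larger at day, the effects differing by -1.08 (standard error 0.15, adjusted p = 0.00947). GGT1 at night lost its call with counts summed per gene (adjusted p = 0.845).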

The high Cys and GSH contents in the mutant also cannot be attributed to protein degradation, because protein contents in WT and mutant leaves are almost same both, at day and night (Figure 6).

### Consequences of Reduced GDC Activity and Day/Night for the Metabolic Crosstalk of Sulfur With Carbon and Nitrogen Metabolism

#### Reduced GDC Activity in the *bou-2* Mutant Mediated Downregulation of Genes of Calvin–Benson–Bassham Cycle (CBBC) and Accumulation of Sugars

Reduced GDC activity in the *bou-2* mutant excessively influenced gene transcript levels of most enzymes of the CBBC. 18 of 33 examined genes were downregulated in the mutant at both day and night compared to the WT (Figure 4). 

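Of the 37 tested genes of the CBBC category, 8 were lower in bou-2 at both day and night by edgeR's quasi-likelihood test. The sedoheptulose bisphosphatase gene SBPASE (AT3G55800, chromosome 3, 20709294 to 20711640) fell at night from 1479 ± 47.3 TPM (SD, n = 3) in WT to 923 ± 40.5 TPM, a log2 fold change of -0.79 (standard error 0.14, adjusted p = 0.00277). The rubisco activase gene RCA (AT2G39730) fell at night (-0.57, standard error 0.12, adjusted p = 0.00525), and FBA5 (AT4G26530), an aldolase, fell at night (-1.08, standard error 0.31, adjusted p = 0.0275). The day values were -0.36 (adjusted p = 0.0871) for SBPASE and -0.24 (adjusted p = 0.153) for RCA, and the effects at the 2 times differed by 0.43 (adjusted p = 0.34) and 0.33 (adjusted p = 0.376). FBA5 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.0828). SBPASE at day passed the threshold without WT day replicate 1 or with DESeq2's Wald test (adjusted p down to 0.0365), and SBPASE in the difference between the times without WT day replicate 3 (adjusted p = 0.0122).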

The *GAPA-2* gene encoding glyceraldehyde-3-phosphate dehydrogenase together with *PGK, PGK1* of phosphoglycerate kinase (PGK) and genes of Rubisco subunits were significantly downregulated at day and night (Figure 4). 

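GAPA-2 (AT1G12900, chromosome 1, 4392438 to 4394454) fell from 2073 ± 437 TPM (SD, n = 3) to 1388 ± 98.7 TPM at day (-0.68, standard error 0.16, adjusted p = 0.0136 by edgeR's quasi-likelihood test) and at night (-0.58, standard error 0.16, adjusted p = 0.027). PGK1 (AT3G12780, chromosome 3, 4060920 to 4063306), a plastidial phosphoglycerate kinase, fell to 802 ± 36.0 TPM at day (-0.80, standard error 0.14, adjusted p = 0.0024) and at night (-0.91, standard error 0.14, adjusted p = 0.00121). The second kinase gene, PGK (AT1G56190), fell at day (-0.88, adjusted p = 0.00159) and at night (-0.96, adjusted p = 0.00105). At night the rubisco genes RBCS1B (-0.48, adjusted p = 0.0497) and RBCS2B (-0.78, adjusted p = 0.0187) were lower, and RBCS3B gave -0.61 (adjusted p = 0.061). GAPA-2 at day lost its call without bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.0972), and GAPA-2 at night without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0948), and RBCS1B at night without WT day replicate 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts or with the replicate number as a block (adjusted p up to 0.168), and RBCS2B at night without WT night replicates 1 or 2 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0747). RBCS3B at night passed the threshold without WT day replicates 1 or 2, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.00511).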

As a consequence, foliar sugar accumulation was affected (Table 1). During day a slight increase in the fructose content at the expense of glucose was observed in leaves of the mutant. However, consequences of the mutation for sugar accumulation were much more pronounced at night. Fru and Glc accumulated 1.5 and 5.7 times more in the *bou-2* mutant compared to the WT at day and night, respectively. In addition, maltose content decreased in the mutant to 57% and 41% of the WT level, while raffinose contents declined to 0.2 and 0.3% of the WT content, both at day and night, respectively. In leaves of the WT and the *bou-2* mutant the contents of these sugars increased from day to night.

#### Reduced GDC Activity Mediated an Upregulation of Key Enzymes of the Glycolysis Pathway in the *bou-2* Mutant

In glycolysis, sugars are oxidized to generate energy, pyruvate and building blocks for anabolic processes (Plaxton, 1996). 

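Cytosolic glycolysis is represented by 33 genes in the authors' category, of which 27 had enough counts to be tested. Of these, 11 changed in bou-2 compared to WT at day or at night by edgeR's quasi-likelihood test, 10 of them upwards. The category comes from the authors' table of these samples, so the direction is not independent evidence.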

Reduced GDC activity affected 20 of 35 presented genes of this pathway in the mutant at day and night compared to the WT (Figure 5). In addition, most genes of this pathway were downregulated in WT and mutant leaves at day compared to night. 

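In WT, day against night called 1 glycolytic gene as higher and 1 as lower of 27 by edgeR's quasi-likelihood test (1 higher and 1 lower adjusted over the list alone), and in bou-2 2 as higher and 2 as lower (2 higher and 2 lower). Log2 fold changes below 0 were found for 17 genes in WT and 18 in bou-2 by the TMM-scaled fit. On the TPM scale signs can differ, since the median of all genes was -0.111 in WT and -0.128 in bou-2 by limma on log2(TPM + 1). By edgeR these medians were 0.011 and -0.008. HXK2 (AT2G19860, chromosome 2, 8570607 to 8574067) was lower at day in WT (-0.67, standard error 0.15, adjusted p = 0.0168), and AT2G36580 (AT2G36580), a pyruvate kinase, was lower at day in bou-2 (-0.63, standard error 0.12, adjusted p = 0.00532). Glycolytic genes higher between day and night in WT numbered none without WT day replicate 1, bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicate 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared and 2 without WT day replicate 3, lower between day and night in WT numbered 2 with DESeq2's Wald test, 4 with limma on log2(TPM + 1), none without WT night replicates 1 or 3 or in a fit of only the 6 libraries compared and 3 without WT day replicates 2 or 3, higher between day and night in bou-2 numbered 4 without WT day replicate 1 or in a fit of only the 6 libraries compared and lower between day and night in bou-2 numbered 4 with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared. HXK2 between day and night in WT lost its call without WT night replicates 1 or 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.111).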

Hexokinase (HXK) and ATP-dependent phosphofructokinase (PFK) are key regulatory enzymes that play important roles in sugar sensing and signaling (*PFK*: Plaxton, 1996; *HXK*: Jang et al., 1997). In the present study, transcript levels of *HXK*2 and *PFK1* were significantly lower, while the isoforms *PFK2* and *PFK3* exhibited significantly higher transcript levels in the mutant at night compared to the WT (Figure 5). 

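PFK2 (AT5G47810, chromosome 5, 19356292 to 19358125), a phosphofructokinase of low abundance, rose at night from 5.30 ± 0.634 TPM (SD, n = 3) in WT to 8.98 ± 0.590 TPM in bou-2, a log2 fold change of 0.66 (standard error 0.18, adjusted p = 0.0258) by edgeR's quasi-likelihood test. PFK3 (AT4G26270) had 12.4 ± 1.78 TPM and 20.3 ± 4.31 TPM, a log2 fold change of 0.61 (standard error 0.26, adjusted p = 0.12). The hexokinase gene HXK2 gave -0.43 (standard error 0.14, adjusted p = 0.0566) at night, and PFK1 (AT4G29220) gave -0.24 (standard error 0.10, adjusted p = 0.0992). PFK2 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.101). PFK3 at night passed the threshold without WT day replicate 2 or in a fit of only the 6 libraries compared (adjusted p down to 0.0253), and HXK2 at night without WT day replicates 1 or 3, with DESeq2's size factors, with DESeq2's Wald test, with counts summed per gene, in a fit of only the 6 libraries compared, with organelle transcripts left out, with counts thinned to the lowest library total or with the 10 most abundant transcripts left out (adjusted p down to 0.00683), and PFK1 at night without WT day replicate 1, with DESeq2's Wald test or in a fit of only the 6 libraries compared (adjusted p down to 0.017).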

Upstream of 3-PGA the isoform *FBA6* of fructose-bisphosphate aldolase (FBA) together with *GAPC1* encoding the glyceraldehyde-3-phosphate dehydrogenase (*GAP-DH)* and the *PGK* gene encoding phosphoglycerate kinase exhibited higher transcript abundances in the *bou-2* mutant at both, day and night compared to the WT (Figure 5). Furthermore, the gene isoforms *HKL1*, *FBA1*, *FBA2*, and *PKP4* showed higher transcript levels at day in mutant compared to night (Figure 5). 

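FBA6 (AT2G36460, chromosome 2, 15296613 to 15298754) rose from 60.0 ± 9.48 TPM (SD, n = 3) to 115 ± 13.9 TPM at day (0.85, standard error 0.11, adjusted p = 0.000477 by edgeR's quasi-likelihood test) and from 83.5 ± 4.81 TPM to 186 ± 13.8 TPM at night (1.05, standard error 0.11, adjusted p = 0.000181). GAPC1 (AT3G04120, chromosome 3, 1080942 to 1083690) rose from 687 ± 60.8 TPM to 1241 ± 134 TPM at day (0.76, standard error 0.11, adjusted p = 0.00106) and at night (0.97, standard error 0.11, adjusted p = 0.000335). The cytosolic phosphoglycerate kinase gene PGK (AT1G79550) gave 0.48 (standard error 0.09, adjusted p = 0.00392) at day and 0.49 (standard error 0.09, adjusted p = 0.00338) at night.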

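In bou-2, the hexokinase-like gene HKL1 (AT1G50460, chromosome 1, 18693644 to 18697709) had 15.2 ± 1.47 TPM (SD, n = 3) at day and 7.49 ± 1.03 TPM at night, a log2 fold change of 1.16 (standard error 0.15, adjusted p = 0.000497) for day against night by edgeR's quasi-likelihood test. FBA1 (AT2G21330), a plastidial aldolase, was higher at day (0.46, standard error 0.14, adjusted p = 0.0454) and FBA2 (AT4G38970) gave 0.31 (standard error 0.14, adjusted p = 0.177). In WT, HKL1 was also higher at day (0.56, adjusted p = 0.0379). FBA1 between day and night in bou-2 lost its call without bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts or with the replicate number as a block (adjusted p up to 0.136), and HKL1 between day and night in WT without WT day replicate 1, bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicate 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p up to 0.148). FBA2 between day and night in bou-2 passed the threshold without WT day replicate 3 (adjusted p = 0.031).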

Downstream of 3-PGA in the glycolysis pathway, pyruvate kinase (PK) is of major importance as a key regulatory step (Plaxton, 1996), catalyzing the conversion of phospho*enol*pyruvic acid (PEP) into ATP and pyruvate (Figure 5). Transcripts of four pyruvate kinase (PK) genes were significantly more abundant in the *bou-2* mutant at night compared to the WT (Figure 5). 

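Pyruvate kinase forms pyruvate and ATP from phosphoenolpyruvate. The 4 pyruvate kinase genes higher in bou-2 at night were AT3G49160, AT5G56350, AT5G63680 and AT2G36580. AT3G49160 rose from 1.38 ± 0.592 TPM (SD, n = 3) to 3.89 ± 0.594 TPM at night, a log2 fold change of 1.38 (standard error 0.28, adjusted p = 0.00546) by edgeR's quasi-likelihood test, and at day (2.51, standard error 0.28, adjusted p = 0.000223). AT2G36580 rose at night by a log2 fold change of 0.48 (standard error 0.12, adjusted p = 0.0137). AT5G56350 (0.71, adjusted p = 0.0138) and AT5G63680 (0.60, adjusted p = 0.0257) are named because they make up the count, after their values were seen. AT2G36580 at night lost its call without WT night replicate 3 or bou-2 night replicate 3 (adjusted p up to 0.0666).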

The upregulation of the key genes of the glycolysis pathway at night and day in the mutant provokes the hypothesis that this upregulation mediates the production of pyruvate used as C-skeleton for enhanced production of amino acids such as Cys, Ala, Val, Leu, and Ile and intermediates of the TCA cycle such as malate, succinate and α-ketoglutarate (2-OG) (Figure 8).

#### Reduced GDC Activity Mediated an Alternation of TCA Cycle Functions in the *bou-2* Mutant by Upregulation of Genes and Accumulation of Intermediates

Intermediates of the TCA cycle were affected in the *bou-2* mutant. The contents of malate, succinate and 2-OG increased in the mutant by 6, 44, and 92%, respectively, at day and by 27, 51, and 90%, respectively, at night (Figure 8A and Table 1). This accumulation may be attributed to a reduced use of TCA cycle intermediates in amino acid synthesis as indicated by reduced levels of Asp and Met at day and night (Figure 8A). On the other hand, Pro and Thr, also originating from TCA cycle intermediates, were increased in the mutant by 82 and 88%, respectively, for day and night (Figure 8A). Such an increase was also observed for a number of pyruvate derived amino acids, namely Ala, Val, Leu, and Ile (Figure 8A and Table 1), suggesting enhanced operation of glycolysis.

RNA-Seq results showed a significant upregulation of numerous genes of the TCA cycle in the mutant at day and night (Figure 8). 

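Of the 47 tested genes of the authors' TCA category, 19 were higher and 2 lower in bou-2 at day, and 22 were higher and 2 lower at night by edgeR's quasi-likelihood test. Adjusted over the list alone the counts were 26 higher and 2 lower at day and 22 higher and 2 lower at night, no independent evidence because the category comes from the same table. The median log2 fold change was 0.33 at day (adjusted p = 4.14e-05 by camera, and adjusted p = 0.549 with an estimated correlation) and 0.32 at night (adjusted p = 8.49e-05 by camera, and adjusted p = 0.609 with an estimated correlation). The cytosolic fumarase gene FUM2 (AT5G50950, chromosome 5, 20729431 to 20733941) fell from 111 ± 35.3 TPM to 32.2 ± 2.68 TPM at day (-1.86, standard error 0.21, adjusted p = 0.000278) and from 119 ± 30.9 TPM to 31.9 ± 5.91 TPM at night (adjusted p = 0.000225). List genes higher at day numbered 7 in a fit of only the 6 libraries compared and lower at day numbered 1 without bou-2 day replicates 2 or 3 or in a fit of only the 6 libraries compared.

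**Figure D3:**
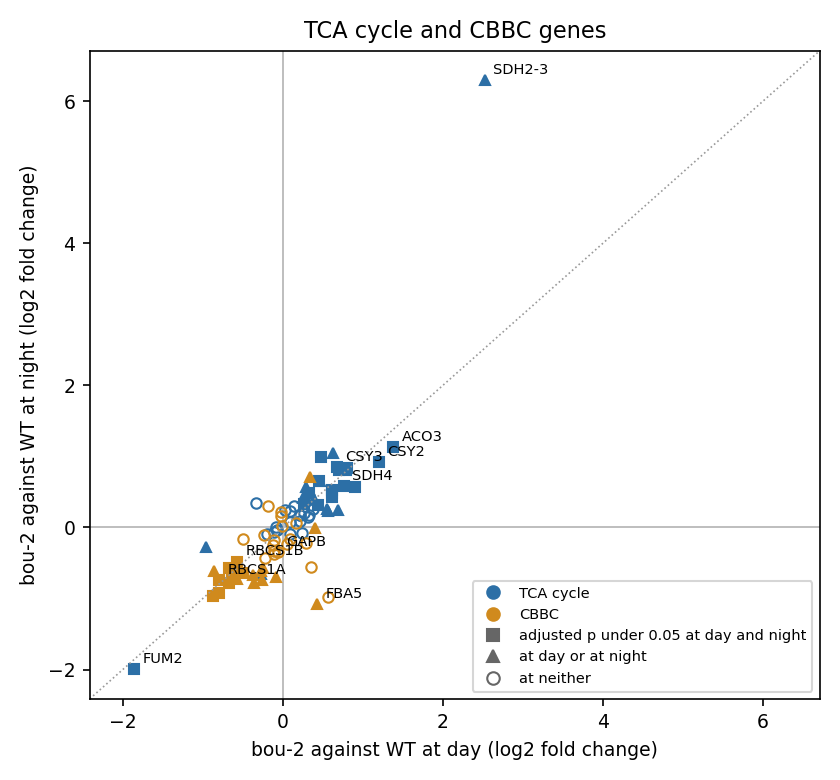
Log2 fold change in bou-2 compared to WT at day (horizontal) and at night (vertical) of the tested genes of the TCA cycle (blue, 47 genes) and the CBBC (orange, 37 genes), with symbols by the number of times at which the gene was called. The position of SDH2-3 at night is a fitted value against WT libraries with 0 counts and sets no size, and its night level was at least 9.27-fold higher in bou-2 taken against 3 counts over the WT group.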

All TCA cycle genes were downregulated at day compared to night in WT and mutant leaves except for three genes encoding mitochondrial succinate dehydrogenase, namely *SDH1-1*, *SDH2-1*, and *SHD3-1*. 

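In WT, none of the 47 tested TCA genes was called between day and night by edgeR's quasi-likelihood test, where 2 were higher and 5 lower at day at an unadjusted p under 0.05. DESeq2's Wald test called 3 as lower at day and limma on log2(TPM + 1) 7. In bou-2, 3 were lower at day. Log2 fold changes of the TMM-scaled fit were below 0 for 33 genes in WT and 28 in bou-2. These signs depend on the scale, since TPM is offset from that fit. Over all genes the median was -0.111 in WT and -0.128 in bou-2 by limma on log2(TPM + 1), and 0.011 and -0.008 by edgeR. The succinate dehydrogenase genes SDH1-1, SDH2-1 and SDH3-1 gave 0.36 (adjusted p = 0.231), 0.01 (adjusted p = 0.971) and 0.22 (adjusted p = 0.444) in WT and 0.34 (adjusted p = 0.202), 0.35 (adjusted p = 0.0539) and 0.35 (adjusted p = 0.154) in bou-2. In WT the genes lower at day numbered 5 without WT day replicate 2 and 1 without WT day replicate 3. List genes lower between day and night in bou-2 numbered 9 with limma on log2(TPM + 1), 5 without WT day replicates 1 or 2 and 1 without bou-2 day replicate 2 or bou-2 night replicate 3. SDH1-1 between day and night in WT passed the threshold without WT day replicate 3 (adjusted p = 0.0355), and SDH1-1 between day and night in bou-2 without WT day replicate 1 or in a fit of only the 6 libraries compared (adjusted p down to 0.0213), and SDH2-1 between day and night in bou-2 without WT day replicates 2 or 3 or bou-2 day replicate 1, with DESeq2's size factors, with DESeq2's Wald test, with counts summed per gene, in a fit of only the 6 libraries compared, with organelle transcripts left out or with the 10 most abundant transcripts left out (adjusted p down to 0.00636).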

Transcript abundances of these genes were significantly upregulated at day in the mutant compared to WT leaves (Figure 8). 

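Succinate dehydrogenase is complex II of the respiratory chain. SDH1-1 (AT5G66760, chromosome 5, 26653607 to 26657696), its flavoprotein subunit, rose at day from 112 ± 38.2 TPM (SD, n = 3) in WT to 203 ± 23.7 TPM in bou-2, a log2 fold change of 0.79 (standard error 0.16, adjusted p = 0.00667) by edgeR's quasi-likelihood test. SDH2-1 (AT3G27380, chromosome 3, 10129610 to 10132882), an iron-sulfur subunit, rose from 35.9 ± 5.19 TPM in WT, a log2 fold change of 0.91 (standard error 0.11, adjusted p = 0.00031). SDH3-1 (AT5G09600) had 116 ± 17.1 TPM in bou-2, a log2 fold change of 0.38 (standard error 0.15, adjusted p = 0.0916). SDH1-1 at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.055). SDH3-1 at day passed the threshold without WT day replicate 1 or bou-2 day replicate 1 (adjusted p down to 0.0252).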

Transcript levels of the peroxisomal citrate synthase genes *CSY2* and *CSY3*, involved in the sub-pathway of isocitrate synthesis from oxaloacetate (OAA) and acetyl-CoA, were two-fold higher in the mutant at day and night compared to the WT (Figure 8). 

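CSY2 (AT3G58750, chromosome 3, 21724306 to 21728137) rose at day from 18.9 ± 3.67 TPM (SD, n = 3) to 46.5 ± 4.36 TPM (adjusted p = 0.000225 by edgeR's quasi-likelihood test), and 1.89-fold by the edgeR fit at night (0.92, standard error 0.13, adjusted p = 0.000973). CSY3 (AT2G42790, chromosome 2, 17802841 to 17806073) had 18.6 ± 5.38 TPM in WT and 31.4 ± 5.07 TPM in bou-2 at day, and by the edgeR fit its rise was 1.60-fold at day (0.68, standard error 0.18, adjusted p = 0.0214) and 1.81-fold at night (0.85, standard error 0.18, adjusted p = 0.0071). CSY3 at day lost its call without WT day replicates 1 or 3 or bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.0856).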

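Of the aconitase genes, ACO3 (AT2G05710, chromosome 2, 2141329 to 2146678) rose in bou-2 from 94.7 ± 28.4 TPM (SD, n = 3) in WT at day (1.38, standard error 0.18, adjusted p = 0.000529 by edgeR's quasi-likelihood test) and from 111 ± 13.3 TPM at night (1.13, standard error 0.18, adjusted p = 0.00152). ACO1 (AT4G35830) rose at night (1.05, standard error 0.21, adjusted p = 0.00551) and gave 0.63 (adjusted p = 0.052) at day. ACO1 at day passed the threshold without WT day replicate 2, with DESeq2's size factors, with DESeq2's Wald test, with limma on log2(TPM + 1), with counts summed per gene, with organelle transcripts left out or with the 10 most abundant transcripts left out (adjusted p down to 0.000589).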

Genes encoding for aconitase (ACO), which catalyzes the isomerization of citrate to isocitrate in the TCA cycle (Figure 8), showed upregulated transcript levels in the mutant at night (*ACO1* and *ACO2*) or day and night (*ACO3*) compared to the WT (Figure 8). The *ACO2* gene also showed significantly higher expression in the mutant at night compared to day (Figure 8). Upregulation of genes downstream of the sub-pathway of isocitrate synthesis coincided with a decrease in isocitrate content in the mutant at night (Figure 8A). However, higher accumulation of isocitrate was observed in the mutant at day compared to night (Table 1). This accumulation in the mutant could be a consequence of the downregulated transcript levels of genes encoding isocitrate dehydrogenase (IDH) subunits I, V and VI, which catalyze the oxidative transformation of isocitrate to 2-OG (Figure 8). However, as for isocitrate, also accumulation of 2-OG was observed in the mutant at day compared to night (Figure 8A and Supplementary Dataset S1). 

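Isocitrate dehydrogenase oxidises isocitrate in the mitochondrion. In bou-2, day against night gave -0.23 (standard error 0.12, adjusted p = 0.255) for IDH-I (AT4G35260, chromosome 4, 16774142 to 16776371) by edgeR's quasi-likelihood test, -0.24 (standard error 0.11, adjusted p = 0.163) for IDH-V (AT5G03290) and -0.39 (standard error 0.08, adjusted p = 0.0109) for IDH-VI (AT3G09810), so that IDH-VI was lower at day. In bou-2 compared to WT at day, IDH-I gave 0.22 (adjusted p = 0.231) and IDH-V 0.25 (adjusted p = 0.113), and IDH-VI was higher (0.33, adjusted p = 0.0169). IDH-VI between day and night in bou-2 lost its call without bou-2 day replicate 2 or bou-2 night replicates 1 or 3 (adjusted p up to 0.0565), and IDH-VI at day without bou-2 day replicate 3 or in a fit of only the 6 libraries compared (adjusted p up to 0.105). IDH-I between day and night in bou-2 passed the threshold with limma on log2(TPM + 1) (adjusted p = 0.0459), and IDH-I at day without WT day replicate 2 (adjusted p = 0.0337).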

The enhanced 2-OG content in the mutant at day might originate from different processes. 

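Of the mitochondrial isocitrate dehydrogenase genes, IDH-VI (AT3G09810, chromosome 3, 3008499 to 3011465) rose at night from 32.5 ± 0.995 TPM (SD, n = 3) in WT to 49.0 ± 1.02 TPM in bou-2, a log2 fold change of 0.48 (standard error 0.08, adjusted p = 0.00236) by edgeR's quasi-likelihood test, and IDH-V (AT5G03290, chromosome 5, 793974 to 796218) rose from 111 ± 2.11 TPM to 159 ± 9.47 TPM, a log2 fold change of 0.42 (standard error 0.11, adjusted p = 0.0158). IDH-II (AT2G17130) had 28.8 ± 1.31 TPM and 42.3 ± 4.83 TPM, a log2 fold change of 0.45 (standard error 0.19, adjusted p = 0.11). IDH-V at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0779). IDH-II at night passed the threshold without WT day replicate 2, with limma on log2(TPM + 1), with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.00844).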

The major mitochondrial IDH subunits (*IDH-II, IDH-V IDH-VI*) showed significantly increased transcription at night in the *bou-2* mutant compared to the WT (Figure 8) that may result in enhanced 2-OG synthesis. Enhanced gene expression was also observed for succinate dehydrogenase (*SDH*) subunits that catalyze fumarate synthesis from succinate, specifically for *SDH1-1*, *SDH2-1*, *SDH2-2*, SDH3-2, *SDH4*, and *SDH5* genes, in leaves of the *bou-2* mutant at day and night compared to the WT (Figure 8). Also, genes encoding pyruvate dehydrogenase that transform pyruvate into acetyl-CoA were significantly upregulated in the *bou-2* mutant at day and night (Figure 8). Together with the high amount of pyruvate derived amino acids (Figure 8A and Table 1) this result indicates an enhanced foliar supply of pyruvate in the mutant for both, the reactions of the TCA cycle and the synthesis of pyruvate derived amino acids.

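At night, SDH1-1 (0.80, standard error 0.17, adjusted p = 0.0059 by edgeR's quasi-likelihood test), SDH2-1 (0.57, adjusted p = 0.00373) and SDH2-2 (AT5G40650) (0.66, standard error 0.10, adjusted p = 0.00113) were higher in bou-2, as was the membrane anchor gene SDH4 (AT2G46505) (0.59, adjusted p = 0.0114). At day SDH4 (AT2G46505, chromosome 2, 19089486 to 19090776) rose from 60.2 ± 11.8 TPM (SD, n = 3) to 110.4 ± 2.37 TPM (0.76, standard error 0.14, adjusted p = 0.00318), and SDH2-2 (0.46, adjusted p = 0.0075) and SDH3-2 (AT4G32210) (0.61, adjusted p = 0.0032) were higher. SDH5 (AT1G47420) was higher at day (0.56, adjusted p = 0.00951) and gave 0.26 (adjusted p = 0.159) at night. SDH2-2 at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.055), and SDH5 at day in a fit of only the 6 libraries compared (adjusted p = 0.0732). SDH5 at night passed the threshold without WT day replicate 1, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p down to 0.0158).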

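The mitochondrial pyruvate dehydrogenase complex links glycolysis to the TCA cycle. IAR4 (AT1G24180, chromosome 1, 8560420 to 8563502), an E1 alpha subunit, rose from 53.9 ± 3.88 TPM (SD, n = 3) to 88.3 ± 5.40 TPM at day (0.62, standard error 0.09, adjusted p = 0.000854 by edgeR's quasi-likelihood test) and at night (0.53, standard error 0.09, adjusted p = 0.00193). E1 ALPHA (AT1G59900) rose at day (0.44, adjusted p = 0.00647) and at night (0.32, adjusted p = 0.0274), as did the E1 beta gene MAB1 (AT5G50850) (0.27, adjusted p = 0.0418, and 0.33, adjusted p = 0.0173). E1 ALPHA at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0643), and E1 ALPHA at night without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.11), and MAB1 at day without WT day replicates 2 or 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, with no filter on low counts, in a fit of only the 6 libraries compared, with the replicate number as a block or with the 10 most abundant transcripts left out (adjusted p up to 0.155), and MAB1 at night without WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.0904).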

#### Reduced GDC Activity Mediated Downregulation of Genes of Nitrogen Assimilation

Photorespiration effects not only carbon but also nitrogen metabolism (Eisenhut et al., 2013, 2015). Among the genes encoding glutamine synthetase (GS), transcript abundance of *GS1* was downregulated in the mutant at day and together with *GS2* also at night (Figure 3) compared to the WT. 

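The symbol GS1 in the authors' table stands for AT5G57440, annotated as a HAD-like hydrolase, which was lower in bou-2 at day (-0.58, standard error 0.13, adjusted p = 0.00925 by edgeR's quasi-likelihood test) and at night (-0.50, adjusted p = 0.0184). Of the cytosolic glutamine synthetase genes, GLN1;3 (AT3G17820, chromosome 3, 6097201 to 6099595) rose from 40.5 ± 9.44 TPM (SD, n = 3) to 79.0 ± 3.36 TPM at day (0.88, standard error 0.15, adjusted p = 0.00215) and at night (0.62, adjusted p = 0.0123). GLN1.1 (AT5G37600) gave 0.73 (standard error 0.23, adjusted p = 0.0409) at day and GLN1.2 (AT1G66200) 0.14 (standard error 0.10, adjusted p = 0.348). The plastidial GS2 (AT5G35630, chromosome 5, 13830429 to 13833542) was lower at day (-0.58, standard error 0.19, adjusted p = 0.0438) and gave -0.32 (standard error 0.18, adjusted p = 0.257) at night. GS1 at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0671), and GS1 at night without WT night replicates 1 or 2 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0747), and GLN1;3 at night without WT night replicates 2 or 3 or bou-2 night replicate 2, and GLN1.1 at day without WT day replicate 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.113), and GS2 at day without WT day replicates 1 or 3, bou-2 day replicates 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.172). GS2 at night passed the threshold in a fit of only the 6 libraries compared (adjusted p = 0.0283).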

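GLT1 in the authors' table is the NADH-dependent glutamate synthase. GLT1 (AT5G53460, chromosome 5, 21700187 to 21710296) fell at day from 51.3 ± 6.52 TPM (SD, n = 3) in WT to 21.1 ± 2.43 TPM in bou-2, a log2 fold change of -1.36 (standard error 0.12, adjusted p = 8.64e-05) by edgeR's quasi-likelihood test, and at night from 67.8 ± 8.82 TPM to 45.4 ± 2.84 TPM, a log2 fold change of -0.68 (standard error 0.12, adjusted p = 0.0027). The ferredoxin-dependent gene GLU1 (AT5G04140, chromosome 5, 1129785 to 1138488) fell at night (-0.69, standard error 0.19, adjusted p = 0.0252). The fall of GLT1 differed between the times by -0.68 (adjusted p = 0.102). GLU1 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with limma on log2(TPM + 1) (adjusted p up to 0.0822). GLT1 in the difference between the times passed the threshold without WT day replicate 3 or with DESeq2's Wald test (adjusted p down to 0.00603).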

Transcript level of *GLT1*, encoding glutamate synthase (Fd-GOGAT), showed significantly stronger downregulation in the mutant at day and together with *GLU1* at night compared to the WT (Figure 3). *GLU1* encodes a ferredoxin-dependent glutamate synthase. Different to *GLU1*, *GLU2* showed a significantly enhanced transcript level in the mutant at night. 

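GLU2 (AT2G41220, chromosome 2, 17177539 to 17188836) had 17.5 ± 1.46 TPM (SD, n = 3) in WT and 22.8 ± 0.535 TPM in bou-2 at night, a log2 fold change of 0.28 (standard error 0.12, adjusted p = 0.137) by edgeR's quasi-likelihood test. At day it gave 0.02 (adjusted p = 0.925). GLU2 at night passed the threshold in a fit of only the 6 libraries compared (adjusted p = 0.0202).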

Further, the transcript abundance of *GLT1* was significantly downregulated in the mutant at day compared to night (Figure 3). 

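In bou-2, GLT1 was lower at day than at night (-0.96, standard error 0.12, adjusted p = 0.000463 by edgeR's quasi-likelihood test). In WT the same comparison gave -0.29 (standard error 0.12, adjusted p = 0.189).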

The downregulation of genes of the nitrogen assimilation pathway (GS/GOGAT pathway) in the mutant compared to the WT might be due to reduced production of NH_4_^+^ during photorespiration at reduced GDC activity.

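Aspartate aminotransferase interconverts aspartate and glutamate. ASP3 (AT5G11520, chromosome 5, 3684946 to 3687854) had 66.7 ± 8.99 TPM (SD, n = 3) in WT and 200.2 ± 23.7 TPM in bou-2 at day. By the edgeR fit it rose 2.82-fold at day (1.50 on the log2 scale, standard error 0.11, adjusted p = 2.51e-05 by edgeR's quasi-likelihood test) and 2.44-fold at night (1.28, adjusted p = 6.93e-05). ASP1 (AT2G30970) rose 1.83-fold at day (0.88, standard error 0.16, adjusted p = 0.00351) and 1.79-fold at night (0.84, adjusted p = 0.00426), and ASP2 (AT5G19550) 1.81-fold at day (0.86, adjusted p = 0.00232) and 2.09-fold at night (1.06, standard error 0.15, adjusted p = 0.000801). The isoform ASP4 (AT1G62800) was lower at night (-1.07, adjusted p = 0.000674).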

Transcript abundance of the mitochondrial *ASP1*, cytosolic *ASP2* and chloroplastic *ASP3* genes of aspartate aminotransferase (AspAT) was two- to three-fold higher in the mutant at day and night compared to the WT. By contrast, the transcript level of the asparagine synthetase gene *ASN1* was reduced more than three-fold in the *bou-2* mutant at day compared to the WT and was significantly lower at day compared to night in the mutant (Figure 3). However, the *ASN2* transcript level was enhanced in the mutant at day compared to the WT and compared to night of the mutant. In addition, glutamate dehydrogenase (*GDH1*) was upregulated in the mutant at night compared to the WT and compared to day (Figure 3) together with glutamate decarboxylase (*GAD*) and GABA aminotransferase (*POP2*). Upregulation of these genes indicates changes in Glu production and its use for GABA and succinate synthesis in the mutant (Figure 3). This view is supported by the high amounts of GABA and succinate in the mutant, especially at night (Figure 8A and Table 1).

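ASN1 (AT3G47340, chromosome 3, 17437840 to 17441431), a gene of asparagine synthesis, had 19.7 ± 28.2 TPM (SD, n = 3) in WT and 3.02 ± 0.710 TPM in bou-2 at day, a log2 fold change of -2.80 (standard error 1.03, adjusted p = 0.0744) by edgeR's quasi-likelihood test. Day against night in bou-2 gave -1.90 (standard error 1.01, adjusted p = 0.259), with 12.3 ± 6.12 TPM at night. ASN1 at day passed the threshold without WT day replicates 1 or 3, with DESeq2's Wald test or with counts summed per gene (adjusted p down to 0.0254), and ASN1 between day and night in bou-2 without WT day replicate 2 or in a fit of only the 6 libraries compared (adjusted p down to 0.0249). ASN1 at day gave -0.26 without WT day replicate 2.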

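ASN2 (AT5G65010, chromosome 5, 25969035 to 25972575) rose at day from 215 ± 36.5 TPM (SD, n = 3) in WT to 333 ± 42.2 TPM in bou-2, a log2 fold change of 0.54 (standard error 0.17, adjusted p = 0.0403) by edgeR's quasi-likelihood test. Day against night in bou-2 gave 0.24 (standard error 0.17, adjusted p = 0.404), with 309.7 ± 18.2 TPM at night. ASN2 at day lost its call without WT day replicates 2 or 3, bou-2 day replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.124).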

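GDH1 (AT5G18170, chromosome 5, 6006035 to 6008726), a mitochondrial glutamate dehydrogenase, rose at night from 30.8 ± 4.17 TPM (SD, n = 3) in WT to 77.6 ± 5.54 TPM in bou-2, a log2 fold change of 1.23 (standard error 0.16, adjusted p = 0.000627) by edgeR's quasi-likelihood test, and in bou-2 was lower at day than at night (-0.84, standard error 0.16, adjusted p = 0.00627). GAD (AT5G17330), which forms GABA from glutamate, rose from 1.85 ± 0.601 TPM to 7.96 ± 3.19 TPM at night, a log2 fold change of 2.00 (standard error 0.43, adjusted p = 0.00708), and POP2 (AT3G22200) rose from 45.8 ± 3.85 TPM to 76.6 ± 9.12 TPM, a log2 fold change of 0.64 (standard error 0.13, adjusted p = 0.00664). Day against night in bou-2 gave -1.39 (adjusted p = 0.051) for GAD and -0.38 (adjusted p = 0.0882) for POP2. GAD between day and night in bou-2 passed the threshold without WT day replicates 2 or 3, with DESeq2's Wald test, with limma on log2(TPM + 1), with counts summed per gene or in a fit of only the 6 libraries compared (adjusted p down to 0.0161), and POP2 between day and night in bou-2 without WT day replicate 2, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p down to 0.0247).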

## Discussion

### Reduced GDC Activity Mediated Alternation of Gene Expression and Metabolite Abundance of the Photorespiratory Pathway

In bou-2, major subunits or isoforms of GDC and SHMT (except SHMT3), the enzymes directly involved in Gly and Ser metabolism, as well as other key enzymes of photorespiration, including GLYK, GOX, HPR, and PGLP were down-regulated at either day, night or both (Figure 2A and Supplementary Figure S2). Despite remaining transcript level of genes encoding GDC subunits, Eisenhut et al. (2013) measured GDC activity as low as 15% of the WT, suggesting its post-transcriptional regulation. As a consequence of reduced GDC activity, glycine cannot be converted to serine and, hence, accumulated to high levels in *bou-2* at both day and night (Figure 1A). In addition to Gly, contents of the photorespiratory intermediates Ser, 2-OG, glycolate and glycerate were higher in the bou-2 mutant (Table 1), suggesting that the flux through photorespiration was partially maintained despite reduced transcript abundances of PR enzymes.

Studies with strong Arabidopsis mutants of PR enzymes revealed elevated substrate (or upstream substrate) and depleted product (or downstream product) pool sizes for the respective enzymes in response to a shift from high to low CO_2_ (Timm et al., 2008, 2012; Eisenhut et al., 2013). In particular, *pglp1* mutants exhibit higher levels of glycolate (likely, 2-p-glycolate; see Eisenhut et al., 2013) and depleted levels of Gly, Ser and glycerate compared to the WT. Levels of Gly are massively enriched in shm1 mutants, while Ser and glycerate are depleted (Eisenhut et al., 2013). In *glyk1* mutants, glycerate as well as Ser, Gly and glycolate are more abundant. The weaker PR mutant hpr1 exhibits higher Ser, Glyc and glycolate levels, although glycerate levels appear unaffected by the mutation.

With reduced GDC activity, the source(s) of highly elevated Ser amounts was (were) of particular interest. Upregulation of major PGDH and PSAT isoforms at night in the bou-2 mutant are in favor of the phosphorylated pathway of Ser synthesis (Figure 2). However, slight down-regulation of PSP1, catalyzing the final step of this pathway, together with down-regulation of the majority of genes encoding enzymes of the CBBC as the source of 3-PGA (Figure 5) contradict this hypothesis. Of the known genes encoding for enzymes catalyzing the glycerate pathway of Ser biosynthesis, only SGAT, which is also involved in photorespiration, was slightly upregulated at day in the bou-2 mutant (Figure 2). The technical inability to distinguish glycerate from 3-PGA with the GC-MS setup applied precludes to draw conclusions from increased levels of glycerate (in particular at day), which hence could support either of the three ways of Ser biosynthesis.

In addition, formate from C1 metabolism can serve as an alternative source for Ser and, therefore, Ser synthesis *via* the C1–THF synthase/SHMT pathway that may constitute an alternative source of Ser used for Cys synthesis (Li et al., 2003). The *Arabidopsis glyD* mutant lacking GDC activity due to a recessive nuclear mutation (Somerville and Ogren, 1982), showed 2.5-fold higher accumulation of Ser in shoots compared to WT after supply of [^13^C] formate (Li et al., 2003). Therefore, the high expression of the plastidial *SHMT3* isoform observed in the *bou–2* mutant in the present study could have contributed to Ser and Cys synthesis *via* C1–THF synthase/SHMT pathway.

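Folate carries one-carbon units between formate, glycine, serine and methionine. Of 14 tested genes of one-carbon folate metabolism, listed in advance, 4 were higher and 3 lower in bou-2 at day, and 3 were higher and 5 lower at night by edgeR's quasi-likelihood test. Adjusted over the list alone the counts were 4 higher and 7 lower at day and 3 higher and 5 lower at night. FDH (AT5G14780), a mitochondrial formate dehydrogenase, gave 2.02 (standard error 0.22, adjusted p = 0.000204) at day and 1.89 (standard error 0.22, adjusted p = 0.000325) at night. FOLD3 (AT4G00620), a methylene-tetrahydrofolate dehydrogenase, gave 1.07 (standard error 0.08, adjusted p = 5.14e-05) at night and the reductase gene MTHFR2 (AT2G44160) -0.58 (standard error 0.16, adjusted p = 0.0229). List genes lower at day numbered 6 without WT day replicate 2 or with DESeq2's Wald test, none without bou-2 day replicates 2 or 3 or in a fit of only the 6 libraries compared and 1 without WT day replicate 3 and lower at night numbered 3 without WT night replicates 1 or 2 or bou-2 night replicates 1 or 3. MTHFR2 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1 or 3 (adjusted p up to 0.0867). The paper names the SHMT3 transcript level as something that could have contributed to serine and cysteine synthesis by this route.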

### Responses of Sulfate Assimilation to Reduced GDC Activity Can Only Partially Be Explained by Changes in Gene Expression

The results of the present [^35^S]SO_4_^2-^ feeding experiments are consistent with earlier studies with WT *Arabidopsis* showing higher uptake and incorporation of sulfate into GSH, GLS and proteins at day compared to night (Kopriva et al., 1999; Huseby et al., 2013). However, in the present study GSH contents were similar at day and night, while GLS and protein contents were slightly higher at night than at day in WT *Arabidopsis*. Metabolite accumulation does not only depend on its synthesis, but also of its turnover (Huseby et al., 2013). Apparently, sulfur pools are depleted during the day to a higher extent by metabolic reactions than at night, thereby preventing enhanced GSH accumulation at an enhanced flux through the sulfate assimilation pathway during the day. This view is supported by a higher sulfate pool during dark compared to day in the WT. In the present study, the APR gene did not show any changes in its transcript level between day and night (Figure 7). This might be due to differences in the light regime between the present study (12h light) and previous experiments (10 h light or 16 h light) (Kopriva et al., 1999; Huseby et al., 2013). Apparently, also day length affects the transcriptional regulation of APR. Previous studies showed that sulfur assimilation is subject to transcriptional regulation of sulfate transporters and APR by sulfate availability (Takahashi et al., 2011), salt stress (Koprivova et al., 2008), and to transcriptional regulation of mitochondrial SAT (Haas et al., 2008). However, other post-transcriptional and post-translation regulation of sulfur assimilation cannot be excluded. In the present study, plants were pre-cultivated at sufficient sulfur supply that may have suppressed genes of the sulfur assimilatory pathway (Figure 7; Kopriva and Rennenberg, 2004).

In the *bou-2* mutant, uptake of [^35^S]SO_4_^2-^ and its incorporation into GLS was higher at day than at night. RNASeq results of the present study showed significantly higher transcript level of *ATPS2, APK1 APK3* together with *SOT17* and *SOT18* gene isoforms at day in the mutant compared to night. These results are consistent with previous studies of Huseby et al. (2013) indicating that GLS synthesis was regulated at the transcriptional level in *bou-2* mutant. However, the [^35^S]SO_4_^2-^ uptake and fluxes into different pools in *bou-2* mutant were heavily decreased compared to the WT (Figure 6), probably due to the high pool sizes of S metabolites. In addition, the [^35^S]SO_4_^2-^ incorporation into GSH and proteins did not follow day/night regulation (Figure 6). These results indicate a significant disturbance of sulfate primary metabolism in the *bou-2* mutant. SAT and OAS-TL mediate the synthesis of Cys through the formation of the cysteine synthesis complex (CSC) (Wirtz et al., 2012). In the mutant during daylight, mainly the plastidial *SAT1* isoform was responsible for providing O-acetyl-serine (OAS) for Cys synthesis, while OAS was used predominantly by the cytosolic OAS-TL gene for Cys synthesis during day and night compared to WT. However, significant downregulation of *OAS-TL A* in the mutant at day compared to night is inconsistent with a higher Cys content in the mutant during the day. Although other OAS-TL isoforms failed to show any significant changes in transcript levels, a contribution to Cys synthesis cannot be excluded. Apparently, the upregulated *SAT1* and *SAT3* isoforms together with *SiR* provided sufficient provision of substrates for Cys synthesis.

However, sulfate reduction and Cys synthesis can be regulated at post-translation level by protein–protein interaction of the enzymes of this metabolic pathway and/or by sensing levels of downstream products of sulfate assimilation (Koprivova and Kopriva, 2014). The latter is indicated by the observation that external application of Cys as well as GSH decreased the mRNA level and activity of APS reductase (Lappartient et al., 1999; Vauclare et al., 2002). In the present study, feedback inhibition by the high content of Cys and/or GSH in the mutant could be responsible for the low gene expression of *APR1* and, as a consequence, the reduced flux of [^35^S]SO_4_^2-^ in the mutant. Further, the Cys concentration can regulate SATase activity by feed-back inhibition (Noji et al., 1998; Wirtz et al., 2012). *SAT5* is Cys sensitive gene isoform strictly regulating the OAS concentration in the cytosol *via* feed-back inhibition by Cys, while *SAT1* and *SAT3* seem to be Cys insensitive isoforms (Noji et al., 1998; Wirtz et al., 2012). In the present study, the high Cys content of the mutant could have mediated downregulation of Cys sensitive *SAT5* and upregulation of Cys insensitive *SAT1* and *SAT3* (Figure 7).

So far little is known about expression of the gene of ɣ–ECS. Studies of Cobbett et al. (1998) with Arabidopsis *cad2-1* mutant with deletion in the ɣ-ECS gene, reported control of GSH synthesis by transcriptional changes of its key enzyme ɣ–ECS, while studies of May et al. (1998) reported post-translational regulation of ɣ–ECS activity by GSH concentration. Although in present study ɣ–ECS did not show any significant changes in transcript level, slight decrease in transcript level of ɣ–ECS could be mediated by high content of GSH in *bou-2* mutant (Figures 6, 7). In addition, the GSH synthesis is controlled by the availability of its constituent amino acids Cys, Glu, and Gly (Kopriva and Rennenberg, 2004). Poplar leaves supplied with external Cys had enhanced GSH content irrespective of ⁣-ECS and GSHS activity (Noctor et al., 1996). At night, Gly availability can be a limiting factor for GSH synthesis. When poplars are grown at high CO_2_, reduced photorespiratory Gly production leads to a lack of light-induced conversion of ⁣-EC to GSH; under these conditions, feeding poplar leaves with external Gly allowed undisturbed synthesis of GSH during night (Noctor et al., 1998). As both, the Gly and Cys contents are high at light and dark, GSH biosynthesis does not appear to be limited by the availability of these amino acids in the mutant. Apparently, in present study the synthesis of GSH is mediated by availability of its constituent amino acids although ⁣–ECS gene expression is downregulated.

The significantly lower flux of [^35^S]-sulfate into labeled proteins in the mutant at day, and the slightly lower flux at night compared to the WT indicate that Met was not depleted in the mutant by enhanced protein synthesis. The level of S-AdoMet (SAM), synthesized from Met by SAM synthase (SAMS), controls the sulfur flux partitioning between Met and Thr by activating Thr synthase (Kocsis et al., 2003). 

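S-adenosylmethionine synthase and threonine synthase draw on methionine and its precursor. SAM3 (AT3G17390, chromosome 3, 5952187 to 5954091) fell at day from 567 ± 41.1 TPM (SD, n = 3) in WT to 385 ± 47.2 TPM in bou-2 (-0.65, standard error 0.12, adjusted p = 0.00351 by edgeR's quasi-likelihood test) and at night (-0.54, standard error 0.12, adjusted p = 0.00871). SAM1 (AT1G02500) gave -0.22 (adjusted p = 0.155) and 0.11 (adjusted p = 0.495), SAM2 (AT4G01850) -0.17 (adjusted p = 0.368) and 0.04 (adjusted p = 0.866), and MAT3 (AT2G36880) fell at day (-0.54, adjusted p = 0.0129). The threonine synthase gene TS (AT4G29840, chromosome 4, 14599216 to 14601164) rose at day from 36.6 ± 4.65 TPM to 77.2 ± 5.24 TPM (0.98, standard error 0.12, adjusted p = 0.000352) and at night (0.49, adjusted p = 0.0132). Reads can be shared between SAM copies. MAT3 at day lost its call without bou-2 day replicate 2 or in a fit of only the 6 libraries compared (adjusted p up to 0.0911), and TS at night without WT night replicate 3 or bou-2 night replicate 3 (adjusted p up to 0.0534).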

In present study, low expression of the *SAMS* gene indicates low SAM contents that could not explain upregulation of the *TS* gene in the mutant. However, Met can be synthesized also *via* C1-dependent folate metabolism (Zhang et al., 2010). The low transcript abundance of *MS* and *SAMS* and high transcript level of *SHMT3* at day and night support the view that SHMT controls the C1 flux in favor of Ser over Met production in *bou-2* mutant. 

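At day, the methionine synthase genes gave -0.64 (standard error 0.28, adjusted p = 0.119) for MS1 (AT5G17920, chromosome 5, 5935038 to 5939865) and 0.13 (standard error 0.29, adjusted p = 0.792) for MS2 (AT3G03780) by edgeR's quasi-likelihood test. In bou-2, SAM1 was lower at day than at night (-0.51, standard error 0.11, adjusted p = 0.00941), and MAT3 gave -0.26 (standard error 0.13, adjusted p = 0.177) at night against WT. MS1 at day passed the threshold without bou-2 day replicate 1 (adjusted p = 0.00803). In the transcript levels of MS, SAMS and SHMT3, the paper finds support for a view in which SHMT steers one-carbon units to serine rather than methionine.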

Met homeostasis does not depend only on its *de novo* biosynthesis from Asp and Cys in plastids, but also on its regeneration from cytosolic SAM in the S-methylmethionine (SMM) cycle (Kocsis et al., 2003; Ravanel et al., 2004). Thus, Met metabolism is complex and strictly regulated (Hesse et al., 2004; Sauter et al., 2013). Its significance for the consumption of photorespiratory and non-photorespiratory Ser requires further attention.

### Reduced GDC Activity Affects the Crosstalk of Sulfur Assimilation With Nitrogen and Carbon Metabolism

Interaction of C and N metabolism is strongly determined by the operation of the photorespiratory pathway (Nunes-Nesi et al., 2010). In this pathway ammonium is released during conversion of Gly to Ser (Nunes-Nesi et al., 2010 and their references). This photorespiratory N recycling affects N metabolism because it is intimately associated with both respiratory C flow and N assimilation (Novitskaya et al., 2002). Both, the ammonia coming from primary N assimilation and the ammonium released in the photorespiration are assimilated by the GS-GOGAT pathway (Hirel and Lea, 2002). The amount of photorespiratory produced ammonia is up to 10-fold greater than the amount formed by primary N reduction (Keys et al., 1978). Therefore, impaired photorespiration in *bou-2* mutant results in a drastic decrease in ammonia availability and, as a consequence, to decreased transcript levels of GS-GOAGT genes. In the present study, an ammonia deficit is supported by a significantly higher foliar nitrate content of the mutant compared to the WT at both light and dark (data not shown). In the *Arabidopsis ggt1* knock-out mutant of photorespiratory glutamate:glyoxylate aminotransferase 1 (GGT1), nitrogen assimilation was limited due to low carbon assimilation by a decreased RuBisCO content (Dellero et al., 2015). In the *bou-2* mutant similar changes were observed such as downregulation of expression of genes encoding the small subunits of Rubisco (*RBSC*) (Figure 4) together with increased levels of sugars (Table 1; Eisenhut et al., 2013). The same changes were also obtained in experiments with N-deficient *Nicotiana tabacum* plants (Paul and Driscoll, 1997; Nielsen et al., 1998). Therefore, the decrease in *RBSC* transcript level in the present study is thought to be the result of photorespiratory mediated C:N disbalance in the mutant.

N limitation decreases the transcript abundance of genes of amino acid synthesis (Peng et al., 2007) and the amino acid content (Batushansky et al., 2015) but may still result in enhanced levels of Ala, Val, and Ser (Lemaître et al., 2008). In previous study with the *bou-2* mutant, Eisenhut et al. (2013) also observed amino acid accumulation at seedling stage. The present results show increased levels of Ser, Ala, Val, Leu, Ile, Thr at day and, except for Ala and Val, remained high in mutant at night. Since the *bou-2* mutant was not exposed to low N supply, the changes in amino acid metabolism are not consequence of limited nitrogen assimilation *per se* but are caused by impaired photorespiration, leading to altered N metabolism and its cross-talk with C metabolism.

The TCA cycle is a central metabolic hub for the interacting pathways of respiration, N assimilation and photorespiration and an important source of organic carbon intermediates such as 2-OG necessary for synthesis of amino acids (Gauthier et al., 2010). TCA cycle is a major source of 2-OG, however, in illuminated leaves its decarboxylation can be reduced by 80% compared to dark respiration (Foyer et al., 2011 and their references). During the day, 2-OG is thought to be used predominantly for Glu and Gln synthesis, at night predominantly for succinate synthesis (Gauthier et al., 2010). In the present study, low *de novo* synthesis of Glu by the GS/GOGAT pathway could explain accumulation of 2-OG in the mutant during the day. In addition, upregulation of *PK* in the mutant indicates an enhanced supply of pyruvate for reactions of TCA cycle at night. Upregulation of genes upstream of 2-OG and isocitrate depletion indicates the use of these metabolites for 2-OG synthesis. Apparently, glycolysis also provides sufficient amounts of pyruvate for the synthesis of pyruvate derived amino acids (Ala, Val, Ile, Ieu).

When the photosynthetic processes and primary N assimilation are disturbed, it is important for plant survival to still maintain the C:N balance under these conditions. High amounts of 2-OG in the mutant at day may therefore constitute a consequence of intensified transamination between OAA and Glu. Further, Ala can be produced by transamination of pyruvate thereby converting Glu to 2-OG using a glutamate-alanine transaminase (Hildebrandt et al., 2015). By this transamination reaction, the *bou-2* mutant is able to control the interconversion of 2-OG to Glu and the recycling of carbon skeletons and ammonium. In addition, 2-OG can originate from a phosphorylated pathway in which the amino group of Glu is transferred to 3-phosphohydroxypyruvic acid (3-PHP), resulting in one molecule of 2-OG and phosphoserine (PS) each (Benstein et al., 2013). 

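Phosphoserine aminotransferase transfers the amino group of glutamate to 3-phosphohydroxypyruvate. PSAT1 (AT4G35630, chromosome 4, 16904059 to 16905722) had 33.1 ± 21.9 TPM (SD, n = 3) in WT and 47.8 ± 9.63 TPM in bou-2 at day, a log2 fold change of 0.44 (standard error 0.37, adjusted p = 0.433) by edgeR's quasi-likelihood test, and 51.4 ± 13.4 TPM and 87.1 ± 6.30 TPM at night. PSAT1 at day passed the threshold without WT day replicate 2 (adjusted p = 0.00637).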

In the *bou-2* mutant, this pathway could be source of 2-OG because of high transcript level of the *PSAT1* gene at day and night compared to the WT. This source of 2-OG will become particularly important at diminished photorespiratory 2-OG synthesis (Benstein et al., 2013).

Glutamate dehydrogenase (GDH) can support aminotransferase action by channeling carbon from Glu into the TCA cycle (Miflin and Habash, 2002). High expression of *GDH* genes and oxidative deamination of Glu to facilitate recycling of C and N was specifically observed at C limitation (Robinson et al., 1991; Aubert et al., 2001). Thus, the GDH shunt could be a useful mechanism to regulate Glu content and to respond to different needs of cells for N and C. In the present study, the transcript level of all three *GDH* isoforms were higher in the mutant at night compared to the WT and to day. Together with upregulation of TCA cycle, lower 2-OG content at night and the downregulation of genes of GS-GOGAT pathway this result supports the assumption that the GDH shunt is engaged in Glu synthesis in the mutant at dark as a consequence of impaired photorespiration. 

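GDH2 (AT5G07440, chromosome 5, 2355759 to 2358241) had 33.2 ± 5.99 TPM (SD, n = 3) in WT and 35.9 ± 7.15 TPM in bou-2 at night, a log2 fold change of 0.01 (standard error 0.42, adjusted p = 0.992) by edgeR's quasi-likelihood test, and fell at day (-1.46, standard error 0.44, adjusted p = 0.034). GDH3 (AT3G03910) had 1.51 ± 0.353 TPM in WT at night, a log2 fold change of 0.50 (standard error 0.48, adjusted p = 0.512), and fell at day (-1.54, adjusted p = 0.046). Day against night in bou-2 gave -0.90 (adjusted p = 0.208) for GDH2 and -0.91 (adjusted p = 0.272) for GDH3, and the effects differed between the times by -1.47 (adjusted p = 0.29) and -2.04 (adjusted p = 0.198). GDH1 gave 0.16 (adjusted p = 0.509) at day. GDH2 at day lost its call without WT day replicate 2 or bou-2 day replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.123), and GDH3 at day without WT day replicates 1, 2 or 3, bou-2 day replicates 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with no filter on low counts, in a fit of only the 6 libraries compared or with counts thinned to the lowest library total (adjusted p up to 0.142). GDH2 between day and night in bou-2 passed the threshold without WT day replicate 2 or in a fit of only the 6 libraries compared (adjusted p down to 0.00874), and GDH3 between day and night in bou-2 without bou-2 day replicate 1 (adjusted p = 0.0223), and GDH3 in the difference between the times without bou-2 day replicate 1 (adjusted p = 0.0455). GDH2 at day gave -0.61 without WT day replicate 2.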

The high amount of GABA found in the *bou-2* mutant may be a consequence of the high Gly level and its inhibitory effect on mitochondrial GABA transaminase (Eisenhut et al., 2013). Studies with *Arabidopsis* mutants lacking several GABA transporters at limited C or N supply indicate the significance of the GABA shunt in regulating N and C partitioning by linking amino acid metabolism and the TCA cycle (Michaeli et al., 2011; Batushansky et al., 2015). In present study, the two-fold higher content of GABA in the mutant at day and night compared to the WT could play a role in maintaining the C:N balance.

The regulatory interaction between sulfate, nitrate and carbon metabolism has been established in number of studies (Reuveny et al., 1980; Koprivova et al., 2000; Wang et al., 2000, 2003; Kopriva et al., 2002; Hesse et al., 2003). Sugars such as sucrose and glucose were shown to regulate S assimilation directly. In *Lemna minor* sucrose restored APR activity and sulfate uptake and the flux through sulfate assimilation that were severely decreased in plants grown in an atmosphere without CO_2_ (Kopriva et al., 2002). Sulfur and nitrogen interact in such a way that the depletion of one reduces the uptake and assimilation of the other. N deficiency in *A. thaliana* lead to reduced activity and transcript level of APR indicating its transcriptional control by N availability, whereas Cys and GSH content were not affected (Koprivova et al., 2000). Thus, photorespiration affects sulfur metabolism indirectly by its cross-talk with C and N metabolism. In the *bou-2* mutant, impaired photorespiration reduces photosynthesis, mediates C:N disbalance, and leads to decreased N assimilation, thereby reducing the *APR* transcript level and sulfate flux. Under these conditions, still Cys and GSH accumulated, presumably due to lower consumption in anabolic and/or catabolic processes. This alludes that changes in sulfate metabolism in the *bou-2* mutant are not a consequences of N deficiency *per se* yet of complex interactions and crosstalk of S, C and N metabolism at impaired photorespiration.

## Conclusion

In the present study [^35^S]SO_4_^2-^ flux experiment showed that Ser produced by photorespiration is the dominant precursor of Cys synthesis in photosynthetic tissue of *A. thaliana* WT during light (hypothesis 1). In addition, results of fluxes through the sulfur assimilation pathway together with content of sulfate containing metabolites showed that photorespiratory Ser biosynthesis in WT plants cannot be replaced by phosphorylated Ser production during night (contradicting our hypothesis 2). However, these changes were not followed by day/night changes in transcript level of genes of sulfate reduction and assimilation pathway presumably due to growing preconditions (contradicting our hypothesis 3). Impaired photorespiration significantly disturbed sulfate metabolism in the *bou-2* mutant. The [^35^S]SO_4_^2-^ uptake and fluxes in mutant were heavily decreased while the content of sulfur-rich metabolites were strongly increased compared to the WT. The results showed that high amount of Cys and other sulfur-rich metabolites do not originate from alternative phosphorylated Ser production (contradicting our hypothesis 2). However, C1–THF synthase/SHMT pathway could contribute to Ser and therefore Cys synthesis in *bou-2* mutant and should be further investigated. The RNAseq results showed that changes in sulfate reduction and assimilation in *bou-2* mutant could only be partially explained by transcriptional regulation (hypothesis 3). Besides the changes in sulfate metabolism, the reduced GDC activity in *bou-2* mutant deregulates CBBC and TCA, cycle, glycolysis, amino acid synthesis, and nitrogen and carbon assimilation. Thus, changes in sulfate metabolism in *bou-2* mutant are consequences of complex interaction and crosstalk of S, C and N metabolism. The photorespiratory Ser production can be replaced by other metabolic Ser sources but this has as a consequence the disruption of cross-talk of S, C and N metabolism. For a better understanding of the regulation of S assimilation and its crosstalk with C and N metabolism at impaired photorespiration, further studies of transcription factors and specific sensing mechanisms are required.

## Data Availability

The read data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE86380 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86380).

## Author Contributions

HR and AW conceived the experiments. SS and NR designed the experiments. SS, NR, and SF performed the experiments. SS, DB, and TM-A analyzed data. SS and DB generated the figures and tables. SK, TM-A, LA, NR, and FK contributed reagents, materials, and analytical tools. SS, DB, HR, and SA wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.R-project.org

2 http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

3 http://www.arabidopsis.org/

## References

[B1] AmirR.HachamY.GaliliG. (2002). Cystatione γ-synthase and threonine synthase operate in concert to regulate carbon flow towards methionine in plants. *Trends Plant Sci.* 7 153–156. 10.1016/S1360-1385(02)02227-611950610

[B2] AubertS.BlignyR.DouceR.GoutE.RatcliffeR. G.RobertsJ. K. M. (2001). Contribution of glutamate dehydrogenase to mitochondrial glutamate metabolism studied by 13C and 31P nuclear magnetic resonance. *J. Exp. Bot.* 52 37–45. 10.1093/jexbot/52.354.3711181711

[B3] BatushanskyA.KirmaM.GrillichN.PhamP. A.RentschD.GaliliG. (2015). The transporter GAT1 plays an important role in GABA-mediated carbon-nitrogen interactions in Arabidopsis. *Front. Plant Sci.* 6 1–10. 10.3389/fpls.2015.00785 26483804PMC4586413

[B4] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. R. Stat. Soc.* 57 289–300.

[B5] BensteinR. M.LudewigK.WulfertS.WittekS.GigolashviliT.Henning FrerigmannH. (2013). Arabidopsis phosphoglycerate dehydrogenase1 of the phosphoserine pathway is essential for development and required for ammonium assimilation and tryptophan biosynthesis. *Plant Cell* 25 5011–5029. 10.1105/tpc.113.118992 24368794PMC3904002

[B6] BraderG.MikkelsenM. D.HalkierB. A.PalviaE. T. (2006). Altering glucosinolate profiles modulates disease resistance in plants. *Plant J.* 46 758–767. 10.1111/j.1365-313X.2006.02743.x 16709192

[B7] BradfordM. M. (1976). A rapid and sensitive method for the quantification of microgram quantities of protein utilizing the principle of protein-dye binding. *Anal. Biochem.* 72 248–254. 10.1016/0003-2697(76)90527-3942051

[B8] BrayN. L.PimentelH.MelstedP.PachterL. (2016). Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.* 34 525–527. 10.1038/nbt.3519 27043002

[B9] BrownP. D.TokuhisaJ. G.ReicheltM.GershenzonJ. (2003). Variation of glucosinolates accumulation among different organs and developmental stages of *Arabidopsis thaliana*. *Phytochemistry* 62 471–481. 10.1016/S0031-9422(02)00549-612620360

[B10] CobbettC. S.MayM. J.HowdenR.RollsB. (1998). The glutathione-deficient, cadmium-sensitive mutant, cad2–1, of *Arabidopsis thaliana* is deficient in γ-glutamylcysteine synthetase. *Plant J.* 16 73–78. 10.1046/j.1365-313x.1998.00262.x9807829

[B11] DelleroY.Lamothe-SiboldM.JossierM.HodgesM. (2015). *Arabidopsis thaliana* ggt1 photorespiratory mutants maintain leaf carbon/nitrogen balance by reducing RuBisCO content and plant growth. *Plant J.* 83 1005–1018. 10.1111/tpj.12945 26216646

[B12] EisenhutM.PlanchaisS.CabassaC.Guivarc´hA.JustinA.-M.TaconnatL.RenouJ.-P. (2013). Arabidopsis a bout de souffle is a putative mitochondrial transporter involved in photorespiratory metabolism and is required for meristem growth at ambient CO2 levels. *Plant J.* 73 836–849. 10.1111/tpj.12082 23181524

[B13] EisenhutM.HockenN.WeberA. P. (2015). Plastidial metabolite transporters integrate photorespiration with carbon, nitrogen, and sulfur metabolism. *Cell Calcium* 58 98–104. 10.1016/j.ceca.2014.10.007 25465893

[B14] EngelN.EwaldR.GuptaK. J.ZrennerR.HagemannM.BauweH. (2011). The presequence of *Arabidopsis* serine hydroxymethyltransferase SHM2 selectively prevents import into mesophyll mitochondria. *Plant Physiol.* 157:1711–1720. 10.1104/pp.111.184564 21976482PMC3327202

[B15] FiehnO.KopkaJ.DörmannP.AltmannT.TretheweyR. N.WillmitzerL. (2000). Metabolite profiling for plant functional genomics. *Nat. Biotechnol.* 18 1157–1161. 10.1038/81137 11062433

[B16] FoyerC. H.NoctorG. (2000). Oxygen processing in photosynthesis: regulation and signalling. *Rev. Lit. Arts Am.* 146 359–388. 10.1093/jxb/erv018 25740923PMC4378640

[B17] FoyerC. H.NoctorG.HodgesM. (2011). Respiration and nitrogen assimilation: targeting mitochondria-associated metabolism as a means to enhance nitrogen use efficiency. *J. Exp. Bot.* 62 1467–1482. 10.1093/jxb/erq453 21282329

[B18] GauthierP.P.G.BlignyR.GoutE.MahéA.NoguésS.HodgesM.TcherkezG.G.B. (2010). In folio isotopic tracing demonstrates that nitrogen assimilation into glutamate is mostly independent from current CO2 assimilation in illuminated leaves of *Brassica napus*. *New Phytol.* 185 988–999. 10.1111/j.1469-8137.2009.03130.x 20070539

[B19] GullnerG.KömivesT.RennenbergH. (2001). Enhanced tolerance of transgenic poplar plants overexpressing gamma-glutamylcysteine synthetase towards chloroacetanilide herbicides. *J. Exp. Bot.* 52 971–979. 10.1093/jexbot/52.358.971 11432914

[B20] GuptaD. K.HuangH. G.YangX. E.RazafindrabeB. H. N.InouheM. (2010). The detoxification of lead in *Sedum alfredii* H. is not related to phytochelatins but the glutathione. *J. Hazard. Mater.* 177 437–444. 10.1016/j.jhazmat.2009.12.052 20047791

[B21] HaasF. H.HeegC.QueirozR.BauerA.WirtzM.HellR. (2008). Mitochondrial serine acetyltransferase functions as a pacemaker of cysteine synthesis in plant cells. *Plant Physiol.* 148 1055–1067. 10.1104/pp.108.125237 18753283PMC2556817

[B22] HeJ.LiH.MaC.ZhangY.PolleA.RennenbergH. (2015). Overexpression of bacterial γ-glutamylcysteine synthetase mediates changes in cadmium influx, allocation and detoxification in poplar. *New Phytol.* 205 240–254. 10.1111/nph.13013 25229726

[B23] HerschbachC.GesslerA.RennenbergH. (2012). Long-distance transport and plant internal cycling of N- and S-compounds. *Progr. Bot.* 73 161–188. 10.1007/978-3-642-22746-2_6

[B24] HerschbachC.van der ZalmE.SchneiderA.JouaninL.De KokL. J.RennenbergH. (2000). Regulation of sulphur nutrition in wild type and transgenic poplar over-expresing γ-glutamylsysteine synthetase in the cytosol as affected by atmospheric H2S. *Plant Physiol.* 124 461–473. 10.1104/pp.124.1.461 10982459PMC59159

[B25] HesseH.KreftO.MaimannS.ZehM.HoefgenR. (2004). Current understanding of the regulation of methionine biosynthesis in plants. *J. Exp. Bot.* 55 1799–1808. 10.1093/jxb/erh139 15234989

[B26] HesseH.TrachselN.SuterM.KoprivaS.von BallmoosP.RennenbergH. (2003). Effect of glucose on assimilatory sulfate reduction in roots of *Arabidopsis thaliana*. *J. Exp. Bot.* 54 1701–1709. 10.1093/jxb/erg177 12754263

[B27] HildebrandtT. M.NesiA. N.AraújoW. L.BraunH. P. (2015). Amino acid catabolism in plants. *Mol. Plant.* 8 1563–1579. 10.1016/j.molp.2015.09.005 26384576

[B28] HirelB.LeaP.J. (2002). “The biochemistry, molecular biology and genetic manipulation of primary ammonia assimilation,” in *Photosynthetic Nitrogen Assimilation and Associated Carbon and Respiratory Metabolism. Advances in Photosynthesis and Respiration* vol. 12 eds FoyerC. H.NoctorG. (Amsterdam: Springer).

[B29] HusebyS.KoprivovaA.LeeB. R.SahaS.MithenR.WoldA.-B. (2013). Diurnial and light regulation of sulphur assimilation and glucosinolate biosynthesis in Arabidopsis. *J. Exp. Bot.* 64 1039–1048. 10.1093/jxb/ers378 23314821PMC3580815

[B30] JangJ. C.LeónP.ZhouL.SheenJ. (1997). Hexokinase as a sugar sensor in higher plants. *Plant Cell* 9 5–19. 10.1105/tpc.9.1.5 9014361PMC156897

[B31] KeysA. J.BirdI. F.CorneliusM. J.LeaP. J.MiflinB. J.WallsgrooveR. M. (1978). Photorespiratory nitrogen cycle. *Nature* 275 741–743. 10.1038/275741a0

[B32] KocsisM. G.RanochaP.GageD. A.SimonE. S.RhodesD.PeelG. J. (2003). Insertional inactivation of the methionine S-Methyltransferase gene eliminates the S-Methylmethionine cycle and increases the methylation ratio. *Plant Physiol.* 131 1808–1815. 10.1104/pp.102.018846 12692340PMC166937

[B33] KoprivaS.MuheimR.KoprivovaA.TrachselN.CatalanoC.SuterM. (1999). Light regulation of assimilatory sulfate reduction in *Arabidopsis thaliana*. *Plant J.* 20 37–44 10.1046/j.1365-313X.1999.00573.x10571863

[B34] KoprivaS.RennenbergH. (2004). Control of sulphate assimilation and glutathione synthesis: interaction with N and C metabolism. *J. Exp. Bot.* 55 1831–1842. 10.1093/jxb/erh203 15286142

[B35] KoprivaS.SuterM.von BallmoosP.HesseH.KrähenbühlU.RennenbergH. (2002). Interaction of sulfate assimilation with carbon and nitrogen metabolism in *Lemna minor*. *Plant Physiol.* 122 737–746. 10.1104/pp.007773 12428005PMC166659

[B36] KoprivovaA.KoprivaS. (2014). Molecular mechanisms of regulation of sulfate assimilation: first steps on long road. *Front. Plant Sci.* 5 1–10. 10.3389/fpls.2014.00589 25400653PMC4212615

[B37] KoprivovaA.NorthK. A.KoprivaS. (2008). Complex signaling network in regulation of adenosine 5′-phosphosulfate reductase by salt stress in *Arabidopsis* roots. *Plant Physiol.* 146 1408–1420. 10.1104/pp.107.113175 18218969PMC2259037

[B38] KoprivovaA.SuterM.den CampR. O.BrunoldC.KoprivaS. (2000). Regulation of sulfate assimilation by nitrogen in arabidopsis. *Plant Physiol.* 122 737–746. 10.1104/pp.122.3.73710712537PMC58909

[B39] LappartientA. G.VidmarJ. J.LeustekT.GlassA. D. M.TourianeB. (1999). Inter-organ signalling in plants: regulation of ATP sulfurylase and sulfate transporter genes expression in roots mediated by phloem-translocated compound. *Plant J.* 18 89–95. 10.1046/j.1365-313X.1999.00416.x10341446

[B40] LemaîtreT.Laure GaufichonL.Boutet-MerceyS.ChristA.Masclaux-DaubresseC. (2008). Enzymatic and metabolic diagnostic of nitrogen deficiency in *Arabidopsis thaliana* wassileskija accession. *Plant Cell Physiol.* 49 1056–1065. 10.1093/pcp/pcn081 18508804

[B41] LiR.MooreM.KingJ. (2003). Investigating the regulation of one-carbon metabolism in *Arabidopsis thaliana*. *Plant Cell Physiol.* 44 233–241. 10.1093/pcp/pcg029 12668769

[B42] MayM. J.VernouxT.Sanchez-FernandezR.Van MontaguM.InzéD. (1998). Evidence for posttranscriptional activation of gamma-glutamylcysteine synthetase during plant stress responses. *Proc. Natl. Acad. Sci. U.S.A.* 95 12049–12054. 10.1073/pnas.95.20.12049 9751788PMC21763

[B43] MichaeliS.FaitA.LagorK.Nunes-NesiA.GrillichN.YellinA. (2011). A mitochondrial GABA permease connects the GABA shunt and the TCA cycle, and is essential for normal carbon metabolism. *Plant J.* 67 485–498. 10.1111/j.1365-313X.2011.04612.x 21501262

[B44] MiflinB. J.HabashD. Z. (2002). The role of glutamine synthetase and glutamate dehydrogenase in nitrogen assimilation and possibilities for improvement in the nitrogen utilization of crops. *J. Exp. Bot.* 53 979–987. 10.1093/jexbot/53.370.979 11912240

[B45] MugfordS. G.LeeB-R.KoprivovaA.MatthewmanC.KoprivaS. (2011). Control of sulfur portioning between primary and secondary metabolism. *Plant J.* 65 96–105. 10.1111/j.1365-313X.2010.04410.x 21175893

[B46] MurashigeT.SkoogF. (1962). A revised medium for rapid growth and bioassays with tobacco tissue cultures. *Physiol. Plant* 15 473–497. 10.1111/j.1399-3054.1962.tb08052.x

[B47] NielsenT. H.KrappA.Röper-SchwarzK. U.StittM. (1998). The sugar-mediated regulation of genes encoding the small subunit of Rubisco and the regulatory subunit of ADP glucose pyrophosphorylase is modified by phosphate and nitrogen. *Plant Cell Environ.* 21 443–454. 10.1046/j.1365-3040.1998.00295.x

[B48] NoctorG.ArisiA. C. M.JouaninL.KunertK. J.RennenbergH.FoyerC. H. (1998). Glutathione: biosynthesis, metabolism and relationship to stress tolerance explored in transformed plants. *J. Exp. Bot.* 49 623–647. 10.1093/jxb/49.321.623

[B49] NoctorG.MhamdiA.ChaouchS.HanY.NeukermansJ.Marquez-GarciaB. (2012). Glutathione in plants: an integrated overview. *Plant Cell Environ.* 35 454–484. 10.1111/j.1365-3040.2011.02400.x 21777251

[B50] NoctorG.StrohmM.JouaninL.KunertK. J.FoyerC. H.RennenbergH. (1996). Synthesis of glutathione in leaves of transgenic poplar overexpressing [gamma]-glutamylcysteine synthetase. *Plant Physiol.* 112 1071–1078. 10.1104/pp.112.3.1071 12226433PMC158033

[B51] NojiM.InoueK.KimuraN.GoudaA.SaitoK. (1998). Isoform-dependent differences in feedback regulation and subcellular localization of serine acetyltransferase involved in cysteine biosynthesis from *Arabidopsis thaliana*. *J. Biol. Chem.* 273 32739–32745. 10.1074/jbc.273.49.32739 9830017

[B52] NovitskayaL.TrevanionS. J.DriscollS.FoyerC. H.NoctorG. (2002). How does photorespiration modulate leaf amino acid contents? A dual approach through modelling and metabolite analysis. *Plant Cell Environ.* 25 821–835. 10.1046/j.1365-3040.2002.00866.x

[B53] Nunes-NesiA.FernieA. R.StittM. (2010). Metabolic and signaling aspects underpinning the regulation of plant carbon nitrogen interactions. *Mol. Plant* 3 973–996. 10.1093/mp/ssq049 20926550

[B54] PaulM. J.DriscollS. P. (1997). Sugar repression of photosynthesis: the role of carbohydrates in signalling nitrogen deficiency through source: sink imbalance. *Plant Cell Environ.* 9 783–798. 10.1046/j.1365-3040.1997.d01-17.x

[B55] PengM.BiY-M.ZhuT.RothsteinS. J. (2007). Genome-wide analysis of *Arabidopsis* responsive transcriptome to nitrogen limitation and its regulation by the ubiquitin ligase gene NLA. *Plant Mol. Biol.* 65 775–797. 10.1007/s11103-007-9241-0 17885809

[B56] PimentelH. J.BrayN.PuenteS.MelstedP.PachterL. (2016). Differential analysis of RNA-Seq incorporating quantification uncertainty. *Nat. Methods* 14 687–690. 10.1038/nmeth.4324 28581496

[B57] PiotrowskiM.SchemenwitzA.LopukhinaA.MüllerA.JanowitzT.WeilerE. W. (2004). Desulfoglucosinolate sulfotransferases from *Arabidopsis thaliana* catalyze the final step in the biosynthesis of the glucosinolate core structure. *J. Biol. Chem.* 279 50717–50725. 10.1074/jbc.M407681200 15358770

[B58] PlaxtonW. C. (1996). The organization and regulation of plant glycolysis. *Annu. Rev. Plant Biol.* 47 (1): 185–214. 10.1146/annurev.arplant.47.1.185 15012287

[B59] RademacherN.KernR.FujiwaraT.Mettler-AltmannT.MiyagishimaS.-Y.HagemannM. (2016). Photorespiratory glycolate oxidase is essential for the survival of the red alga *Cyanidioschyzon merolae* under ambient CO2 conditions. *J. Exp. Bot.* 67 3165–3175. 10.1093/jxb/erw118 26994474PMC4867895

[B60] RavanelS.BlockM. A.RippertP.JabrinS.CurienG.RébeilléF. (2004). Methionine metabolism in plants. *J. Biol. Chem.* 279 22548–22557. 10.1074/jbc.M313250200 15024005

[B61] RennenbergH.HerschbachC. (2014). A detailed view on sulphur metabolism at the cellular and whole-plant level illustrates challenges in metabolite flux analyses. *J. Exp. Bot.* 65 5711–5724. 10.1093/jxb/eru315 25124317

[B62] ReuvenyZ.DougallD. K.TrinityP. M. (1980). Regulatory coupling of nitrate and sulfate assimilation pathways in cultured tobacco cells. *Proc. Natl. Acad. Sci. U.S.A.* 77 6670–6672. 10.1073/pnas.77.11.6670 16592917PMC350349

[B63] RobinsonS. A.SladeA. P.FoxG. G.Phillips George RatcliffeR.StewartG. R. (1991). The role of glutamate dehydrogenase in plant nitrogen metabolism. *Plant Physiol.* 95 509–516. 10.1104/pp.95.2.50916668014PMC1077561

[B64] RosR.Cascales-MiñanaB.SeguraJ.AnomanA. D.ToujaniW.Flores-TorneroM.Rosa-TellezS.Muñoz-BertomeuJ. (2013). Serine biosynthesis by photorespiratory and non-photorespiratory pathways: an interesting interplay with unknown regulatory networks. *Plant Biol.* 15 707–712. 10.1111/j.1438-8677.2012.00682.x 23199004

[B65] RossoM. G.YongL.StrizhovN.ReissB.DekkerK.WeisshaarB. (2003). An *Arabidopsis thaliana* T-DNA mutagenized population (GABI-Kat) for flanking sequence tag-based reverse genetics. *Plant Mol. Biol.* 53 247–259. 10.1023/B:PLAN.0000009297.37235.4a 14756321

[B66] SauterM.MoffattB.SaechaoM. C.HellR.WirtzM. (2013). Methionine salvage and S-adenosylmethionine: essential links between sulfur, ethylene and polyamine biosynthesis. *Biochem. J.* 451 145–154. 10.1042/BJ20121744 23535167

[B67] ScheererU.HaenschR.MendelR. R.KoprivaS.RennenbergH.HerschbachC. (2010). Sulphur flux through the sulphate assimilation pathway is differently controlled by adenosine 5′ phosphosulphate reductase under stress and in transgenic poplar plants overexpressing γ-ECS, SO, or APR. *J. Exp. Bot.* 61 609–622. 10.1093/jxb/erp327 19923196PMC2803220

[B68] SchuppR.RennenbergH. (1988). Diurnal changes in the glutathione content of spruce needles (*Picea abies* L.). *Plant Sci.* 57 113–117. 10.1016/0168-9452(88)90076-3

[B69] SomervilleC. R.OgrenW. L. (1982). Mutants of the cruciferous plant *Arabidopsis thaliana* lacking glycine decarboxylase activity. *Biochem. J.* 202 373–380. 10.1042/bj2020373 6807291PMC1158121

[B70] StrohmM.JouaninL.KunertK. J.PruvostC.PolleA.FoyerC. H. (1995). Regulation of glutathione synthesis in leaves of transgenic poplar (*Populus tremula* x P. alba) overexpressing glutathione synthetase. *Plant J.* 7 141–145. 10.1046/j.1365-313X.1995.07010141.x

[B71] TakahashiH.KoprivaS.GiordanoM.SaitoK.HellR. (2011). Sulfur assimilation in photosynthetic organisms: molecular function and regulation of transporters and assimilatory enzymes. *Annu. Rev. Plant Biol.* 62 157–184. 10.1146/annurev-arplant-042110-103921 21370978

[B72] TimmS.MielewczikM.FlorianA.FrankenbachS.DreissenA.HockenN. (2012). High-to-low CO2 acclimation reveals plasticity of the photorespiratory pathway and indicates regulatory links to cellular metabolism of *Arabidopsis*. *PLoS One* 7:e42809. 10.1371/journal.pone.0042809 22912743PMC3422345

[B73] TimmS.Nunes-NesiA.PärnikT.MorgenthalK.WienkoopS.KeerbergO. (2008). A cytosolic pathway for the conversion of hydroxypyruvate to glycerate during photorespiration in Arabidopsis. *Plant Cell* 20 2848–2859. 10.1105/tpc.108.062265 18952776PMC2590732

[B74] VauclareP.KoprivaS.FellD.SuterM.SticherL.Von BallmoosP. (2002). Flux control of sulfate assimilation in *Arabidopsis thaliana*: adenosine 5′-phosphosulphate reductase is more susceptible than ATP sulphurylase to negative control by thiols. *Plant J.* 31 729–740. 10.1046/j.1365-313X.2002.01391.x12220264

[B75] VollL. M.JamaiA.RennéP.VollH.McClungR.WeberA. P. M. (2006). The photorespiratory arabidopsis shm1 mutant is deficient in SHM1. *Plant Physiol.* 140 59–66. 10.1104/pp.105.071399 16339799PMC1326031

[B76] WangR.GueglerK.LaBrieS. T.CrawfordN. M. (2000). Genomic analysis of a nutrient response in *Arabidopsis* reveals diverse expression patterns and novel metabolic and potential regulatory genes induced by nitrate. *Plant Cell* 12 1491–1509. 10.1105/tpc.12.8.1491 10948265PMC149118

[B77] WangR.OkamotoM.XingX.CrawfordN. M. (2003). Microarray analysis of the nitrate response in *Arabidopsis* roots and shoots reveals over 1,000 rapidly responding genes and new linkages to glucose, trehalose-6-phosphate, iron, and sulfate metabolism. *Plant Physiol.* 132 556–567. 10.1104/pp.103.021253 12805587PMC166997

[B78] WirtzM.BeardK. F. M.LeeC. P.BoltzA.SchwarzländerM.FuchsC. (2012). Mitochondrial cysteine synthase complex regulates O-Acetylserine biosynthesis in plants. *J. Biol. Chem.* 287 27941–27947. 10.1074/jbc.M112.372656 22730323PMC3431704

[B79] ZhangY.SunK.SandovalF. J.SantiagoK.RojeS. (2010). One-carbon metabolism in plants: characterization of a plastid serine hydroxymethyltransferase. *Biochem. J.* 430 97–105. 10.1042/BJ20100566 20518745

# Supplementary material for: The Photorespiratory BOU Gene Mutation Alters Sulfur Assimilation and Its Crosstalk With Carbon and Nitrogen Metabolism in Arabidopsis thaliana
**Source:** Front Plant Sci. 2018 Nov 27;9:1709. doi: 10.3389/fpls.2018.01709
**Supplement:** Supplementary file 2

Supplemental Method S1

Confirmation of genuine single mutant *bou-2*

Although the T-DNA insertion line utilized in this study is well established and had been used in a number of previous studies, we wanted to make use of the extensive RNASeq data yielded here to check for possible second site T-DNA insertions. The line was produced with the T-DNA vector pAC161 (details see <https://www.gabi-kat.de/db/showseq.php?term2=079D12>). All Illumina paired-end fastq files were aligned against the T-DNA insertion sequence (from left to right border; retrieved from NCBI, <https://www.ncbi.nlm.nih.gov/nucore/AJ537514?report=GenBank>) using BWA-MEM (version bwa-0.7.1, available at <http://bio-bwa.sourceforge.net>) with options -w 2 (keeping only alignments with gaps no longer than 2 bases), -k 50 (keeping only alignments with a minimum length of 50) and -L 0,0 (preventing any soft clipping at the 5' and 3' ends in order to capture alignments that border the insertion, but include non-matching parts, i.e. resulting from the part of the gene where the insertion occurred). The T-DNA border aligned reads were then mapped against the TAIR10 genome (TAIR10_Chrom.all.fasta retrieved from <https://www.araport.org>) using BWA-MEM in default mode. Quantification using htseq-count in default mode (HTSeq version 0.10.0, Anders et al., 2015) including the genome annotation Araport11_GFF3_genes_transposons.201606.gtf (retrieved from <https://www.araport.org>) confirmed a significant mapping count (read counts >110 per library) only for the locus At5g46800 (encoding BOU), while other genes were randomly hit with background coverage (read counts <9).

Reference

Simon Anders, Paul Theodor Pyl, Wolfgang Huber; HTSeq—a Python framework to work with high-throughput sequencing data, *Bioinformatics*, Volume 31, Issue 2, 15 January 2015, Pages 166–169, <https://doi.org/10.1093/bioinformatics/btu638>

How the deposited data were processed for this re-analysis (not part of the article)

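RNA was measured in WT (Col-0) and bou-2 rosettes at day and at night, 3 libraries in each of the 4 groups and 12 in all. The labels call the libraries of a group biological replicates. Each column of the deposited table was assigned to its group by its name and the sample titles, and no column was left unassigned. The source field of the day samples names the end of the day, while their titles and the paper place the harvest after light onset, so these samples were taken as day.

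The authors sequenced the libraries on a HiSeq 3000 as paired reads of 150 bp, 12 libraries per lane, and checked the reads with FastQC 0.11.5. The estimated counts in the table are the authors' kallisto 0.43.0 output against the TAIR10 transcriptome, with 30 bootstraps, and were deposited without normalization. The TPM values are the same kallisto output scaled per library by the authors, who also deposited the mean and SD of TPM per group. The log2 values are the authors' ratios of mean TPM after a pseudo-count of 1 was added. The q-values are the authors' p-values from the Wald test of sleuth 0.28.1 after Benjamini-Hochberg adjustment. The labels also name CASAVA. Reads were not used here, so mapping and its settings are those of the authors. The log2 ratios were recomputed from the deposited TPM, and each of the 41392 transcripts matched within 0.001. The table holds 41415 lines, of which 23 repeat a transcript and were dropped, and 33326 genes.

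Estimated counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16. Transcripts were kept by filterByExpr (minimum count 10, minimum total count 15, proportion 0.7), which left 26153 transcripts and 20458 genes. Library sizes were scaled by TMM. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, so that the groups shared the dispersion, and 5 contrasts were tested by edgeR's quasi-likelihood test, which are bou-2 against WT at day and at night, day against night in WT and in bou-2, and the difference of the bou-2 effect between day and night. The common dispersion was 0.0807, a biological coefficient of variation of 28.4%. P-values were adjusted by Benjamini-Hochberg over the transcripts tested in a contrast, and a gene was called at an adjusted p under 0.05 of its primary transcript, which as in the paper is the transcript with the highest mean TPM in WT. The paper used an alpha of 0.01 in its methods and asterisks from an FDR of 0.05 in its figures. Log2 fold changes, with standard errors, are those of the edgeR fit, while transcript levels are the deposited TPM as mean and SD over 3 libraries. The sums of estimated counts ran from 15911356 to 33046562 per library. Simulated counts with known changes were used to test the scripts. For bou-2 against WT at day, 2.99% of 1.5-fold, 46.3% of 2-fold and 72.7% of 4-fold changes were recovered. For the difference between the times, 0%, 14.9% and 54.5% were recovered. Each of these 2 contrasts had 1 false call. Few genes were changed there, which makes the adjustment stricter than in the real data. A gene that was not called may still have changed.

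The 7 pathway categories are those of the authors' table, with the named members of each. These categories, the lists, the rule for named genes and the alternatives below were set before the data were examined, apart from those marked as added. For the CBBC this left 37 tested genes. Taken over all members the CBBC has 43 tested genes, of which 10 were lower at day and 16 at night, the TCA cycle has 56, with 21 higher at day and 26 at night, and sulfur metabolism has 107, with 14 lower at day and 26 at night, and the other categories do not change. A further 22 lists with 289 genes were written for pathways and stress responses of a photorespiratory mutant, for clock and light genes, and for markers of flower, root and vascular tissue. Calls in a category or list were counted over all transcripts tested and again adjusted over the list alone. The direction of each list was tested with camera (limma 3.58.1) at a preset correlation of 0.01, one primary transcript per gene, with Benjamini-Hochberg adjustment within a contrast, and again with the correlation estimated per list. A list of iron deficiency genes, one of ferritin genes, one of silencing genes and the genes annotated as transposable elements were added after values had been seen.

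Genes are named in the text by a fixed rule. It takes each gene that the paper's results name, whose values in the paper count as seen, the 10 largest rises and the 10 largest falls of bou-2 against WT at each time among called genes with a mean TPM of at least 5 in one group and libraries that do not overlap, organelle transcripts left out, and up to 4 called members of each list or category in each contrast. Genes outside the rule are marked as chosen after their values were seen. One gene that the paper names is not reported here.

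The alternatives were DESeq2's size factors in edgeR, the Wald test of DESeq2 1.42.0, limma on log2(TPM + 1) for transcripts with a mean TPM of at least 1, no filter on low counts, counts summed per gene, a threshold of 0.01, a fit of only the 6 libraries compared, the replicate number as a block, organelle transcripts left out, and each of the 12 libraries left out in turn. After the values had been seen, 2 were added, in which the counts of each library were thinned at random to the lowest library total (seed 20180) or the 10 most abundant transcripts were left out. The replicate number was not used as a block in the main model, since libraries with the same number in different groups did not deviate together (r from -0.121 to 0.067, and 2 of 12 libraries matched best with their own number). For each contrast between groups the libraries were also regrouped in each possible split, or in 100 drawn splits for the difference between the times.

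Gene positions were read from the TAIR10.1 assembly, while the authors assigned reads to TAIR10 transcripts. Genes were joined by locus tag, and 32570 genes of the table matched. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15 with numpy 2.4.6. Metabolite, enzyme and growth measurements of the paper were not analysed here.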

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

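Of the tests in this part, the regrouping of the libraries, the fit with the 10 most abundant transcripts left out and the fit with thinned counts were chosen only after the results were seen.

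A test of the difference itself separated the bou-2 effect at day from that at night for 10 genes named by the rule, which is why they are given here (log2 differences by edgeR's quasi-likelihood test). The effect was more positive at day for the nitrate transporter gene NRT1.1, 1.3 (adjusted p = 0.00228, from 0.47 at day and -0.83 at night), the ammonium transporter gene AMT1.2, 1.80 (adjusted p = 0.00937, from 0.14 at day and -1.66 at night), the serine acetyltransferase gene SAT1, 2.12 (adjusted p = 0.00281, from 1.45 at day and -0.67 at night), the glutathione transferase gene GSTU7, 1.97 (adjusted p = 0.0201, from 2.37 at day and 0.40 at night), the starch synthase gene GBSS1, 1.45 (adjusted p = 0.037, from -0.51 at day and -1.95 at night), and the flavonol glycosyltransferase gene UGT78D1, 0.83 (adjusted p = 0.0188, from -0.43 at day and -1.26 at night). It was more negative at day for the clock gene PRR7, -2.40 (adjusted p = 0.00674, from -0.66 at day and 1.74 at night), the antenna protein gene LHCB2.2, -1.58 (adjusted p = 0.0326, from -1.43 at day and 0.15 at night), the growth regulator gene PIF4, -1.54 (adjusted p = 0.0181, from -1.36 at day and 0.17 at night), and the glutamyl transferase gene GGT1, -1.08 (adjusted p = 0.00947, from -1.77 at day and -0.69 at night). In this difference, GSTU7 lost its call without bou-2 day replicates 2 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.0668), and GBSS1 without WT day replicate 2, bou-2 day replicates 1, 2 or 3, WT night replicate 1 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.104), and UGT78D1 without bou-2 day replicate 2, WT night replicate 1 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0696), and LHCB2.2 without bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0993), and PIF4 without bou-2 day replicate 3, WT night replicates 1 or 2 or bou-2 night replicates 1 or 3 or with counts thinned to the lowest library total (adjusted p up to 0.0912).

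Of all genes tested, 242 were called in this difference. Among 100 drawn of 200 ways to assign genotype within each time, 5 called as many, the real one included, the highest other 1728 (3383 at an unadjusted p under 0.05 in the real grouping and up to 6537 in the others). Counts several times the real one point to a structure of the samples, here the genotype. All 4 other groupings with as many are among the 57 that placed unequal numbers of bou-2 libraries together at day and at night, which by construction brings the bou-2 effect common to both times into the difference. The 42 with equal numbers called 0 by edgeR (up to 1010 at an unadjusted p under 0.05), but their groups mix the genotypes, which widens the spread. Neither kind measures how many calls chance alone gives, so whether chance can be excluded for this count stays open. The 3 WT day libraries differed most from one another by chi-square per transcript (56.4 to 90.4, against 9.75 to 25.9 within the other groups). That measure grows with depth, and the WT day group had the highest mean total. Pearson r of log2 CPM was 0.9324 to 0.9453 within WT day and 0.9395 to 0.9451 within bou-2 day. Without WT day replicate 3 the difference was called for 548 genes in the positive and 534 in the negative direction. For the other comparisons 10 splits are too few for a share under 0.05. The real groups and the highest of the other splits gave 5648 and 0 genes for bou-2 against WT at day (8377 and 2940 at an unadjusted p under 0.05), 5521 and 0 genes at night (8278 and 305 at an unadjusted p under 0.05), 1936 and 0 genes for day against night in WT (4879 and 2153 at an unadjusted p under 0.05) and 3146 and 0 genes in bou-2 (6316 and 1028 at an unadjusted p under 0.05), all by edgeR, the 1 tool run on regrouped libraries.

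For 7 lists and categories the difference of the bou-2 effect passed the threshold of camera at the preset correlation of 0.01. With the correlation estimated per list, from -0.072 to 0.793 for these 7, only 1 passed. Of single genes, 0 were called in the difference for glucosinolates, photorespiration, the CBBC and jasmonate. Adjusted over the list alone the numbers were 12, 2, 0 and 0, and at an unadjusted p under 0.05 by edgeR 18, 9, 6 and 2. Called were 1 of 16 flavonoid, 1 of 45 light harvesting and 2 of 10 nitrate and ammonium genes (2, 4 and 4 adjusted over the list alone). Glucosinolate synthesis gave adjusted p = 5.41e-07 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of 0.99 and 28 of 31 genes positive. The nitrate and ammonium list gave adjusted p = 5.72e-05 by camera, and adjusted p = 0.0384 with an estimated correlation, with a median difference of 0.63 and 9 of 10 genes positive. Genes of the flavonoid pathway gave adjusted p = 0.00231 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of 0.60 and 15 of 16 genes positive. The photorespiration category gave adjusted p = 0.00379 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of 0.23 and 21 of 28 genes positive, and the CBBC adjusted p = 0.0371 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of 0.14 and 26 of 37 genes positive, both categories from the authors' table. Of light harvesting, the values were adjusted p = 0.00229 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of -0.26 and 34 of 45 genes negative. The jasmonate list gave adjusted p = 0.0278 by camera, and adjusted p = 0.912 with an estimated correlation, with a median difference of -1.12 and 10 of 10 genes negative.

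Light harvesting and photosystem genes, which the paper does not analyse, were lower in bou-2 for 36 (40) of 45 tested genes at day and 22 (26) at night, where the number in parentheses is adjusted over the list alone, with medians of -0.71 at day and -0.49 at night (adjusted p = 1.55e-14 at day and 2.26e-09 at night by camera, and adjusted p = 0.69 and 0.609 with an estimated correlation). Among them LHCB1.4 gave -2.91 (adjusted p = 8.01e-05) at day and -1.94 (adjusted p = 0.000517) at night, LHCB2.3 -3.01 (adjusted p = 0.000112) and -1.52 (adjusted p = 0.0031), and LHCB1.2 -1.57 (adjusted p = 6.74e-05) and -1.40 (adjusted p = 0.000133). The genes of this list lower at day numbered 17 in a fit of only the 6 libraries compared and 23 without bou-2 day replicate 3, and those lower at night numbered 38 in a fit of only the 6 libraries compared and 14 without bou-2 night replicates 1 or 3.

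Light harvesting genes as a class are among the most abundant transcripts of a leaf, so a few of them taking most of the counts, or the lower depth of the bou-2 day libraries, could shift their values. With the 10 most abundant transcripts left out 33 genes of the list were lower at day. The 10 most abundant of a library took only 4.83% of the counts in bou-2 and 7.25% in WT at day. A few genes thus did not take most of the counts, and leaving them out could change little. With all libraries thinned to the lowest total 36 were lower. TMM already scales for depth, so thinning could hardly remove a fall of abundant transcripts. Beyond those shares, neither fit tells against either explanation. Reads shared between the near-identical LHCB1 genes were not tested and stay open for single genes of that family. The genotype, the difference named by the design, may lie behind the pattern, and so may the background of the mutant line or the stage of the plants, which the samples do not separate. No test here tells these apart.

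Further lists lie outside those the paper discusses, and list counts in parentheses are adjusted over the list alone. Nitrate and ammonium genes were higher at day for 6 (6) of 10 tested genes (median 0.76, adjusted p = 0.00231 by camera, and adjusted p = 0.176 with an estimated correlation), and at night 2 (2) were higher and 2 (2) lower. The nitrate reductase gene NIA1 gave 1.77 (adjusted p = 0.00137) at day and 1.43 (adjusted p = 0.00402) at night, and the ammonium transporter gene AMT1.1 1.07 (adjusted p = 0.00275) at day and 0.63 (adjusted p = 0.0329) at night. Genes of the mitochondrial retrograde response were higher for 9 (10) of 13 at day and 9 (10) at night (median 1.79 at day, adjusted p = 6.43e-05 at day and 7.47e-06 at night by camera, and adjusted p = 0.549 and 0.609 with an estimated correlation), among them the small heat shock protein gene HSP23.5 (4.11, adjusted p = 0.000352, at day and 4.84, adjusted p = 0.000295, at night), the glycosyltransferase gene UGT74E2 (5.39, adjusted p = 0.00293, at day and 2.78, adjusted p = 0.0389, at night) and AT12CYS-2 (2.76, adjusted p = 0.00369, at day and 3.95, adjusted p = 0.000825, at night). Dark-inducible genes of carbon starvation were higher for 5 (5) of 12 at day and 4 (5) at night, and lower for 0 (2) and 0 (0), with 2 and 0 before adjustment, by edgeR's quasi-likelihood test (median 0.56 at night, adjusted p = 0.0103 by camera, and adjusted p = 0.609 with an estimated correlation), with DIN10 at 2.23 (adjusted p = 0.00352) at day and 3.29 (adjusted p = 0.000694) at night. Nitrate and ammonium genes higher at night numbered 1 without WT night replicates 1, 2 or 3 or bou-2 night replicates 1 or 3. Carbon starvation genes lower at day numbered 1 without WT day replicates 1, 2 or 3, with DESeq2's Wald test or with counts summed per gene. AMT1.1 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1 or 3 (adjusted p up to 0.137), and UGT74E2 at night without bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.113).

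Flavonoid and anthocyanin genes were lower for 6 (11) of 16 at day and 14 (14) at night, and higher for 1 (1) and 1 (1) (medians -0.88 at day and -1.43 at night, adjusted p = 0.0212 at day and 7.47e-06 at night by camera, and adjusted p = 0.962 and 0.609 with an estimated correlation), with the chalcone synthase gene CHS at -0.61 (adjusted p = 0.0505) at day and -1.29 (adjusted p = 0.00158) at night and the dihydroflavonol reductase gene DFR at -1.87 (adjusted p = 0.0166) at day and -1.75 (adjusted p = 0.0215) at night. The regulator gene PAP2 (AT1G66390) was higher, 3.30 (adjusted p = 0.00146) at day and 2.02 (adjusted p = 0.0184) at night. Raffinose and galactinol genes were lower for 5 (6) of 7 at day and 4 (6) at night (medians -1.76 at day and -1.35 at night, adjusted p = 0.000644 at day and 0.00152 at night by camera, and adjusted p = 0.549 and 0.609 with an estimated correlation), with the inositol phosphate synthase gene MIPS1 at -1.51 (adjusted p = 0.000618) at day and -2.11 (adjusted p = 0.00016) at night and the raffinose synthase gene RS5 at -1.76 (adjusted p = 0.000765) at day and -0.79 (adjusted p = 0.0358) at night. Of 13 starch and maltose genes, 5 (7) were lower at day and 9 (9) at night, and 0 (3) were higher at day by edgeR's quasi-likelihood test, 3 before adjustment, and 1 (1) at night (median -0.53 at night, adjusted p = 0.00152 by camera, and adjusted p = 0.609 with an estimated correlation), among them the maltose exporter gene MEX1 (-1.13, adjusted p = 0.000288, at day and -1.10, adjusted p = 0.000377, at night) and DPE1 (-0.89, adjusted p = 0.00325, at day and -0.98, adjusted p = 0.00165, at night). Flavonoid genes lower at day numbered 10 with DESeq2's Wald test, 3 in a fit of only the 6 libraries compared and 1 without WT day replicate 1 or bou-2 day replicates 2 or 3, and those lower at night numbered 9 without WT night replicate 3 or bou-2 night replicate 1, and those higher at night numbered none without WT night replicates 1 or 2 or bou-2 night replicates 2 or 3. Starch genes higher at day numbered 1 with DESeq2's Wald test, with counts summed per gene, with organelle transcripts left out or with counts thinned to the lowest library total and 2 without WT day replicate 3 or with limma on log2(TPM + 1), and those higher at night numbered none without WT night replicates 1 or 2 or bou-2 night replicates 2 or 3. DFR at day lost its call without WT day replicate 1 or bou-2 day replicates 2 or 3 (adjusted p up to 0.0664), and DFR at night without WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.0821), and PAP2 at night without WT night replicates 1 or 2 or bou-2 night replicates 2 or 3 (adjusted p up to 0.0735), and RS5 at night without bou-2 day replicate 3, WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3 or with limma on log2(TPM + 1) (adjusted p up to 0.136). CHS at day passed the threshold without WT day replicate 2, with DESeq2's Wald test or with counts summed per gene (adjusted p down to 0.00779).

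Jasmonate genes were lower for 4 (7) of 10 at day (median -1.55, adjusted p = 0.0177 by camera, and adjusted p = 0.909 with an estimated correlation), with the storage protein gene VSP1 at -2.96 (adjusted p = 0.00677) at day and -1.57 (adjusted p = 0.0813) at night and the allene oxide synthase gene AOS at -1.29 (adjusted p = 0.0179) at day and -0.79 (adjusted p = 0.111) at night. At night 0 were called higher and 0 lower by edgeR (1 higher and 2 lower at an unadjusted p under 0.05). Cell division genes were lower for 1 (0) of 14 at day and 5 (6) at night (medians -0.45 at day and -0.72 at night, adjusted p = 0.0314 at day and 0.00152 at night by camera, and adjusted p = 0.962 and 0.624 with an estimated correlation), with the syntaxin gene KNOLLE at -0.72 (adjusted p = 0.041) at day and -1.06 (adjusted p = 0.00702) at night and the cyclin gene CYCB1.2 at -0.88 (adjusted p = 0.0678) at day and -1.05 (adjusted p = 0.0347) at night. Glucosinolate genes, described above, gave adjusted p = 2.26e-09 by camera, and adjusted p = 0.609 with an estimated correlation at night, with a median of -1.52. Jasmonate genes lower at day numbered 7 with DESeq2's Wald test, 2 without WT day replicate 2 or bou-2 day replicate 2 or in a fit of only the 6 libraries compared and 1 without bou-2 day replicate 3, and those higher at night numbered 1 without WT day replicate 2 or WT night replicate 3, with DESeq2's Wald test or with limma on log2(TPM + 1), and those lower at night numbered 2 with DESeq2's Wald test and 1 without bou-2 day replicate 2 or WT night replicate 2 or in a fit of only the 6 libraries compared. Cell division genes lower at day numbered 2 with DESeq2's Wald test, 4 without WT day replicate 2 or with counts summed per gene, none without WT day replicates 1 or 3, bou-2 day replicates 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 or in a fit of only the 6 libraries compared and 6 without bou-2 day replicate 1, and those lower at night numbered 2 without WT night replicates 1 or 2 or bou-2 night replicates 1 or 2 or with limma on log2(TPM + 1) and 3 without bou-2 night replicate 3, with no filter on low counts, with the replicate number as a block or with counts thinned to the lowest library total. AOS at day lost its call without WT day replicate 2 or bou-2 day replicates 2 or 3 (adjusted p up to 0.0707), and KNOLLE at day without WT day replicates 1 or 3, bou-2 day replicates 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.138), and CYCB1.2 at night without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 or with limma on log2(TPM + 1) (adjusted p up to 0.117). VSP1 at night passed the threshold without bou-2 day replicate 2, with DESeq2's Wald test or in a fit of only the 6 libraries compared (adjusted p down to 0.0248), and AOS at night without WT night replicate 2 or with DESeq2's Wald test (adjusted p down to 0.0383), and CYCB1.2 at day without WT day replicate 2 or bou-2 day replicate 1, with DESeq2's Wald test or with counts summed per gene (adjusted p down to 0.028).

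Genes outside those the paper discusses had the largest changes in bou-2 (log2 fold changes by edgeR's quasi-likelihood test, each with libraries of the 2 groups that do not overlap, as chance gives in 10% of genes for 3 against 3). Where a group held 0 counts the bound is against 3 counts over the group, and a fitted value of such a gene, or of one with 1 to 3 counts in a group, depends on the prior count. Counting intervals are at 95% and, like the bounds, cover counting error only and not the spread between libraries. At day the cytochrome P450 gene CYP81D11 gave 8.20 (adjusted p = 2.07e-05) and the glucosyl transferase gene UGT73C1 6.45 (adjusted p = 2.01e-05). Among genes without a named product, AT3G25719 439-fold with 293 counts against 1 (counting interval 78.1 to 17400, fitted value 8.24, adjusted p = 0.000122), AT4G16215 413-fold with 1 count in WT (counting interval 73.5 to 16400, fitted value 8.18, adjusted p = 9.39e-05), AT2G15555 388-fold with 259 counts against 1 (counting interval 69 to 15400, fitted value 8.08, adjusted p = 3.6e-05), AT4G08593 371-fold with 248 counts against 1 (counting interval 66 to 14700, fitted value 8.03, adjusted p = 9.96e-05), AT5G03090 178-fold with 119 counts against 1 (counting interval 31.4 to 7090, fitted value 6.97, adjusted p = 0.000386) and AT4G07965 150-fold with 201 counts against 2 (counting interval 41.1 to 1250, fitted value 6.93, adjusted p = 0.00054). Further rises were AT1G36272 at least 21-fold higher, with 42 counts in bou-2 and 0 in WT (fitted value 7.23, adjusted p = 0.00252) and AT3G44006 at least 10.5-fold higher, with 21 counts in bou-2 and 0 in WT (fitted value 6.27, adjusted p = 0.0126).

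Falls at day were those of AT3G21755 at least 140-fold lower, with 629 counts in WT and 0 in bou-2 (fitted value -10.54, adjusted p = 0.00117) and of 1 transcript of AT1G49700, at least 104-fold lower, with 467 counts in WT and 0 in bou-2 (fitted value -10.12, adjusted p = 0.0119). With counts summed per gene AT1G49700 turned to 0.33 (adjusted p = 0.461), so the bound is for that transcript and not for the gene. The reads of AT3G21755 are uncertain, since it lies antisense to AT3G21760. The galactinol synthase gene GOLS2 gave -4.19 (adjusted p = 0.000331), the lipid transfer protein gene LTP3 -4.31 (adjusted p = 0.00661), the cellulose synthase-like gene CSLA01 -4.75 (adjusted p = 0.0076), the chitinase family gene AT2G43580 -5.13 (adjusted p = 0.0241), the defensin-like gene AT1G13609 -5.12 (adjusted p = 0.000292) and the lipase family gene AT4G26790 -3.94 (adjusted p = 0.0111). AT2G14247 gave -4.68 (adjusted p = 0.000409) and AT1G13650 -4.03 (adjusted p = 0.0153). AT1G49700 at day lost its call with counts summed per gene (adjusted p = 0.461), and AT2G43580 at day without WT day replicate 2 or bou-2 day replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.106), and AT1G13650 at day without bou-2 day replicates 2 or 3 (adjusted p up to 0.0618). LTP3 at day gave -2.91 without WT day replicate 1, AT2G43580 at day gave -2.04 without WT day replicate 2 and AT4G26790 at day gave -3.32 without bou-2 day replicate 2.

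At night the stress gene LTI65 gave 6.28 (adjusted p = 0.0447), the polyketide cyclase and lipid transport family gene AT4G23680 6.24 (adjusted p = 8.24e-05), the thioredoxin gene TH8 5.89 (adjusted p = 0.000274) and AT2G05914, whose reads are uncertain since it lies antisense to AT2G05915, 5.49 (adjusted p = 0.000331). Rises from 0 or few counts were AT4G07965 at least 66.2-fold higher, with 243 counts in bou-2 and 0 in WT (fitted value 9.14, adjusted p = 0.000535), AT4G08593 at least 65.1-fold higher, with 239 counts in bou-2 and 0 in WT (fitted value 9.11, adjusted p = 0.000162), AT4G16215 at least 63.5-fold higher, with 233 counts in bou-2 and 0 in WT (fitted value 9.08, adjusted p = 0.000162), AT5G03090 at least 37.6-fold higher, with 0 in WT (fitted value 8.32, adjusted p = 0.000464), AT3G44006 at least 34.3-fold higher, with 126 counts in bou-2 and 0 in WT (fitted value 8.13, adjusted p = 0.00464) and AT3G25719 200-fold with 490 counts against 2 (counting interval 55.2 to 1660, fitted value 7.41, adjusted p = 0.000175). LTI65 at night lost its call without bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with limma on log2(TPM + 1) (adjusted p up to 0.135). LTI65 at night gave 5.36 without bou-2 night replicate 2, AT3G44006 at night gave 7.43 without bou-2 night replicate 2 and AT3G25719 at night gave 6.76 without WT night replicate 3.

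Among the falls at night, 3 transcription factor genes of the iron deficiency response had log2 fold changes of -6.24 (adjusted p = 0.000162) for BHLH100, -6.19 (adjusted p = 0.000576) for bHLH39 and -5.21 (adjusted p = 0.000527) for bHLH38. The hydrolase family gene AT4G10955 was at least 144-fold lower, with 354 counts in WT and 0 in bou-2 (fitted value -10.02, adjusted p = 0.0255), and AT3G21755 at least 166-fold lower, with 408 counts in WT and 0 in bou-2 (fitted value -10.24, adjusted p = 0.00108). The wall-modifying enzyme gene XTH17 gave -4.37 (adjusted p = 0.000835), AT1G13609 -5.32 (adjusted p = 0.000181), AT2G14247 -6.30 (adjusted p = 0.000162), AT2G16367 -3.83 (adjusted p = 0.0177) and AT5G05250 -3.79 (adjusted p = 1.71e-06). AT4G10955 at night lost its call without WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0648), and AT2G16367 at night without WT night replicate 3 or bou-2 night replicates 2 or 3 or with the replicate number as a block (adjusted p up to 0.0895). AT2G16367 at night gave -2.29 without WT night replicate 3.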

How the results depend on the processing

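The thinned counts and the fit with the 10 most abundant transcripts left out were chosen only after the results were seen, and the other alternatives were planned. Genes called numbered 3021 higher and 2627 lower at day, 3022 higher and 2499 lower at night, 1142 higher and 794 lower in WT, 1572 higher and 1574 lower in bou-2 and 110 higher and 132 lower in the difference. Genes of the paper's categories numbered 53 higher and 39 lower at day, 63 higher and 61 lower at night, 6 higher and 15 lower in WT, 22 higher and 22 lower in bou-2 and 2 higher and 1 lower in the difference. Genes of the 22 lists numbered 41 higher and 77 lower at day, 37 higher and 94 lower at night, 46 higher and 17 lower in WT, 62 higher and 23 lower in bou-2 and 4 higher and 3 lower in the difference. Here day and night refer to bou-2 against WT, WT and bou-2 to day against night in that genotype, and the difference to that of the bou-2 effect between the times. With DESeq2's size factors, no filter on low counts, organelle transcripts left out, thinned counts or the 10 most abundant transcripts left out, each of these counts stayed within 1.5 times. The BOU transcript was lower in bou-2 under each alternative run, from -1.40 to -1.09 at day and from -1.47 to -1.29 at night. Of 559 calls on named genes, 363 held under all alternatives tested at 0.05 and the rest were lost under at least 1 of them, and of 906 values not called, 254 passed the threshold under at least 1. A threshold of 0.01 was applied to counts only, and ends by construction each call with an adjusted p from 0.01 to 0.05. Depth ran from 15911356 to 33046562 counts per library, and thinning to the lowest total, which limits all libraries alike, left the counts above within 1.5 times. Limma on log2(TPM + 1) shifted the median of all genes to 0.11 at night, -0.11 in WT and -0.13 in bou-2, and changes under it are relative to that.

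A threshold of 0.01, stricter by construction, gave for all genes 1656 higher and 1087 lower at day, 1589 higher and 1235 lower at night, 568 higher and 324 lower in WT, 796 higher and 579 lower in bou-2 and 21 higher and 21 lower in the difference, for category genes 34 higher and 12 lower at day, 33 lower at night, 3 higher and 7 lower in WT, 13 higher and 13 lower in bou-2 and 1 higher in the difference, for list genes 40 lower at day, 23 higher and 53 lower at night, 11 lower in WT, 41 higher and 14 lower in bou-2 and 2 higher and 1 lower in the difference. A fit of only the 6 libraries compared takes the spread from those libraries alone. For all genes it gave 1452 higher and 822 lower at day, 424 higher and 267 lower in WT and 2375 higher in bou-2. For category genes it gave 30 higher and 9 lower at day, 3 higher and 4 lower in WT and 38 higher and 44 lower in bou-2. For list genes it gave 40 lower at day, 10 lower in WT and 36 lower in bou-2. These counts fell at day and in WT and rose in bou-2, so fewer libraries alone do not account for them. The cause was not tested. DESeq2's Wald test gave for all genes 1242 lower in WT and 583 higher and 508 lower in the difference, for category genes 10 higher and 23 lower in WT, 38 higher in bou-2 and 21 higher and 7 lower in the difference, for list genes 25 higher and 16 lower in the difference, limma on log2(TPM + 1) for all genes 1715 lower at day, 1737 lower in WT and 2820 lower in bou-2, for category genes 25 lower at day, 37 lower in WT and 42 lower in bou-2, and counts summed per gene for all genes 206 higher and 205 lower in the difference, for category genes 34 higher in bou-2 and 4 higher and 2 lower in the difference, for list genes 10 higher and 5 lower in the difference. With the replicate number as a block the values were, for all genes 49 higher and 47 lower in the difference, for list genes 2 higher in the difference, and by camera with this block the CBBC at day (adjusted p = 0.0557) and photorespiration at night (0.0524) lost their calls, while glucosinolates at day (0.0433) and, in WT, glutamine synthetase (0.0436) and raffinose genes (0.0436) passed the threshold. For these the cause was not tested. With counts summed per gene AT1G49700 turned from lower to higher, at 0.33 at day and 0.10 in bou-2, and the cause was not tested.

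Lists and categories past the threshold of camera numbered 10 at day, 11 at night, 3 in WT, 6 in bou-2 and 7 in the difference with the preset correlation, and with the correlation estimated per list 0, 0, 0, 0 and 1 (1, 0, 2, 1 and 1 at an unadjusted p under 0.05, lowest adjusted p 0.176, 0.609, 0.0662, 0.0777 and 0.0384), where no other tool was run. The 1 is the nitrate and ammonium list. An estimated correlation above the preset one widens the test by construction. The correlation across genes of the bou-2 effect at day with that at night was 0.732, 0.821 among genes called at either time and 0.747 with counts summed per gene.

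Leaving out 1 library at a time removes 1 of 3 replicates of its group, and the pair of libraries left is assumed to vary like the other groups. Each count that moved by over 1.5 times is given as its range, with the library left out (group and replicate number) and its value. Without 1 library each, the genes called were lower at day 1577 to 2841 (1616 bou-2 day 2, 1577 bou-2 day 3), higher at night 1913 to 3617 (1913 bou-2 night 3), lower at night 1606 to 2918 (1606 bou-2 night 3), higher in WT 617 to 1389 (617 WT night 1, 666 WT night 2), lower in WT 419 to 1083 (419 WT night 1, 517 WT night 2, 469 WT night 3), higher in bou-2 977 to 1941 (1041 bou-2 day 2, 977 bou-2 night 2, 1022 bou-2 night 3), lower in bou-2 718 to 2041 (718 bou-2 day 2, 924 bou-2 day 3, 763 bou-2 night 1, 876 bou-2 night 2, 786 bou-2 night 3), higher in the difference 22 to 548 (548 WT day 3, 28 bou-2 day 2 or bou-2 night 3, 27 bou-2 day 3 or bou-2 night 1, 33 WT night 1, 42 WT night 2, 53 WT night 3, 22 bou-2 night 2), lower in the difference 30 to 534 (534 WT day 3, 62 bou-2 day 1, 35 bou-2 day 2, 34 bou-2 day 3 or WT night 1, 41 WT night 2, 74 WT night 3, 36 bou-2 night 1, 32 bou-2 night 2, 30 bou-2 night 3). Category genes were lower at day 14 to 45 (24 WT day 3, 22 bou-2 day 2, 14 bou-2 day 3), lower at night 38 to 67 (40 WT night 1, 38 bou-2 night 3), higher in WT 3 to 9 (3 WT night 1 or 2), lower in WT 9 to 32 (30 WT day 2, 32 WT day 3, 9 WT night 1 or 3), higher in bou-2 14 to 31 (14 bou-2 night 3), lower in bou-2 15 to 35 (35 WT day 2), higher in the difference 1 to 23 (23 WT day 3, 1 bou-2 day 2 or 3 or bou-2 night 1, 2 or 3), lower in the difference 1 to 7 (3 WT day 1, 7 WT day 3, 2 bou-2 day 1). List genes were lower at day 44 to 83 (44 bou-2 day 3), lower in WT 12 to 26 (26 WT day 2), lower in bou-2 14 to 30 (14 bou-2 day 2 or bou-2 night 1 or 3, 15 bou-2 day 3), higher in the difference 2 to 9 (7 WT day 1 or 2, 9 WT day 3, 2 bou-2 day 2, WT night 1 or bou-2 night 1, 2 or 3), lower in the difference 1 to 12 (6 WT day 1, 5 WT day 2, 12 WT day 3, 1 bou-2 day 3, WT night 1 or 2 or bou-2 night 1 or 3). Why single libraries weigh so much was not tested, and the cause was not tested for any of these shifts.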

Differences from the paper's values

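No test in this part was chosen because it came closer to the paper, and of the alternatives named here those with thinned counts or with the 10 most abundant transcripts left out were chosen only after the results were seen. Calls here are at an adjusted p under 0.05 by edgeR's quasi-likelihood test, while the paper gives an alpha of 0.01 in its methods and asterisks from an FDR of 0.05 in its figures. In bou-2 against WT, the authors' sleuth q-value was under 0.05 for 4024 genes at day and 8150 at night. Among the same genes edgeR called 5631 at day and 5500 at night. Where no alternative is named beside a gene that missed the threshold, none of those run called it in the paper's direction. From the paper, 178 directions for a gene in a comparison were compared. A statement without a time counted at day and at night, and one on a gene family counted for its single genes. Of these directions, 130 had the same call here, 48 another and 0 the opposite one. Some of the 48 come from this way of counting. Some of the 48 had a low sleuth q at night, 1.88e-06 for HPR1, 6e-07 for GSH2 and 7.89e-07 for HXK2. In a fit of only the 6 libraries compared edgeR called each of these at night too. The choice of test alone therefore does not account for them. Others of the 48 are not called by sleuth either, with q at night of 0.834 for SGAT, 0.587 for ATPS1 and 0.975 for GDH2. For SGAT the paper's results give no time and its discussion names the day. For ATP sulfurylase at night the paper names no isoform. It does state a rise at night for GDH2, among all GDH isoforms. Outside this tally, the paper's discussion gives γ-ECS as slightly decreased without a significant change, and later as downregulated, while ECS1 was called higher at day here.

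For CBBC genes lower in bou-2 at both day and night the paper counts 18, and here 8 of 37 tested genes were lower at both. The paper's set holds 33 genes, so the sets differ. Of the alternatives set before the data were examined, DESeq2's Wald test gave 12, within 1.5 times of the paper's count. The others did not come within it, with 8 with DESeq2's size factors, 5 with limma on log2(TPM + 1), 7 with no filter on low counts, 10 with counts summed per gene, 3 in a fit of only the 6 libraries compared, 4 with the replicate number as a block, 8 with organelle transcripts left out, 3 at a threshold of 0.01 and 3 to 10 without 1 library. At one or both times the paper counts 22 and here 17 were lower.

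For genes of cytosolic glycolysis changed in bou-2 at day or night the paper counts 20 and here 11 of 27 tested genes changed. The paper's set holds 35 genes, so the sets differ. Of the alternatives set before the data were examined, 15 changed with DESeq2's Wald test, 14 with limma on log2(TPM + 1) and 14 with counts summed per gene, within 1.5 times of the paper's count. The others did not come within it, with 13 with DESeq2's size factors, 10 with no filter on low counts, 13 in a fit of only the 6 libraries compared, 10 with the replicate number as a block, 13 with organelle transcripts left out, 5 at a threshold of 0.01 and 5 to 13 without 1 library. For glycolytic genes higher in bou-2 the paper's count and the one here are both 10.

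Among photorespiratory genes, the paper's results describe GOX1, PLGG1, HPR1 and GLYK as lower in bou-2 without a time. Its discussion gives GLYK, GOX and HPR as lower at day, at night or at both. A gene not called at a single time is therefore not at odds with it. PLGG1 was lower at both times, -0.65 (adjusted p = 0.0145) at day and -0.69 (adjusted p = 0.0108) at night, and GLYK at night, -0.45 (adjusted p = 0.0256). At day GLYK gave -0.35 (standard error 0.13, adjusted p = 0.0739), called lower without WT day replicates 1 or 2 or with DESeq2's Wald test. At day GOX1 gave 0.27 (standard error 0.16, adjusted p = 0.261), and was called higher without WT day replicate 3 or with limma on log2(TPM + 1), and HPR1 gave 0.11 (standard error 0.15, adjusted p = 0.641). At night GOX1 gave -0.43 (standard error 0.16, adjusted p = 0.0804), called lower without WT day replicates 1 or 3, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared, and HPR1 gave -0.42 (standard error 0.15, adjusted p = 0.0659), called lower without WT day replicates 1 or 3, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared. The paper describes SGAT, SHMT3, CAT1 and CAT3 as higher and CAT2 as not, and its discussion gives SGAT as slightly higher at day. SHMT3 (0.87, adjusted p = 0.000556, at day and 0.61, adjusted p = 0.00374, at night) and CAT1 (2.14, adjusted p = 3.45e-06, at day and 1.55, adjusted p = 2.1e-05, at night) were higher. SGAT was higher at day, 0.55 (adjusted p = 0.0254), and at night SGAT gave -0.02 (standard error 0.15, adjusted p = 0.96). CAT3 was higher at night, 1.26 (adjusted p = 0.0114), and at day CAT3 gave 0.60 (standard error 0.29, adjusted p = 0.169), called higher without WT day replicate 2. CAT2 (AT4G35090) was higher at day here, 0.46 (standard error 0.10, adjusted p = 0.0102), and lost that call in a fit of only the 6 libraries compared.

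Of genes of serine synthesis from phosphoglycerate, the paper describes PGDH1, PGDH2 and PSAT1 as higher in bou-2 at night, and elsewhere PSAT1 as higher at both times. At night PGDH1 gave 0.54 (standard error 0.29, adjusted p = 0.227), called higher without WT day replicate 2 or in a fit of only the 6 libraries compared, PGDH2 gave 0.98 (standard error 0.45, adjusted p = 0.149), called higher without WT day replicate 2, and PSAT1 gave 0.66 (standard error 0.37, adjusted p = 0.23), called higher without WT day replicate 2 or in a fit of only the 6 libraries compared. At day PSAT1 gave 0.44 (standard error 0.37, adjusted p = 0.433), called higher without WT day replicate 2. PSP1, which the paper gives as lower, was lower (-0.26, adjusted p = 0.0284, at day and -0.34, adjusted p = 0.00853, at night).

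In sulfur assimilation the paper describes ATP sulfurylase as lower in bou-2 at night. Of the 4 genes, 2 were lower at night, ATPS2 at -0.33 (adjusted p = 0.0201) and ATPS3 at -1.29 (adjusted p = 0.00969), while ATPS1 gave -0.15 (standard error 0.15, adjusted p = 0.541), and ATPS4 gave -0.11 (standard error 0.25, adjusted p = 0.796). The paper's results describe APR1 as unchanged, while its discussion gives its expression in bou-2 as low, and here it was lower at day, -0.81 (standard error 0.26, adjusted p = 0.0439), with no call without WT day replicates 2 or 3, bou-2 day replicates 2 or 3, WT night replicate 1 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block. SAT5 is described as lower at day than at night in bou-2, and SAT5 gave -0.48 (standard error 0.17, adjusted p = 0.0881), called lower without WT day replicate 3, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared. The cytosolic gene OASA is described as higher at night than at day in bou-2, and OASA1 gave 0.08 (standard error 0.11, adjusted p = 0.704). The paper describes GSH2 as higher at night, where GSH2 gave 0.47 (standard error 0.17, adjusted p = 0.0707), called higher without WT day replicates 2 or 3, with DESeq2's Wald test, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared. It describes APK1 as lower at both times and APK3 as lower at night, and both as higher at day than at night in bou-2. At night APK1 gave -1.06 (adjusted p = 0.0041) and APK3 -0.61 (adjusted p = 0.014), and in bou-2 APK1 gave 0.83 (adjusted p = 0.0211). At day APK1 gave -0.16 (standard error 0.20, adjusted p = 0.624), and in bou-2 APK3 gave 0.47 (standard error 0.15, adjusted p = 0.0626), called higher without WT day replicates 2 or 3, with DESeq2's size factors, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared.

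Of Rubisco small subunit genes, described as lower at both times, RBCS1A, RBCS1B and RBCS2B were lower at both, at night -0.74 (adjusted p = 0.00435), -0.48 (adjusted p = 0.0497) and -0.78 (adjusted p = 0.0187). RBCS3B was lower at day, -0.87 (adjusted p = 0.0139), and at night RBCS3B gave -0.61 (standard error 0.21, adjusted p = 0.061), called lower without WT day replicates 1 or 2, with DESeq2's Wald test, with counts summed per gene or in a fit of only the 6 libraries compared. In glycolysis the paper describes HXK2 and PFK1 as lower and PFK2 and PFK3 as higher in bou-2 at night. PFK2 gave 0.66 (adjusted p = 0.0258), while HXK2 gave -0.43 (standard error 0.14, adjusted p = 0.0566), called lower without WT day replicates 1 or 3, with DESeq2's size factors, with DESeq2's Wald test, with counts summed per gene, in a fit of only the 6 libraries compared or with organelle transcripts left out and, chosen after seeing the values, with counts thinned to the lowest library total or with the 10 most abundant transcripts left out, PFK1 gave -0.24 (standard error 0.10, adjusted p = 0.0992), called lower without WT day replicate 1, with DESeq2's Wald test or in a fit of only the 6 libraries compared, and PFK3 gave 0.61 (standard error 0.26, adjusted p = 0.12), called higher without WT day replicate 2 or in a fit of only the 6 libraries compared. FBA2 is described as higher at day than at night in bou-2, as are HKL1 and FBA1, which gave 1.16 (adjusted p = 0.000497) and 0.46 (adjusted p = 0.0454), and here FBA2 gave 0.31 (standard error 0.14, adjusted p = 0.177), called higher without WT day replicate 3.

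For the TCA cycle the paper describes the genes as lower at day than at night in both genotypes apart from 3 SDH genes. Its ratios are of TPM, while the signs given next are of the TMM-scaled fit. The median of all genes was -0.111 in WT and -0.128 in bou-2 by limma on log2(TPM + 1). By edgeR it was 0.011 and -0.008, so the number of negative signs depends on the scale. Of 47 tested genes 33 had a negative log2 fold change in WT, where 0 were called lower and 0 higher by edgeR (5 lower and 2 higher at an unadjusted p under 0.05, 3 with DESeq2's Wald test, 7 with limma on log2(TPM + 1), 5 without WT day replicate 2 and 1 without WT day replicate 3 lower, 1 without WT day replicate 3 higher), and 28 in bou-2, where 3 were called lower (9 with limma on log2(TPM + 1), 5 without WT day replicates 1 or 2 and 1 without bou-2 day replicate 2 or bou-2 night replicate 3) and 0 higher (3 at an unadjusted p under 0.05, 1 without WT day replicates 1, 2 or 3 or bou-2 day replicate 1, with DESeq2's size factors, with counts summed per gene, with organelle transcripts left out or with the 10 most abundant transcripts left out, 2 with DESeq2's Wald test and 3 in a fit of only the 6 libraries compared). SDH1-1, SDH2-1 and SDH3-1 are described as higher in bou-2 at day. SDH1-1 gave 0.79 (adjusted p = 0.00667) and SDH2-1 0.91 (adjusted p = 0.00031), and SDH3-1 gave 0.38 (standard error 0.15, adjusted p = 0.0916), called higher without WT day replicate 1 or bou-2 day replicate 1. In bou-2 at day compared to night the paper describes IDH-I, IDH-V and IDH-VI as lower. IDH-VI gave -0.39 (adjusted p = 0.0109), while IDH-I gave -0.23 (standard error 0.12, adjusted p = 0.255), called lower with limma on log2(TPM + 1), and IDH-V gave -0.24 (standard error 0.11, adjusted p = 0.163). At night in bou-2 compared to WT IDH-II, IDH-V and IDH-VI are described as higher. IDH-V gave 0.42 (adjusted p = 0.0158) and IDH-VI 0.48 (adjusted p = 0.00236), and IDH-II gave 0.45 (standard error 0.19, adjusted p = 0.11), called higher without WT day replicate 2, with limma on log2(TPM + 1), with counts summed per gene or in a fit of only the 6 libraries compared. SDH5 is described as higher at both times, with 0.56 (adjusted p = 0.00951) at day, and at night SDH5 gave 0.26 (standard error 0.13, adjusted p = 0.159), called higher without WT day replicate 1, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared.

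In nitrogen assimilation the paper describes GS2 as lower at night, where GS2 gave -0.32 (standard error 0.18, adjusted p = 0.257), called lower in a fit of only the 6 libraries compared, and at day GS2 gave -0.58 (adjusted p = 0.0438). GLU2 is described as higher at night, where GLU2 gave 0.28 (standard error 0.12, adjusted p = 0.137), called higher in a fit of only the 6 libraries compared. ASN1 is described as lower at day than in WT and lower at day than at night in bou-2. At day against WT ASN1 gave -2.80 (standard error 1.03, adjusted p = 0.0744), called lower without WT day replicates 1 or 3, with DESeq2's Wald test or with counts summed per gene. Its fall rests on WT day replicate 2, without which it was -0.26 (adjusted p = 0.796). For day against night ASN1 gave -1.90 (standard error 1.01, adjusted p = 0.259), called lower without WT day replicate 2 or in a fit of only the 6 libraries compared. ASN2 is described as higher at day compared to WT, which was so here (0.54, adjusted p = 0.0403), and compared to night in bou-2, where ASN2 gave 0.24 (standard error 0.17, adjusted p = 0.404). All 3 GDH genes are described as higher in bou-2 at night than in WT and than at day. GDH1 gave 1.23 (adjusted p = 0.000627) against WT and -0.84 (adjusted p = 0.00627) for day against night. Against WT at night GDH2 gave 0.01 (standard error 0.42, adjusted p = 0.992), and GDH3 gave 0.50 (standard error 0.48, adjusted p = 0.512). For day against night GDH2 gave -0.90 (standard error 0.43, adjusted p = 0.208), called lower without WT day replicate 2 or in a fit of only the 6 libraries compared, and GDH3 gave -0.91 (standard error 0.49, adjusted p = 0.272), called lower without bou-2 day replicate 1.

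In methionine metabolism the paper describes SAMS and MS as low in bou-2. Of the 4 SAMS genes, SAM3 was lower at both times (-0.65, adjusted p = 0.00351, at day and -0.54, adjusted p = 0.00871, at night) and MAT3 at day (-0.54, adjusted p = 0.0129). At day SAM1 gave -0.22 (standard error 0.11, adjusted p = 0.155), and SAM2 gave -0.17 (standard error 0.13, adjusted p = 0.368). At night SAM1 gave 0.11 (standard error 0.10, adjusted p = 0.495), SAM2 gave 0.04 (standard error 0.13, adjusted p = 0.866), and MAT3 gave -0.26 (standard error 0.13, adjusted p = 0.177). For methionine synthase, at day MS1 gave -0.64 (standard error 0.28, adjusted p = 0.119), called lower without bou-2 day replicate 1, and MS2 gave 0.13 (standard error 0.29, adjusted p = 0.792). At night MS1 gave -0.32 (standard error 0.28, adjusted p = 0.462), and MS2 gave -0.61 (standard error 0.29, adjusted p = 0.164). MS3 was higher at night here, 0.58 (adjusted p = 0.00952).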

Other observations

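The iron deficiency, ferritin and silencing gene lists and the count of transposable element genes were chosen only after their values were seen, as were the tests on the iron deficiency genes, whereas the 3 tests on the element genes were set out ahead of their results.

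Among lists not yet described (list counts in parentheses adjusted over the list alone, edgeR's quasi-likelihood test), 6 (6) of 15 oxidative stress genes were higher at day and 5 (7) at night, and 1 (1) and 1 (2) lower, with medians of 0.33 at day and 0.52 at night (adjusted p = 0.0556 at day and 0.0529 at night by camera, and adjusted p = 0.909 and 0.624 with an estimated correlation). The heat stress factor gene HSFA2 gave 1.19 (adjusted p = 0.0423) at day and 3.64 (adjusted p = 0.000895) at night, and the zinc finger gene ZAT12 1.16 (adjusted p = 0.0293) at day and 1.79 (adjusted p = 0.00422) at night. Of 12 salicylic acid and defence genes, 1 (1) was lower at day and 1 (1) higher at night (medians -0.61 at day and 0.59 at night, adjusted p = 0.868 at day and 0.163 at night by camera, and adjusted p = 0.983 and 0.79 with an estimated correlation), where PBS3 gave -1.96 (adjusted p = 0.018) at day and 0.89 (adjusted p = 0.22) at night and ICS1, the isochorismate synthase gene, -0.87 (adjusted p = 0.0663) at day and 0.69 (adjusted p = 0.133) at night. Senescence genes numbered 2 (2) higher and 1 (3) lower of 7 at day, and 1 (4) higher at night (medians -0.85 at day and 0.60 at night, adjusted p = 0.948 at day and 0.251 at night by camera, and adjusted p = 0.983 and 0.79 with an estimated correlation), among them the chlorophyll breakdown gene PAO (0.65, adjusted p = 0.00389, at day and 0.60, adjusted p = 0.00569, at night). Oxidative stress genes higher at day numbered 3 without WT day replicates 1 or 3, bou-2 day replicate 2 or bou-2 night replicate 1 or in a fit of only the 6 libraries compared and 2 with the replicate number as a block, and those higher at night numbered 3 without WT night replicate 2 or bou-2 night replicate 1, and those lower at night numbered 2 without WT day replicates 1 or 3, with DESeq2's Wald test, with limma on log2(TPM + 1), with counts summed per gene, in a fit of only the 6 libraries compared or with counts thinned to the lowest library total. Salicylic acid genes lower at day numbered 2 without WT day replicate 3, with DESeq2's Wald test or with counts summed per gene and none without WT day replicate 1 or bou-2 day replicates 1 or 2, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared, and those higher at night numbered 3 with DESeq2's Wald test or with limma on log2(TPM + 1), 7 in a fit of only the 6 libraries compared, 4 without WT day replicate 2, 6 without WT day replicate 3 and none without WT night replicates 1 or 3 or bou-2 night replicates 1 or 3. Senescence genes lower at day numbered 2 with DESeq2's Wald test or with counts summed per gene, none without WT day replicates 1 or 2, bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block and 3 without WT day replicate 3, and those higher at night numbered 2 without WT day replicate 1, with DESeq2's Wald test or with counts summed per gene, 3 without WT day replicates 2 or 3 or with limma on log2(TPM + 1) and 4 in a fit of only the 6 libraries compared. HSFA2 at day lost its call without WT day replicates 1 or 3, bou-2 day replicates 1, 2 or 3, WT night replicate 1 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.124), and ZAT12 at day without WT day replicate 3 or bou-2 day replicates 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block (adjusted p up to 0.103), and PBS3 at day without WT day replicate 1 or bou-2 day replicates 1 or 2, with limma on log2(TPM + 1) or in a fit of only the 6 libraries compared (adjusted p up to 0.0811). PBS3 at night passed the threshold without WT day replicate 3 or in a fit of only the 6 libraries compared (adjusted p down to 0.0203), and ICS1 at day without WT day replicate 3, with DESeq2's Wald test or with counts summed per gene (adjusted p down to 0.00447), and ICS1 at night without WT day replicate 3 or in a fit of only the 6 libraries compared (adjusted p down to 0.0257).

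Of 15 clock genes, 3 (3) were higher and 3 (4) lower at day, and 4 (4) and 3 (3) at night (medians -0.08 at day and 0.56 at night, adjusted p = 0.872 at day and 0.416 at night by camera, and adjusted p = 0.983 and 0.79 with an estimated correlation), with ELF3 at 1.28 (adjusted p = 4.34e-05) at day and 0.71 (adjusted p = 0.000783) at night, TOC1 at 0.83 (adjusted p = 0.00589) at day and 0.51 (adjusted p = 0.0447) at night and LHY at -0.38 (adjusted p = 0.0654) at day and -0.73 (adjusted p = 0.00361) at night. Early light genes were higher for 3 (3) and lower for 2 (3) of 8 at day, and 3 (4) and 2 (2) at night (medians -0.01 at day and 0.28 at night, adjusted p = 0.868 at day and 0.416 at night by camera, and adjusted p = 0.983 and 0.79 with an estimated correlation), with the light-stress gene ELIP2 at 3.78 (adjusted p = 4.44e-06) at day and 2.85 (adjusted p = 3.26e-05) at night. Compared between day and night, early light genes gave adjusted p = 1.39e-11 in WT and 5.73e-11 in bou-2 by camera, both in the direction of higher at day (median 2.11 in WT, and 8 and 8 of 8 genes positive), and adjusted p = 0.0662 and 0.0777 with an estimated correlation. In WT the same comparison gave, as the median and the direction by camera, light harvesting genes 0.43, higher at day, adjusted p = 3.18e-11 by camera, and adjusted p = 0.883 with an estimated correlation, and nitrate and ammonium genes -0.33, lower at day, adjusted p = 0.0316 by camera, and adjusted p = 0.222 with an estimated correlation. In bou-2 it gave light harvesting genes 0.18, higher at day, adjusted p = 0.00021 by camera, and adjusted p = 0.862 with an estimated correlation, glucosinolate genes 1.01, higher at day, adjusted p = 3.94e-06 by camera, and adjusted p = 0.862 with an estimated correlation, low-sulfur genes -0.79, lower at day, adjusted p = 0.0232 by camera, and adjusted p = 0.862 with an estimated correlation, flavonoid genes 0.38, higher at day, adjusted p = 0.0187 by camera, and adjusted p = 0.862 with an estimated correlation, and salicylic acid genes -1.18, lower at day, adjusted p = 0.0187 by camera, and adjusted p = 0.862 with an estimated correlation. Clock genes higher at day numbered 1 in a fit of only the 6 libraries compared, and those lower at day numbered 1 without WT day replicates 1 or 2 or bou-2 day replicates 1 or 2, and those higher at night numbered 2 without WT night replicate 3 or bou-2 night replicate 3. Early light genes lower at night numbered 1 without WT night replicate 3 or bou-2 night replicate 1. TOC1 at day lost its call in a fit of only the 6 libraries compared (adjusted p = 0.0538), and TOC1 at night without bou-2 day replicates 1, 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with DESeq2's size factors, with no filter on low counts, with organelle transcripts left out or with the 10 most abundant transcripts left out (adjusted p up to 0.142). LHY at day passed the threshold without WT night replicate 3 or with DESeq2's Wald test (adjusted p down to 0.0282).

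The low-sulfur list, whose genes rise when sulfur is short or O-acetylserine accumulates, had 2 (2) of 11 genes lower at day, and 1 (2) higher and 1 (2) lower at night (medians -0.93 at day and 0.09 at night, adjusted p = 0.139 at day and 0.906 at night by camera, and adjusted p = 0.962 and 0.978 with an estimated correlation), with LSU2 at -1.25 (adjusted p = 0.000186) at day and -0.80 (adjusted p = 0.00194) at night. Among 7 APS reductase and APS kinase genes, 1 (0) was lower at day and 3 (4) at night, when 1 (1) was higher (medians -0.16 at day and -0.47 at night, adjusted p = 0.872 at day and 0.108 at night by camera, and adjusted p = 0.983 and 0.609 with an estimated correlation), with the kinase gene APK2 at -0.26 (adjusted p = 0.559) at day and -1.53 (adjusted p = 0.00393) at night and APK4 at 0.48 (adjusted p = 0.34) at day and 1.23 (adjusted p = 0.0249) at night. Glutamine synthetase genes were higher for 2 (2) and lower for 1 (1) of 6 at day, and 1 (1) and 1 (1) at night (medians 0.04 at day and 0.00 at night, adjusted p = 0.765 at day and 0.986 at night by camera, and adjusted p = 0.962 and 0.988 with an estimated correlation). GLN1;3 gave 0.88 (adjusted p = 0.00215) at day and 0.62 (adjusted p = 0.0123) at night. On the difference between the times the 8 lists of these paragraphs gave adjusted p from 0.0529 (salicylic acid) to 0.935 by camera, so none is shown to differ between day and night, and the salicylic acid list had adjusted p = 0.912 with an estimated correlation. Low-sulfur genes lower at day numbered 5 with DESeq2's Wald test, 1 in a fit of only the 6 libraries compared and 8 without WT day replicate 1, and those higher at night numbered 2 without WT day replicate 1, with DESeq2's Wald test, with limma on log2(TPM + 1), with counts summed per gene or in a fit of only the 6 libraries compared and none without WT night replicate 1 or bou-2 night replicate 3, and those lower at night numbered 2 without WT day replicates 1 or 3, with DESeq2's Wald test, with counts summed per gene or with counts thinned to the lowest library total and 3 in a fit of only the 6 libraries compared. APS reductase and kinase genes lower at day numbered none without WT day replicates 2 or 3, bou-2 day replicates 2 or 3, WT night replicate 1 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), in a fit of only the 6 libraries compared or with the replicate number as a block, and those higher at night numbered none without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3. Glutamine synthetase genes higher at day numbered 1 without WT day replicate 3, bou-2 day replicates 1, 2 or 3, WT night replicates 1 or 3 or bou-2 night replicates 1, 2 or 3, in a fit of only the 6 libraries compared or with the replicate number as a block, and those lower at day numbered none without WT day replicates 1 or 3, bou-2 day replicates 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts, in a fit of only the 6 libraries compared or with the replicate number as a block, and those higher at night numbered 2 without WT day replicate 3 and none without WT night replicates 2 or 3 or bou-2 night replicate 2, and those lower at night numbered none without bou-2 day replicates 1 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3, with limma on log2(TPM + 1), with no filter on low counts, with the replicate number as a block or with counts thinned to the lowest library total and 2 in a fit of only the 6 libraries compared. APK4 at night lost its call without WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 (adjusted p up to 0.0965), and GLN1;3 at night without WT night replicates 2 or 3 or bou-2 night replicate 2. APK4 at day passed the threshold without WT day replicate 1 (adjusted p = 0.0127).

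Marker genes of other organs and tissues were few. Of 7 flower markers 2 passed the filter, of 6 root markers 3 and of 6 vascular markers 6. Root markers had 1 (1) lower at day and 1 (1) at night, the nitrate excretion transporter gene NAXT1 (-1.23, adjusted p = 0.0442, at day and -1.46, adjusted p = 0.0209, at night), with medians of -0.22 at day and -0.42 at night (adjusted p = 0.796 at day and 0.671 at night by camera, and adjusted p = 0.962 and 0.79 with an estimated correlation). Of the flower and vascular markers 0 were called by edgeR at either time. At an unadjusted p under 0.05 the flower markers had 0 higher and 1 lower at day and 0 higher and 0 lower at night, and the vascular markers 0 higher and 3 lower and 0 higher and 0 lower, with vascular markers at day 2 lower with DESeq2's Wald test. Medians were -0.73 at day and -0.27 at night for the flower markers (adjusted p = 0.974 at day and 0.906 at night by camera, and adjusted p = 0.983 and 0.957 with an estimated correlation) and -0.99 at day and -0.39 at night for the vascular markers (adjusted p = 0.171 at day and 0.256 at night by camera, and adjusted p = 0.962 and 0.79 with an estimated correlation). Root markers lower at day numbered none without WT day replicates 2 or 3, bou-2 day replicates 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1 or 2, with no filter on low counts, in a fit of only the 6 libraries compared, with the replicate number as a block or with counts thinned to the lowest library total, and those lower at night numbered none without WT night replicate 3 or bou-2 night replicates 1 or 2. Flower markers lower at day numbered 1 without WT day replicate 1. Vascular markers lower at day numbered 2 without WT day replicate 2 or with DESeq2's Wald test and 3 without bou-2 day replicate 1. NAXT1 at day lost its call without WT day replicates 2 or 3, bou-2 day replicates 2 or 3, WT night replicates 1, 2 or 3 or bou-2 night replicates 1 or 2, with no filter on low counts, in a fit of only the 6 libraries compared, with the replicate number as a block or with counts thinned to the lowest library total (adjusted p up to 0.146), and NAXT1 at night without WT night replicate 3 or bou-2 night replicates 1 or 2 (adjusted p up to 0.0811).

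Between the times, 1759 genes were higher in bou-2 at both day and night (446.3 expected of independent calls) and 1336 lower at both (320.9 expected), while 22 were higher at day and lower at night and 47 the reverse. Both comparisons share each gene's estimate of the spread from the same fit. This raises joint calls even of unrelated effects, so the expected counts are too low as a baseline. Of the genes with opposite calls, 61 were called in the difference between the times. Across all 20458 tested genes the log2 fold changes at day and at night correlated with r = 0.732 and a Spearman rho of 0.594, although genes are not independent of one another.

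Transposable element genes, mostly silent in leaves and not discussed in the paper, were higher in bou-2 for 57.9% of 368 tested genes at day (218 genes adjusted over the list alone) and for 192 genes at night (210), against 18 and 9 lower (24 and 13). Camera on this list gave p = 5.19e-27 at day and 8.31e-25 at night, and p = 0.00142 and 0.00187 with an estimated correlation. Higher calls made up 57.9% of element genes and 14% of other genes at day, and 52.2% and 14.1% at night. The 187 that were higher at both times lie on all 5 chromosomes (37, 50, 40, 28 and 32 on chromosomes 1 to 5). An element silent in one genotype is tested only where the other has counts, so these shares rest in part on the filter, which treats both genotypes alike. With no filter on low counts 344 were higher and 18 lower at day, and at night 4 were lower and the higher ones stayed within 1.5 times. With limma on log2(TPM + 1) 33 were higher at day and 28 at night among the fewer genes with a mean TPM of at least 1, and with DESeq2's Wald test 216 and 203. Of 9 genes of DNA methylation and silencing, MET1, the maintenance methyltransferase gene, was lower (-0.70, adjusted p = 0.0188, at day and -0.72, adjusted p = 0.0162, at night), as was NRPD1, a subunit gene of RNA polymerase IV (-0.59, adjusted p = 0.0162, at day and -0.50, adjusted p = 0.0296, at night), while DDM1 gave -0.45 (adjusted p = 0.225) at day and -0.46 (adjusted p = 0.22) at night and CMT3, HDA6, MOM1, RDR2, NRPE1 and DRM2 were not called at either time. QQS, a gene of starch regulation singled out after its values were seen, gave 3.48 (adjusted p = 0.00336) at day and 2.85 (adjusted p = 0.00874) at night. MET1, NRPD1, DDM1 and QQS were not run under the alternatives.

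Reads shared between copies of an element stay open as an explanation, since of 143 element genes whose 31-base words mostly occur once in the genome 39, or 27.3%, were higher at night, less than the 52.2% of all and still above other genes. Genomic DNA in the bou-2 libraries also stays open. Among genes of at least 1000 bp with 0 counts in WT, 1.8% of those that are not elements (35 of 1940) had at least 10 counts in bou-2. Of element genes 9.53% did (178 of 1870). This is the low share for other genes that was set ahead as telling against genomic DNA. However, the 2 kinds were not matched for copies in the genome. Genomic reads from many copies could raise the share of element genes as well. A single library does not carry the pattern, as the fewest higher calls at night without 1 library were 167. Weaker silencing of elements in the bou-2 plants was not tested and stays open, as does whether the genotype or the history of the line underlies the pattern, which the samples do not separate.

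Genes of the iron deficiency response were lower in bou-2 for 16 of 17 at day (16 adjusted over the list alone) and 16 at night (16), with medians of -1.28 and -2.17 (camera p = 1.23e-09 and 1.44e-12, and p = 0.0352 and 0.0184 with an estimated correlation). The regulator genes BHLH100, bHLH38, bHLH39 and BHLH101 gave -3.56 (adjusted p = 0.0013), -3.82 (adjusted p = 0.00167), -3.44 (adjusted p = 0.00456) and -3.04 (adjusted p = 0.0053) at day and -6.24, -5.21, -6.19 and -3.57 (adjusted p = 0.00178) at night, and PYE -1.01 (adjusted p = 0.000456) at day and -0.78 (adjusted p = 0.00191) at night. Ferritin genes, which code for iron storage proteins, were higher for 4 of 4 at day (4 adjusted over the list alone) and 1 at night (1), with FER1 at 2.33 (adjusted p = 0.000264) at day and 1.01 (adjusted p = 0.0165) at night and FER3 at 0.98 (adjusted p = 0.000227) at day and 0.14 (adjusted p = 0.383) at night. Camera on the difference of the ferritins between the times gave p = 1.32e-05, and p = 0.00222 with an estimated correlation, with a median of 1.07, and of its 4 genes FER3 was called in the difference, 0.83 (adjusted p = 0.0368). FER1 at night lost its call without WT night replicate 2 or bou-2 night replicate 1 (adjusted p up to 0.056), and FER3 in the difference between the times without WT day replicate 2, bou-2 day replicates 2 or 3, WT night replicates 1 or 2 or bou-2 night replicates 1, 2 or 3 or with the replicate number as a block (adjusted p up to 0.0987). bHLH38 at day gave -2.98 without WT day replicate 2 and bHLH39 at day gave -2.69 without WT day replicate 2.

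For the iron deficiency genes, 1 library carrying the difference is argued against, as at least 13 of the 17 were lower at day and 14 at night without any 1 library. With the 10 most abundant transcripts left out 16 were lower at day. The 10 most abundant of a library took only 4.83% of the counts in bou-2 and 7.25% in WT at day. Leaving them out could therefore change little, and that fit decides nothing further. With limma on log2(TPM + 1) the counts were 12 and 14. The iron status of the leaves was not analysed here, and the pattern was found on the same data.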
